# The role of SWEET4 proteins in the post-phloem sugar transport pathway of *Setaria viridis* sink tissues

**DOI:** 10.1093/jxb/erad076

**Published:** 2023-03-08

**Authors:** Lily Chen, Diep R Ganguly, Sarah H Shafik, Florence Danila, Christopher P L Grof, Robert E Sharwood, Robert T Furbank

**Keywords:** Apoplast, glucose transporter, grasses, seed, Setaria, sucrose transporter, sugar transport, SWEET

## Abstract

In the developing seeds of all higher plants, filial cells are symplastically isolated from the maternal tissue supplying photosynthate to the reproductive structure. Photoassimilates must be transported apoplastically, crossing several membrane barriers, a process facilitated by sugar transporters. Sugars Will Eventually be Exported Transporters (SWEETs) have been proposed to play a crucial role in apoplastic sugar transport during phloem unloading and the post-phloem pathway in sink tissues. Evidence for this is presented here for developing seeds of the C_4_ model grass *Setaria viridis*. Using immunolocalization, SvSWEET4 was detected in various maternal and filial tissues within the seed along the sugar transport pathway, in the vascular parenchyma of the pedicel, and in the xylem parenchyma of the stem. Expression of *SvSWEET4a* in *Xenopus laevis* oocytes indicated that it functions as a high-capacity glucose and sucrose transporter. Carbohydrate and transcriptional profiling of Setaria seed heads showed that there were some developmental shifts in hexose and sucrose content and consistent expression of *SvSWEET4* homologues. Collectively, these results provide evidence for the involvement of SWEETs in the apoplastic transport pathway of sink tissues and allow a pathway for post-phloem sugar transport into the seed to be proposed.

## Introduction

Photosynthate transport to and within the developing seed of cereals is complex, since filial cells are symplastically isolated from maternal cells (i.e. their cytoplasms are not connected by plasmodesmatal pores), and considerable diversity exists in the post-phloem pathway of sugar movement in seeds of higher plants (Thorne, 1985; Patrick and Offler, 1995). The seed/grain is generally the most agronomically valuable part of a crop, and yield is strongly correlated with sink-located transport and transfer processes (Gifford and Evans, 1981). Seeds have also been a widely used model for sugar movement into sinks as they are morphologically discrete entities, can be readily manipulated experimentally, and are committed to the storage of carbohydrates (Thorne, 1985; Patrick and Offler, 1995).

Seed development in plants can generally be divided into four stages, beginning with cell division, then expansion, differentiation, and storage (Evers and Millar, 2002). Within cereal seeds, these shifts have been linked to high invertase activity, which results in high hexose to sucrose ratios during cell division (Cheng and Chourey, 1999; Weschke *et al.*, 2003). Later in development when cell expansion and storage begins, this changes to a high sucrose to hexose ratio, concomitant with high sucrose synthase (SuSy) activity (Borisjuk *et al.*, 2004). The seed is broadly comprised of the pericarp/seed coat, nucellus, embryo and endosperm, separated by the scutellum (Evers and Millar, 2002). While the general structures of monocot and dicot seeds are somewhat similar, there are some stark differences between species. Cereals are known for large starchy seeds, unlike dicots such as Arabidopsis (*Arabidopsis thaliana*), and hence require a large flux of photoassimilates to occur during seed filling.

The partitioning of photoassimilates between the vegetative tissues and the agronomically valuable grain has a large impact on yield (Thorne, 1985). Following anthesis, the seed or grain becomes the predominant sink for carbohydrates, especially in monocots (Palmer *et al.*, 1973). Generally, in crop seeds, sugars are unloaded symplastically via plasmodesmatal connections between one or more maternal cells and the phloem before entering the apoplast surrounding filial tissues. In developing seeds, filial tissue, such as the embryo and endosperm, is symplastically isolated from maternal tissues such as the seed coat and nucellar cells soon after fertilization (Patrick, 2012). Subsequently, to support the growth and development of the embryo and the large endosperm in monocots, sugars must be transferred via an apoplastic pathway across plasma membranes, thus requiring membrane-localized sugar transporters. Transporters must facilitate not only the export of sugars from the maternal cells into the apoplast but also subsequent uptake into the filial cells (Patrick and Offler, 1995; Patrick, 2012).

In monocots, the active sucrose transporter SUT1 has long been implicated in seed filling, functioning to import sucrose from the apoplast surrounding seed maternal tissues into filial cells. Evidence has shown that SUT1 transcript and protein were abundant in cereal seeds, localized to cells at the interface between maternal and filial tissues, and that suppression or knockout of this transporter resulted in highly impaired grain filling (Bagnall *et al.*, 2000; Weschke *et al.*, 2000; Furbank *et al.*, 2001). For example, antisense suppression of SUT1 in rice resulted in little to no grain filling, leading to a shrivelled grain phenotype (Scofield *et al.*, 2002). Until recently, the mechanism of sugar export out of maternal cells into the apoplast for uptake by SUTs has remained elusive. The discovery of Sugars Will Eventually be Exported Transporters (SWEETs) potentially provided a mechanism for this process, with recent studies suggesting that SWEETs first export sugars into the apoplast before being imported into cells by SUTs or hexose transporters (HXTs) depending on the nature of sugars present at the membrane interface (Chen *et al.*, 2015; Sosso *et al.*, 2015; Ma *et al.*, 2017; Yang *et al.*, 2018; Doll *et al.*, 2020). Despite this potentially universal model for SWEET function, the diversity in seed morphology and structure present even in the grasses means that many components of sugar movement during seed filling remain unresolved (Cochrane and Duffus, 1979). Numerous post-phloem membrane barriers exist within a single seed, thus SWEETs could potentially be found at various interfaces. Previous studies using reverse genetics which have implicated SWEETs in this transport pathway (Sosso *et al.*, 2015) have not resolved this issue and prevent the elucidation of a model pathway for post-phloem sugar transport which includes the involvement of SWEETs.

The genus Setaria contains a number of small grain millets, notably *Setaria italica* (Foxtail millet), one of the oldest domesticated and widely adapted grain crops globally and an important component of food production in developing countries (Huang *et al.*, 2016). *Setaria viridis* (Green foxtail), a small, closely related, easily transformable relative with a small sequenced genome, is becoming a widely used genetic model for functional genomics and genetics in millets (Brutnell *et al.*, 2010). Despite the importance of millets, the pathway of post-phloem sugar movement in their grains is poorly characterized. Here we seek to understand the role SWEETs might play in phloem unloading and the post-phloem pathway during seed development and filling in *S. viridis* (Setaria). Previous literature has seen a trend in *SWEET4* orthologues being expressed predominantly in sinks such as stems and/or seeds of sorghum, rice, maize, sugarcane, and Setaria, suggesting a role in phloem unloading or the steps immediately following this (Sosso *et al.*, 2015; Martin *et al.*, 2016; Mizuno *et al.*, 2016; Hu *et al.*, 2018). Here SWEET4a from *S*. *viridis* is examined with a particular focus on the seed head using a combination of immunohistochemistry, functional characterization, major carbohydrate profiling, and expression analyses. These results expand our understanding of SWEETs in the phloem unloading and post-phloem pathway of C_4_ grasses, and the data are used to propose a pathway for sugar movement from the phloem to the endosperm tissue of Setaria seeds.

## Materials and methods

### Plant growth and harvesting

*Setaria viridis* A.10 and ME034V was grown in a PGC Flex growth chamber (Conviron, Winnipeg, Canada). The day/night lengths and temperatures were 16 h/8 h and 28 °C/20 °C, respectively, with 55% humidity and light at an intensity of ~600 μmol m^−2^ s^−1^ supplied by halogen incandescent lamps (42 W 2800K warm white clear glass 630 lumens, CLA, Brookvale, NSW, Australia) and Pentron Hg 4 ft fluorescent tubes (54 W 4100K cool white, Sylvania, Wilmington, MA, USA). Plants were grown in 1.7 litre pots filled to 90% capacity using Green Wizard Premium Potting mix (Debco, Bella Vista, NSW, Australia), and the remaining 10% filled with Debco Seed Raising and Superior Germinating Mix, both supplemented with 1 g kg^–1^ of slow-release fertilizer (Osmocote, Scotts, Bella Vista, NSW, Australia). As the seed itself is very small in Setaria, whole seed heads were harvested at the base of each from four developmental stages: 50% seed head emergence, anthesis, 8 days after anthesis (DAA), and 16 DAA (Supplementary Fig. S1). Each stage has four biological replicates where each biological replicate is made up of four individual plants. Samples were harvested into 10 ml vials and immediately snap-frozen in liquid nitrogen. Samples were homogenized cryogenically with the TissueLyser II (QIAGEN, Hilden, Germany).

### Plant protein extraction

Samples were harvested from plants at the 50% seed head emergence stage. Organs sampled were the youngest fully expanded leaf, stem, and seed head. Protein was extracted using the Plant Fractionated Protein Extraction Kit (Sigma-Aldrich, St. Louis, MO, USA) from 200 mg of cryogenically homogenized plant tissue according to the manufacturer’s instructions. Protein extractions were quantified using a Bradford assay (ThermoFisher Scientific, Waltham, MA, USA) adapted from Bradford (1976). The purified rice RbcL protein was kindly donated by Timothy Rhodes and isolated through size exclusion chromatography as described previously (Sharwood *et al.*, 2008). Samples were supplemented with NuPAGE™ lithium dodecyl sulfate buffer (LDS, 4×, ThermoFisher Scientific).

### Immunoblotting

Protein extracts in LDS were supplemented with 10% β-mercaptoethanol (v/v) immediately before use. Samples were heated at 37 °C for 15 min since membrane proteins tend to aggregate at higher temperatures. Samples were spun down and loaded onto 4–12% Bis-Tris acrylamide SDS–PAGE protein gels (ThermoFisher Scientific). Protein gels were first run for 15 min at 140 V and then at 200 V for a further 30 min at 4 °C in a running buffer (25 mM MES, 25 mM Tris, 1.7 mM SDS, 400 μM EDTA-Na_2_). After separation with SDS–PAGE, proteins were transferred to a polyvinylidene fluoride (PVDF) membrane using the XCell II™ Blot Module (ThermoFisher Scientific) in transfer buffer [25 mM Bicine, 25 mM Bis-Tris, 1 mM EDTA, 10% (v/v) methanol]. Following the transfer, the membrane was blocked overnight at 4 °C in Tris-buffered saline+Tween-20 [TBST; 5 mM Tris, 15 mM NaCl, 0.1% (v/v) Tween-20] supplemented with 5% (w/v) skim milk powder and 3% (w/v) BSA. Antibody peptides were designed and commercially synthesized to create the antigen-purified SvSWEET4 antiserum [GL Biochem (Shanghai) Ltd, Shanghai, China, http://www.glbiochem.com/en/index/index.aspx]. The tobacco RbcL antiserum was kindly donated by Professor Spencer Whitney (Whitney *et al.*, 2001). SvSWEET4 antiserum was diluted to 1:3000 in TBST+5% (w/v) skim milk powder or 1:10 000 for the tobacco RbcL antiserum, added to the membrane, and incubated on an orbital rotating platform at room temperature (22–24 °C) for 60 min. This was followed by 3 × 10 min washes with TBST. Goat anti-rabbit horseradish peroxidase-conjugated secondary antibody (Cat: 1706515; Bio-Rad, Hercules, CA, USA) diluted to 1:10 000 in TBST+5% (w/v) skim milk powder was added to the membrane and incubated for 60 min at room temperature (22–24 °C) on an orbital rotating platform. The membrane was again washed for 3 × 10 min in TBST. Membranes were developed by addition of the Western Lightning Plus enhanced chemiluminescent reagent (Cat: NEL103E001EA; PerkinElmer, Waltham, MA, USA) and imaged on the ChemiDoc™ Gel Imaging System (Bio-Rad).

### Immunolocalization of SvSWEET4

Fresh seeds were harvested into H_2_O from ~16 DAA plants. Thin hand sections were blocked in a 96-well plate for 2 h in 20 μl of TBST [50 mM Tris, 150 mM NaCl, 0.1% (v/v) Tween-20], +3% skim milk powder (w/v) and then incubated overnight in primary antiserum diluted 1:40 with blocking solution. Following the incubation, sections were washed 6 × 10 min in blocking solution. Antibodies against plasma membrane intrinsic proteins (PIPs) aquaporins (PIP1;1, PIP1;2, PIP1;3, PIP1;4, and PIP1;5; Aquaporins Cat: AS09487; Agrisera, Vännäs, Sweden) were used as positive controls. Since the SvSWEET4 antiserum was antigen purified, the undiluted pre-immune serum could not be used as a negative control due to the greatly reduced immunoglobulin concentration of the purified serum. Therefore, a protein quantification was carried out using a Bradford assay as outlined previously. From here, the pre-immune serum was diluted to approximately the same concentration as the antibodies for use as a negative control. The positive and negative controls were treated in the same way as the samples probed with SvSWEET antiserum prior to their incubation with secondary antibody. Sections were then incubated with the secondary goat anti-rabbit IgG (H+L) Alexa Fluor Plus 488-conjugated antibody (Cat: A-11001; ThermoFisher Scientific) diluted 1:200 with the blocking solution. Sections were again washed 6 × 10 min with the blocking solution, stained with Calcofluor white (0.05%, v/v) to visualize the cell walls, and then washed with distilled water. Sections were mounted onto microscope slides with 50% glycerol. Images were taken on the confocal microscope Zeiss Axio Imager 2 (Zeiss, Jena, Germany, https://www.zeiss.com). The channels that were used were as follows: fluorescein isothiocyanate (FITC; ex 493 nm, em 517 nm), and UV for cell walls (ex 254 nm, em 432 nm). The images were processed with ZEN Blue 3.1 (Zeiss).

### *SvSWEET4a* cRNA synthesis

The coding sequence (CDS) of *SvSWEET4a* was commercially synthesized (GenScript, Piscataway, NJ, USA) and ligated into the PENTR1A-GW vector. This vector harbouring the gene of interest was recombined into the destination vector pGEMHE-GW using LR clonase (Cat: 11791020; ThermoFisher Scientific). The expression vectors were linearized with the restriction enzyme *Nhe*I-HF (Cat: R3131S; New England Biolabs, Notting Hill, VIC, Australia) overnight at 37 °C and then incubated at 65 °C for 15 min for enzyme inactivation. The DNA was cleaned up using the MinElute Reaction Cleanup Kit (QIAGEN) and resuspended in 12 μl of RNase-free H_2_O. A 1 μg aliquot of linearized expression vector was transcribed to capped RNA (cRNA) using the T7 Ambion mMessage mMachine kit according to the manufacturer’s instructions (ThermoFisher Scientific). The cRNA was supplemented with ammonium acetate stop solution (5 M ammonium acetate, 100 mM EDTA; supplied in the kit) and treated with a phenol–chloroform clean-up as detailed by the manufacturer (ThermoFisher Scientific). The final cRNA was resuspended in 22 μl of RNase-free H_2_O and checked for the presence of a single band on an agarose gel.

### *Xenopus laevis* frogs

Ethical approval of the work performed with female Xenopus frogs was obtained from the Australian National University (ANU) Animal Experimentation Ethics Committee (Animal Ethics Protocol Numbers A2019/26) in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes. The frogs were purchased from Nasco (catalogue no. LM00535M) and were housed in the Xenopus Frog Facility of the ANU Research School of Biology in compliance with the relevant institutional and Australian Government regulations.

### Isolation and injection of Xenopus oocytes

Adult female frogs were anaesthetized in a solution of ethyl 3-aminobenzoate methanesulfonate salt (1.6 g l^–1^) and 1 mM NaHCO_3_ using a method described previously (van Schalkwyk *et al.*, 2015). Briefly, sections of the ovary were removed and the collagenous membrane encasing the oocytes was degraded by collagenase B (Cat: COLLB-RO, Sigma-Aldrich), the amount of which was dependent on the harvest size. The collagenase-treated oocytes were washed 10 times with ‘calcium-free oocyte ringer’ buffer (OR^2–^; 82.5 mM NaCl, 2.5 mM KCl, 1 mM MgCl_2_, 1 mM Na_2_HPO_4_, 5 mM HEPES; pH 7.8), five times with ‘calcium-containing oocyte ringer’ (OR^2+^) buffer (OR^2–^ buffer supplemented with 1 mM CaCl_2_ and 50 μg ml^–1^ penicillin and streptomycin), and then were incubated in L-15 (Leibovitz) medium with l-glutamine (Cat: L1518; Sigma-Aldrich) supplemented with 10 mM HEPES and 50 μg ml^–1^ penicillin and streptomycin. Stage V–VI oocytes were microinjected with cRNA encoding *SvSWEET4a*, *SvSWEET13a*, or *SvSWEET13b* (15 ng per oocyte, unless specified otherwise). In a subset of experiments that were performed to optimize the amount of cRNA required for *SvSWEET4* expression, oocytes were microinjected with cRNA amounts ranging between 2.5 ng and 25 ng. Oocytes were stored at 16–18 °C in OR^2+^ buffer supplemented with 50 μg ml^–1^ penicillin and streptomycin. The approximate optimum cRNA amount and incubation time, for maximum uptake (i.e. highest signal to noise), was determined for each sugar prior to transport kinetics (Supplementary Fig. S2, glucose, 90 min; sucrose, 30 min).

### Oocyte protein extraction for immunoblotting

The detection of SvSWEET protein in the oocyte membrane was achieved using oocytes 3 d post-cRNA injection as previously described (Summers *et al.*, 2014). Briefly, 20 oocytes expressing either *SvSWEET4a*, *SvSWEET13a*, or *SvSWEET13b* were homogenized in 1 ml of 20 mM Tris–HCl (pH 8) supplemented with cOmplete™ mini EDTA-free protease inhibitor cocktail (Roche, Basel, Switzerland). The homogenate was centrifuged at 1000 *g* for 10 min at 4 °C, and the supernatant was transferred to a new tube and mixed by inversion. A 37 μl aliquot was diluted in 400 μl of 20 mM Tris–HCl (pH 8.0) and centrifuged at 21 000 *g* for 20 min at 4 °C. The supernatant was removed, and the pellet was washed with 1 ml of a buffer containing 20 mM Tris–HCl (pH 8) and 1 M NaCl supplemented with the protease inhibitor cocktail, and was centrifuged at 21 000 *g* for 10 min at 4 °C. The pellet was solubilized in 25 μl of a solution comprising 1% (v/v) Triton X-100, 20 mM Tris–HCl (pH 8), 10 mM NaCl, and 25% (v/v) NuPage LDS (4×, ThermoFisher Scientific) to create non-reducing conditions. Another set of samples were prepared where the pellets were solubilized in 25 μl of a solution comprising 1% (v/v) Triton X-100, 20 mM Tris–HCl (pH 8), 10 mM NaCl, 25% (v/v) NuPage LDS (4×, ThermoFisher Scientific), 150 mM DTT, and 10% (v/v) β-mercaptoethanol to create reducing conditions. The proteins present in the oocyte membrane preparations were run on 4–12% Bis-Tris acrylamide SDS–PAGE protein gels (ThermoFisher Scientific), and then immunoblotting was performed as described in the previous section.

### Transport assays

Transport assays were performed as in L. Chen *et al.* (2022). The radiolabelled sugars were purchased from American Radiolabelled Chemicals ([^3^H]glucose, 60 Ci mmol^–1^; [^14^C]sucrose, 0.6 Ci mmol^–1^) (ARC, St. Louis, MO, USA). The SvSWEET4a transport assays were performed on days 3–4 post-cRNA injection and, unless specified otherwise, were conducted over 90 min for the [^3^H]glucose uptake assays and 30 min for the [^14^C]sucrose uptake assays. The transport assays were conducted at 27.5 °C in ND96 buffer (96 mM NaCl, 2 mM KCl, 1 mM MgCl_2_, 1.8 mM CaCl_2_, 10 mM MES, and 10 mM Tris-base; pH 7.4). Transmembrane domain predictions indicate that the N- and C-terminus of SvSWEET4a, as well as other previously published SWEETs, are on the extracellular side and cytosolic side, respectively, and thus, are predicted to adopt the same orientation in the oocyte plasma membrane (Chen *et al.*, 2010). In all cases, at least three independent experiments were performed (on different days and using oocytes from different frogs) and, within each experiment, measurements were made from 8–10 oocytes per treatment. The oocytes were transferred to a 5 ml polystyrene round bottom tube (*In Vitro* Technologies, Lane Cove West, NSW, Australia) and washed twice with 3.5 ml of ND96 buffer (pH 7.4), and the residual solution was removed by pipette. To commence the assay, the oocytes were suspended in 100 μl of ND96 buffer supplemented with either [^3^H]glucose and unlabelled glucose or [^14^C]sucrose and unlabelled sucrose. Analyses of the kinetics of glucose transport via SvSWEET4a were undertaken by measuring the uptake of [^3^H]glucose (400.8 μM) in the presence of 0–175 mM unlabelled glucose. Likewise, the kinetics of sucrose transport via SvSWEET4a were determined by measuring the uptake of [^14^C]sucrose (668 μM) in the presence of 0–175 mM unlabelled sucrose. In all cases, the incubation was terminated by removing the reaction buffer and washing the oocytes twice with 3.5 ml of ice-cold ND96 pH 7.4 buffer. Each oocyte was then transferred to a well of a white 96-well plate, lysed by an overnight incubation at room temperature (22–24°C) with 20 μl of 5% (w/v) SDS, and then mixed with 150 μl of MicroScint-40 microscintillant (PerkinElmer). The plate was covered with a TopSeal-A (PerkinElmer) and the radioactivity within each well measured with a MicroBeta^2^ microplate liquid scintillation analyzer (PerkinElmer). The component of transport attributable to SvSWEET4a (i.e. SvSWEET-mediated transport) was calculated by subtracting the ‘background’ level of [^3^H]glucose or [^14^C]sucrose accumulation detected in the non-expressing oocytes from that measured in oocytes expressing SvSWEET4a. The kinetic parameters for glucose and sucrose transport via SvSWEET4a were determined by a least-squares fit of the Michaelis–Menten equation to the data using GraphPad Prism version 8.0.0 for Windows (GraphPad Software, San Diego, CA, USA, https://www.graphpad.com).

### Enzyme-coupled quantification of carbohydrates

Soluble and insoluble sugars were measured from 20 mg of homogenized plant tissue and extracted as outlined by Stitt *et al.* (1989). Two technical replicates were performed for this assay where each replicate contained four biological replicates. To quantify soluble sugars (glucose, fructose, sucrose, and fructans), an ethanolic extraction was performed on the tissue. Enzyme-coupled assays were performed using hexokinase, phosphoglucose isomerase, sucrase, and endo- and exo-inulinase (fructanase) to measure glucose, fructose, sucrose, and fructans, respectively. This method is based on quantitative reduction of NADP^+^ and spectrophotometric detection of NADPH at 340 nm. Following the ethanolic extraction of soluble sugars, the remaining starch pellet was first hydrolysed and then enzymatically digested using α-amylase and amyloglucosidase. This enzymatic method uses hexokinase and is based on the degradation of starch to glucose units. As with soluble sugars, the reduction of NADP^+^ to NADPH was measured spectrophotometrically at 340 nm. These methods were thoroughly detailed previously (L. Chen *et al.*, 2022).

### mRNA sequencing

Total RNA was extracted from 150 mg of frozen tissue using the Aurum™ Total RNA Fatty and Fibrous Tissue Kit (Bio-Rad) according to the manufacturer’s instructions. RNA concentrations, and 230/260 and 260/280 ratios were checked on a NanoDrop™ 3300 Fluorospectrometer (ThermoFisher Scientific). Samples were sent on dry ice to The Next Generation Sequencing Facility, Hawkesbury Campus, Richmond, Western Sydney University. cDNA libraries were prepared at the facility using the TruSeq RNA Library Prep Kit v2 with poly(A) RNA enrichment (Illumina, San Diego, CA, USA, https://www.illumina.com/). The libraries were run through the HiSeq 2500 System (high-output) over two lanes with 2 × 125 bp read lengths. Raw read quality was diagnosed using FastQC (v0.11.2). Trim Galore! (v0.6.5) was used to trim adaptors and low-quality base calls with PHRED <20 (–q 20) followed by further inspection with FastQC. Trimmed reads were employed for paired-end alignments using Subjunc, from the Subread package (v1.6.2, Liao *et al.*, 2013), considering uniquely mapped reads only, which were then sorted and indexed using Samtools (v1.2, Li *et al.*, 2009). Transcript quantification was performed using featureCounts (–s 0 for non-stranded quantification, Liao *et al.*, 2014) at the gene level based on the *S. viridis* v2.1 genome annotation (Bennetzen *et al.*, 2012), which was obtained from Phytozome v12 (http://phytozome.jgi.doe.gov/). Raw counts were then imported into edgeR for loci detected at counts per million (CPM) >1 in at least three samples (Robinson *et al.*, 2009). Library normalization was performed using the trimmed mean of M-values (TMM) method to account for sequencing depth and composition (Robinson and Oshlack, 2010). TMM normalized counts were converted into log_2_ fragments per kilobase of transcript per million mapped reads (FPKM), using the fpkm function and annotated gene lengths, then visualized using the R function pheatmap. The code used for analyses are available on GitHub: https://github.com/dtrain16/NGS-scripts. A summary of sequencing statistics and log2 FPKM values for genes of interest can be found in Supplementary Dataset S1 and Supplementary Fig. S3.

### Quantitative PCR (qPCR) analysis

In the qPCR analysis, four biological replicates pooled from three plants per replicate were used for each tissue sampled. RNA was extracted as described above and treated with DNase to exclude genomic DNA contamination. RNA concentrations, and 230/260 and 260/280 ratios were checked on a NanoDrop™ 3300 Fluorospectrometer (ThermoFisher Scientific). A 1 µg aliquot of RNA was used to create cDNA according to the manufacturer’s instructions using the SuperScript™ III First-Strand Synthesis System (ThermoFisher Scientific). A cDNA dilution of 1:100 was used for qPCR, except for *SvSWEET1b* where a dilution of 1:25 was used. Transcript levels were quantified using the ΔCt method based on the values given by the qPCR data from three technical replicates (Vandesompele *et al.*, 2002). Transcript levels were given relative to the reference genes. *Elongation factor 1-α* and *translation factor* were used as reference genes in this analysis. The primers used are outlined in Supplementary Table S1.

### Statistical analysis

The statistical tests were performed using GraphPad Prism version 8.0.0. A one-way ANOVA followed by Tukey’s multiple comparisons test was performed for each carbohydrate profile to detect significant differences between leaf sections. For the transport assays, an unpaired Student’s *t*-test was performed. All errors cited in the text and shown in the figures represent the SEM. Significance was defined as *P*<0.05.

## Results

### Immunodetection of SvSWEET4 in the seed and stem tissue

To investigate the role of SvSWEET4 in the sink tissues, the localization of the native protein was first examined in the seed heads and stems, and so antibodies were raised against peptides derived from the C-terminus of SvSWEET4a (Supplementary Fig. S4, <30% sequence similarity within the C-terminal tail between the SvSWEETs). While this region is specific to the SvSWEET4a protein, it is highly homologous to the other SvSWEET4 proteins; therefore, it is possible that it does not distinguish between isoforms and therefore will be referred to as ‘SvSWEET4 antiserum’ (Supplementary Figs S4, S5A, B). This could not have been avoided due to high sequence similarity not only of the protein sequence but also of the CDS (>95%) (Supplementary Fig. S5E). This is also apparent in other species such as maize and sorghum which also have three isoforms (Supplementary Fig. S5). There was low sequence similarity in the epitope regions used across all other SvSWEETs.

The specificity of the antiserum for SvSWEET4 was tested using total protein extracts from Xenopus oocytes, expressing recombinant SvSWEET4a, SvSWEET13a, and SvSWEET13b, or Setaria tissue (Fig. 1; Supplementary Fig. S6). Oocyte lysates were treated with or without the reducing agents DTT and β-mercaptoethanol to test for dimerization. For recombinant protein expressed in oocytes, the monomer form at ~20 kDa was present regardless of whether reducing agents were added. There was no cross-reactivity with non-expressing, SvSWEET13a or SvSWEET13b oocyte lysate. Having established functional and SvSWEET4-specific antiserum using *in vitro* assays, SvSWEET4 antiserum was also tested on total plant protein extracts from the leaf, stem, and seed head for specificity (Fig. 1B). Purified Rubisco large subunit (RbcL) from rice (94.1% similarity to Setaria) was used as a control for cross-reactivity. SvSWEET4 was detected as a putative dimer at ~55 kDa. This is in accord with the predicted monomer size of SvSWEET4 orthologues of ~27 kDa, and dimerization of SvSWEET4 proteins is consistent with previous studies on the structural analysis of eukaryotic SWEETs (Tao *et al.*, 2015). The SvSWEET4 dimer recognized from plant tissue has the same approximate size as RbcL (~50–55 kDa) (Whitney *et al.*, 2001). Given the abundance of this protein in all green tissues, to rule out the possibility that SWEET4 antiserum was cross-reacting with RbcL, further testing was conducted. The same membrane used in Fig. 1B was probed again but using RbcL antiserum derived from peptides made to the tobacco RbcL to ensure the SvSWEET4 antiserum was not cross-reacting with Rubsico (Fig. 1C). The leaf tissue and purified rice RbcL samples gave a strong signal, as expected, when probed with the RbcL antiserum (Fig. 1C, D), but a very weak signal when probed with the SvSWEET4 antiserum (Fig. 1B). Conversely, the sink tissues comprising stem and the seed head, which showed a strong signal with SWEET4 antiserum, resulted in very weak signals when protein was probed with the RbcL antiserum (Fig. 1C). Cumulatively these results demonstrate that the SvSWEET4 antiserum is not cross-reacting with Rubisco and is specific for SvSWEET4 proteins.

**Fig. 1.**
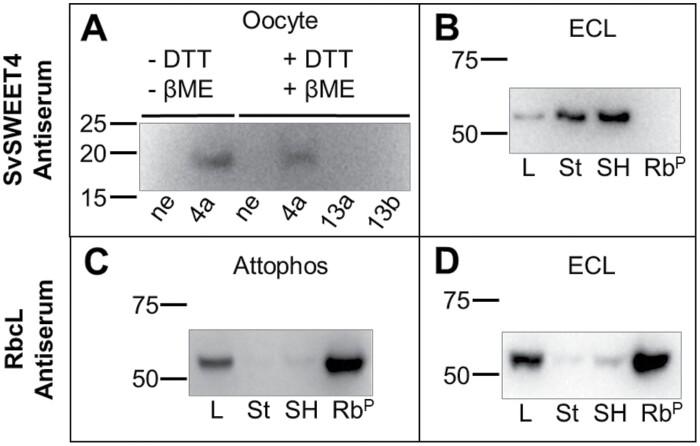
Validation of SvSWEET4 antiserum using immunoblotting. Commercially generated affinity-purified antiserum was raised against peptides derived from the SvSWEET4a protein isoform (see Supplementary Figs S4 and S5). This was tested for specificity for SvSWEET4 against total protein extracts from Xenopus oocytes expressing SvSWEET4a, SvSWEETT13a, or SvSWEET13b (A) and total plant protein extracts from Setaria (B–D). In (A) the exclusion or addition (–/+) of reducing agents dithiothreitol (DTT) and β-mercaptoethanol (βME) is indicated above the blot. The lysates from non-expressing (ne), SvSWEET13a-, and SvSWEET13b-expressing oocytes were used as negative controls. Recombinant protein was isolated and loaded from 20 Xenopus oocytes. Total plant extracts from the leaf (L), stem (St), and seed head (SH) were pooled from 12 Setaria plants harvested at 50% seed head emergence stage and 10 µg of protein was loaded. Purified Rubisco large subunit (Rb^P^) from rice was used as a control and 4 µg was loaded. (A), (B), and (D) used electrochemiluminescence (ECL) to detect the horseradish peroxidase (HRP) secondary antibody conjugate. (C) The membrane from (B) probed for the Rubisco large subunit (RbcL) using antiserum derived from tobacco RbcL peptides and the use of the AttoPhos substrate system to detect alkaline phosphatase (AP) secondary antibody conjugate. RbcL was probed for using a separate membrane in (D) using the same method as in (B). Molecular weight standards (kDa) are indicated to the left of each blot. Uncropped immunoblots are shown in Supplementary Fig. S6.

The SvSWEET4 antiserum was subsequently used for immunolocalization on longitudinal Setaria A.10 seed sections. The general structure of the seed consisted of the filial tissue containing the embryo (EM) with the scutellum (SCU) separating it from the endosperm (ES) surrounded by the maternal pericarp (PC), typical of other cereals (Fig. 2A–C) (Esau, 1977). SvSWEET4 showed specific immunolabelling; however, there was autofluorescence observed on the pericarp and pedicel (PED), also apparent in the pre-immune and secondary antibody-only-treated sections (Fig. 2B, C). The commercially available PIP aquaporin antiserum was used as an additional control (Supplementary Fig. S7F, G). No non-specific labelling was observed on the pre-immune and secondary antibody-only-treated sections (Fig. 2B, C; Supplementary Fig. S8B). SvSWEET4 was present in the vascular bundles (VBs) of the pedicel below the inner pericarp (IPC) (Fig. 2A, D, G; Supplementary Fig. S7A–E). Above the IPC, there was weak labelling of SvSWEET4 within the nucellus (NC) (Fig. 2A, E; Supplementary Fig. S7C). The placental pad (PP) structure was named in accordance with its previous identification in *Setaria lutescens*, *Briza maxima*, and *Enneapogon desvauxii*, characterized by crushed cells (Rost and Lersten, 1970; Rost, 1973; Rost *et al*., 1984, 1990) (Fig. 2A, F, I). Adjacent to this structure is what was deemed the placental vascular bundle (PVB), where immunolabelling of SvSWEET4 was also detected (Fig. 2A, E, F). Immunolabelling was observed within the highly invaginated transfer aleurone (TAL) above the PP, with some weak signal on the cuboidal aleurone (AL) cells (Fig. 2F, I). SvSWEET4 was also present in the endosperm adjacent to the scutellum (EAS) layer, which was recently named in maize kernels and found within the endosperm (Doll *et al.*, 2020) (Fig. 2A, E, H; Supplementary Fig. S8A). As characterized previously, the EAS layer contains 2–3 cell layers of the endosperm beside the scutellum. This was the only region labelled with SvSWEET4 antiserum within endosperm. There was also a weak signal present within the scutellar epithelium (SCE).

**Fig. 2.**
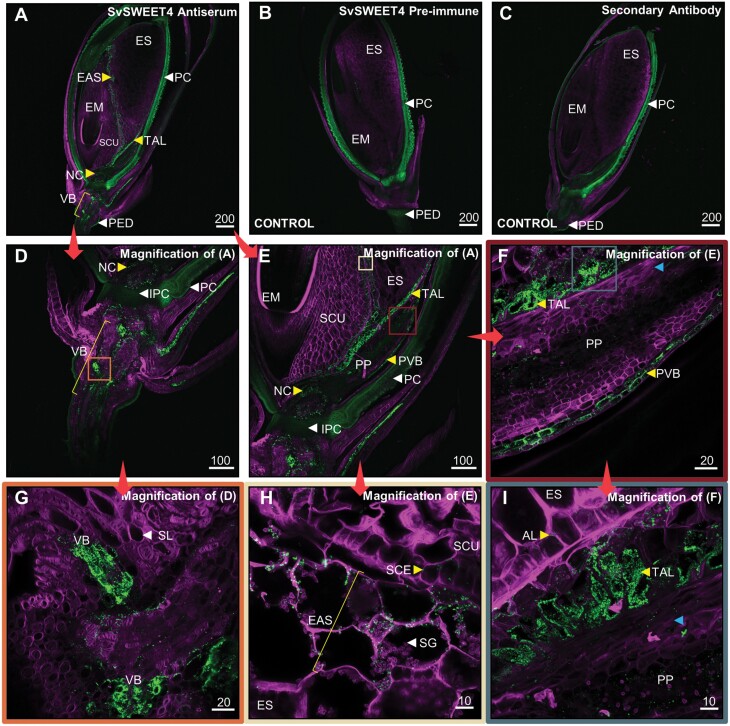
Immunolocalisation of SvSWEET4 within mature *Setaria viridis* (A.10) seed. Immunodetection of SvSWEET4a (A) is contrasted with the pre-immune serum (B) and secondary antibody-only- (C) treated seed sections. Micrographs (D–I) are magnified regions of (A). Arrows and coloured boxes indicate micrographs that are magnified. Autofluorescence of the pedicel (PED), pericarp (PC), and inner pericarp (IPC) is indicated by white arrowheads in (A–E). Immunolabelling (yellow arrowheads) is observed on the vascular bundle (VB) in (D) and (G); the transfer aleurone (TAL) and placental vascular bundle (PVB) in (E), (F), and (I); and the endosperm adjacent to scutellum (EAS) layer in (H). Some weak immunolabelling is observed in the nucellus (NC) in (D) and (E), scutellar epithelium (SCE) in (H), and aleurone (AL) cells in (I). The crushed cells of the placental pad (PP) are indicated by blue arrowheads in (F) and (I). Endosperm (ES); embryo (EM); scutellum (SCU); sclerenchyma (SL); and starch granules (SG). Micrographs are representative of multiple sections. Fluorescence signals are pseudo-coloured: green—protein of interest labelled with secondary antibodies conjugated with Alexa Fluor 488 (excitation, 493 nm; emission, 517 nm); magenta—cell walls (excitation, 254 nm; emission, 432 nm). Scale bars represent µm.

Since previous studies have alluded to the presence of SWEET4 within stems (Martin *et al.*, 2016; McGaughey *et al.*, 2016; Mizuno *et al.*, 2016; Hu *et al.*, 2018), immunolocalization was carried out in this tissue from Setaria A.10. The transverse stem section of Setaria consisted of mostly ground parenchyma tissue with VBs in the outer perimeter of the stem, consistent with the general structure of monocot stems (Fig. 3A, B) (Esau, 1977). Specific immunolabelling of SvSWEET4 was observed on the stem sections, although there was autofluorescence of the highly lignified cells of the hypodermis and VBs (Fig. 3A, B, F–H). There was no non-specific labelling with the SvSWEET4 pre-immune serum in the stem (Fig. 3F–H). The VBs showed SvSWEET4 present on the cells of the xylem parenchyma (XP) toward the centre of the VB adjacent to the proto- and metaxylem (PX, MX) (Fig. 3C–E). No labelling was present in the sieve element (SE) or companion cells (CCs) that make up the phloem.

**Fig. 3.**
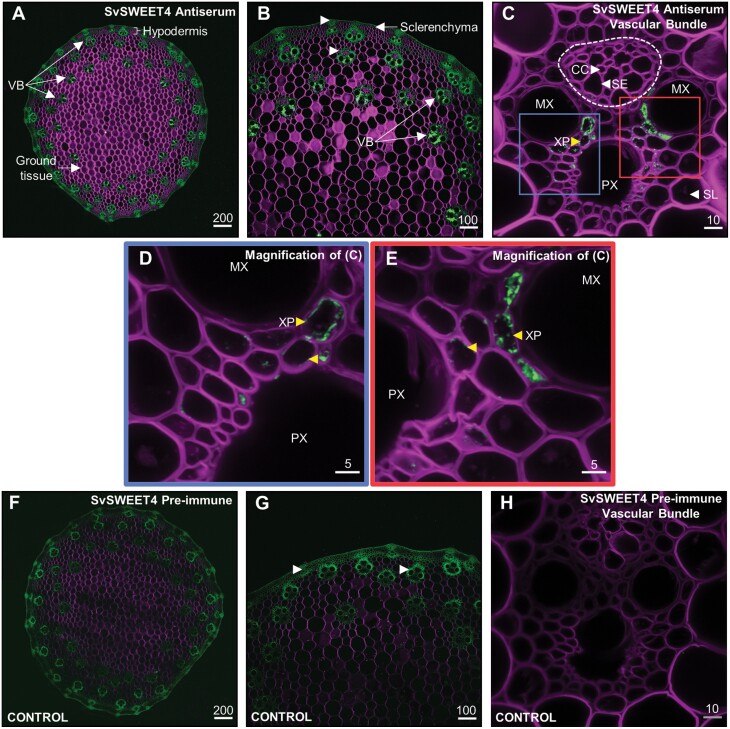
Immunlocalization of SvSWEET4 within developing *Setaria viridis* (A.10) stem. Immunodetection of SvSWEET4 (A–E) is contrasted with the pre-immune serum (F–H) in stem sections. Micrographs (D) and (E) are magnified regions of (C). Autofluorescence of some cells in the vascular bundle (VB) and highly lignified hypodermis is indicated by white arrowheads in (B) and (G). Immunolabelling (yellow arrowheads) is observed in the plasma membrane and possibly the web-like endoplasmic reticulum of xylem parenchyma (XP) adjacent to the protoxylem (PX) and metaxylem (MX) within the VB as indicated by yellow arrowheads in (C–E). The phloem is indicated by the broken line, made up of companion cells (CC) and sieve elements (SE). The sclerenchyma surrounds the VB. Micrographs are representative of multiple sections. Fluorescence signals are pseudo-coloured: green—protein of interest labelled with secondary antibodies conjugated with Alexa Fluor 488 (excitation, 493 nm; emission, 517 nm); magenta—cell walls (excitation, 254 nm; emission, 432 nm). Scale bars represent µm.

### SvSWEET4a transports glucose and sucrose in Xenopus oocytes

To examine the sugar substrates and transport kinetics of SvSWEET4a, the protein was expressed in Xenopus oocytes. Glucose and sucrose were investigated as potential substrates since they are the predominant soluble sugars generally present in plant tissues, and are reported to be important sugars in sink tissue of other cereals (Hassid, 1967; Arnold, 1968; Weber *et al.*, 1995; Weschke *et al.*, 2003; Martin *et al.*, 2016; Milne *et al*., 2017a, b, 2018). The accumulation of [^3^H]glucose and [^14^C]sucrose was only ~3% and 9%, respectively, for the negative control non-expressing oocytes relative to oocytes expressing SvSWEET4a (Fig. 4A, B). An analysis of the concentration dependence of sugar transport via SvSWEET4a yielded an apparent *K*_m_ (app *K*_m_) of ~366 mM for glucose with an apparent *V*_max_ (app *V*_max_) of ~105 nmol oocyte^–1^ h^–1^. SvSWEET4a-mediated sucrose transport yielded an app *K*_m_ of ~1.4 M, with the app *V*_max_ being ~633 nmol oocyte^–1^ h^–1^ (Fig. 4C, D). However, it must be noted that saturation of transport of both glucose and sucrose via SvSWEET4a was not reached due to physiological limitations of the oocyte system (exceeding the concentration of sugar in the extracellular solution beyond 175 mM caused excessive osmotic stress for the oocytes).

**Fig. 4.**
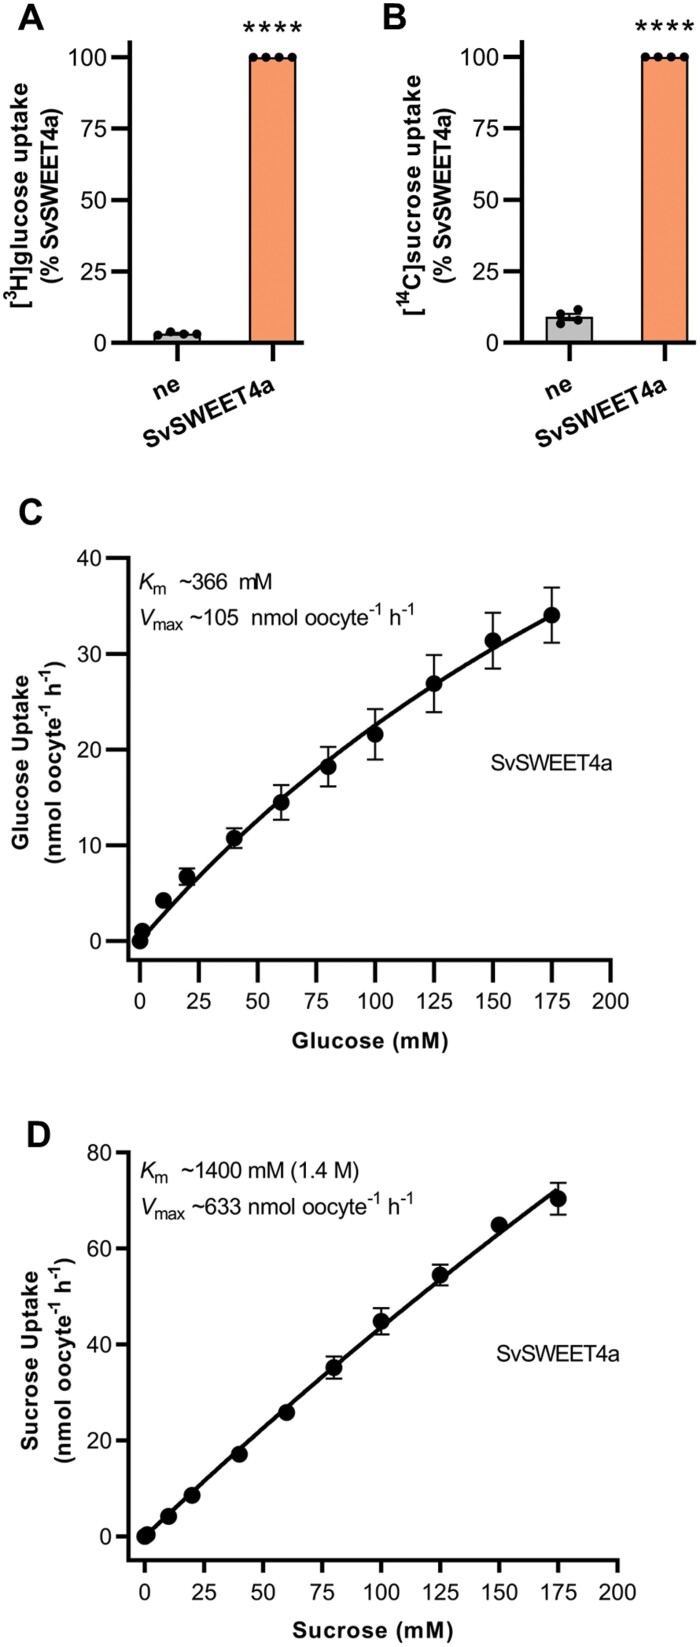
Functional characterization of SvSWEET4a using Xenopus oocytes. The SvSWEET4a-mediated transport of [^3^H]glucose (A) and [^14^C]sucrose (B). The concentration dependence of SvSWEET4a-mediated transport of [^3^H]glucose (C) and [^14^C]sucrose (D). The estimated app *K*_m_ and app *V*_max_ values of sugar transport via SvSWEET4a are indicated in (C) and (D). The data are the mean of at least three independent experiments (each yielding similar results and overlaid as individual data points in A and B) and the error is the SEM. Where not visible, the error bars fall within the symbols. The asterisks denote a significant difference from non-expressing oocytes; ****P<0.0001 (unpaired Student’s *t*-test). Non-expressing oocytes (ne) were used as a negative control.

### Changes in Setaria seed carbohydrate content during development

In the well-studied cereals rice, wheat, barley, and maize, there are defined changes in carbohydrate composition of grains during post-anthesis development as the tissue transitions from cell division and expansion to starch synthesis and grain ‘filling’ (Lim and Gifford, 1984; Krishnan and Dayanandan, 2003; Li *et al.*, 2013). The dominant sugars present in the reproductive structure will have a bearing on the nature and properties of sugar transporters required for apoplastic sugar movement, and these have been correlated with expression levels of sugar transporters in cereal crop grains (Weber *et al*., 1997a, b; Weschke *et al.*, 2003). As these processes have not been characterized in Setaria, sugar and starch content during seed development was quantified in seed heads from four developmental stages: 50% seed head emergence, anthesis, 8 DAA, and 16 DAA. Seed heads were sampled from the widely studied genetic model known as the A.10 ecotype and from the ME034V ecotype (Fig. 5; Supplementary Figs S1, S9), which is more amenable to genetic transformation (Brutnell *et al.*, 2010; Van Eck *et al.*, 2017; Thielen *et al.*, 2020). Setaria seeds and millets in general have many small seeds compared with other cereals such as sorghum, maize, and rice; therefore, harvesting single seeds from an inflorescence was impractical and data shown are from whole seed heads (Fig. 5).

**Fig. 5.**
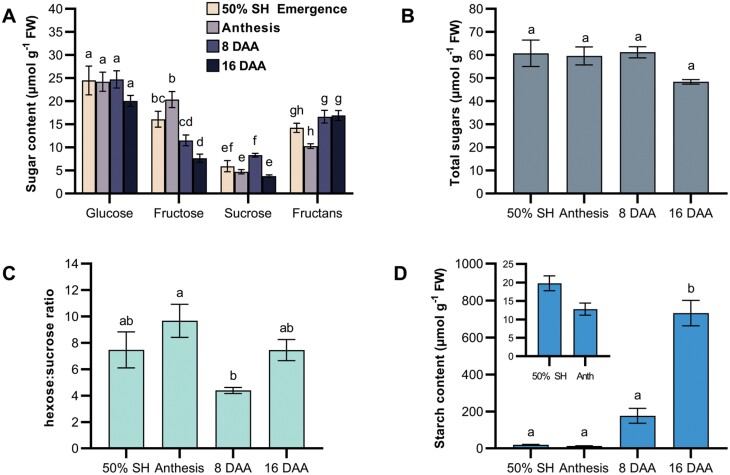
Major carbohydrates of *Setaria viridis* A.10 seed heads at different developmental stages. Plants harvested at 50% seed head emergence (50% SH), anthesis, 8 DAA, and 16 DAA for carbohydrate analysis (A–D). Soluble sugars (A), total sugars (B), hexose:sucrose ratio (C), and starch (D) are displayed. For (D) the inset shows starch values at 50% SH emergence and anthesis that are not distinguishable. Bars represent the mean of four biological replicates, where each replicate was pooled from four plants. Error bars denote SEM. Letters denote significance (adjusted *P*<0.05) between developmental stages for each carbohydrate as determined using a one-way ANOVA with Tukey’s post-hoc test for multiple comparisons.

Glucose content remained relatively unchanged (20–25 µmol g^–1^ FW) during seed head development in A.10 with no significant differences between stages (Fig. 5A). Fructose centent increased from 50% seed head emergence to anthesis, where it subsequently halved (significantly) at 8 DAA. Sucrose content fluctuated throughout development between 4 µmol g^–1^ FW and 6 µmol g^–1^ FW in the first two stages harvested and then significantly increased from anthesis to 8 DAA, later decreasing to ~3.8 µmol g^–1^ FW at 16 DAA. Fructans were also present in A.10 seed heads, increasing ~1.6-fold from anthesis to 16 DAA. Total soluble sugars did not change significantly through the course of seed development (Fig. 5B). To examine whether a shift from high hexose to high sucrose was apparent, as has been observed during grain development in other species (Cheng and Chourey, 1999; Weschke *et al.*, 2003), the hexose:sucrose ratio was examined throughout development (Fig. 5C). There was a significant decrease in the hexose:sucrose ratio between anthesis and 8 DAA; however, this increased again at 16 DAA in A.10. From 8 DAA there was a large increase in starch accumulation (~13.8-fold compared with anthesis) (Fig. 5D). Starch content further increased, significantly (~4.1-fold) between 8 and 16 DAA. Although A.10 and ME034V ecotypes mostly exhibited the same carbohydrate content measured, there were some differences in the glucose and sucrose amounts and thus the hexose:sucrose ratio (Supplementary Fig. S9).

### Transcriptional profiling of sugar transporters and enzymes during seed development in Setaria

Thus far, SvSWEET4 has been shown to probably have a role in the post-phloem pathway of sink tissues, particularly in the seed. To determine if SvSWEET4 and/or other SWEETs were temporally expressed during seed head development, poly(A)-enriched RNA-sequencing (RNAseq) was carried out (Fig. 6; Supplementary Fig. S10). 

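RNA came from whole seed heads of *S. viridis* ecotypes A.10 and ME034V, collected at 50% seed head emergence, at anthesis and at 8 and 16 DAA, so that each value is an average over every tissue of the head. Each stage of each ecotype had 4 replicates, each a pool of 4 plants, which gives 32 libraries. The authors sequenced poly(A)-enriched RNA as paired reads of 125 bp, kept reads that mapped to a single place in the genome, and counted them per gene without regard to strand. The values used here are the authors' counts for 38334 loci of the *S. viridis* v2.1 annotation and their log2 FPKM, which were normalized for each ecotype on its own. Gene length in these FPKM runs from the start to the end of a locus, introns included, so levels of genes with long introns are lower than a transcript length would give. Total counts per library ran from 4557079 to 21175874, with a median of 8178992. For tests, counts were scaled by TMM and fitted with edgeR's quasi-likelihood model over loci with CPM above 1 in at least 3 libraries, 23984 loci in A.10 and 24144 in ME034V. Stages are compared in steps, and the late stages (the mean of 8 and 16 DAA) are compared with the early stages (the mean of 50% seed head emergence and anthesis). A gene is said to rise or fall where the adjusted p (Benjamini-Hochberg over all loci tested) is under 0.05, and log2 fold changes carry an approximate standard error (SE). It is the size of the log2 fold change divided by the square root of edgeR's F statistic, and is rough for genes with few counts. Differences between ecotypes come from the counts of all 32 libraries in a joint edgeR fit.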

The expression of *SWEET* genes was compared with that of the genes that encode key proteins involved in carbohydrate metabolism during the seed filling process so that transport, metabolism, and carbohydrate content could be correlated. 

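Transcript levels in A.10 seed heads changed most widely between anthesis and 8 DAA, when 7720 genes rose and 7299 fell, 62.6% of those tested. From 50% seed head emergence to anthesis 3997 genes rose and 4278 fell, and from 8 to 16 DAA 3176 rose and 2995 fell. ME034V seed heads changed at the same steps by 2500 genes up and 1965 down, 5368 up and 5889 down, and 989 up and 630 down. The largest changes were ranked among genes with a mean of at least 10 CPM in the stages where they were higher. Every library of those stages also had to lie above every library of the stages compared with them. Between the early and late stages of A.10, among the 10 largest rises so ranked were those of *Sevir.6G123700*, on chromosome 6 from 19590969 to 19591693, with a log2 fold change of 10.29 (SE 0.80, edgeR adjusted p = 1.8e-08), and of *Sevir.7G082600*, with 9.96 (SE 0.55, edgeR adjusted p = 1.8e-11). Large falls were those of *Sevir.7G337100*, -8.37 (SE 0.32, edgeR adjusted p = 1.9e-13), and *Sevir.4G229100*, -8.33 (SE 0.36, edgeR adjusted p = 9.1e-13). In ME034V, *Sevir.2G086500* rose by 11.32 (SE 0.59, edgeR adjusted p = 5.7e-10) on the log2 scale, and *Sevir.6G046100* had a log2 fold change of -6.28 (SE 0.38, edgeR adjusted p = 1.9e-10). The files pair none of these identifiers with a gene name. Of 23096 genes tested in both ecotypes, 7060 rose in both and 6760 fell in both between early and late stages, where chance overlap would give 3275 and 2706, and 170 moved in opposite directions. Across those genes the log2 fold changes of the ecotypes had a Pearson r of 0.931 and a Spearman rho of 0.895, with genes not being independent replicates. The ME034V count for 16 vs 8 DAA, 1619 genes in all, was 828 without 8 DAA replicate 1, 1029 without 8 DAA replicate 2, 745 with the 8 libraries of both stages alone and 2668 in the joint fit over 32 libraries.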

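Genes of sugar transport and metabolism moved in both directions as A.10 seed heads matured: of the 174 that Supplementary Dataset S2 lists for A.10, 80 rose from the early to the late stages, 74 fell and 20 did not pass the test (the same counts when adjusted over the list alone). Of the 175 listed for ME034V, 81 rose, 62 fell and 32 did not pass, again with the same counts adjusted over the list alone. In A.10, 6 of 7 α-amylase genes, which encode starch-degrading enzymes, rose and none fell. The largest rise was that of *Sevir.1G337700*, with a log2 fold change of 6.59 (SE 0.37, edgeR adjusted p = 3.0e-11) at a mean of 5.02 CPM. *Sevir.5G298000*, with the highest mean CPM of the family, rose by 0.27 (SE 0.09, edgeR adjusted p = 0.015), while *Sevir.7G091600* did not pass (0.07, SE 0.05, edgeR adjusted p = 0.24). Glucosidase genes fell more often than they rose, 22 against 11 of 36, and *Sevir.5G419800*, with the smallest change, did not pass (0.04, SE 0.04, edgeR adjusted p = 0.43). Of 9 β-amylase genes 5 rose and 2 fell, with *Sevir.9G549100* at 1.59 (SE 0.13, edgeR adjusted p = 6.4e-09) and *Sevir.9G229200* at 2.08 (SE 0.56, edgeR adjusted p = 0.0026), a call lost on log2(FPKM + 1) (0.50, limma adjusted p = 0.15). Levels of the A.10 genes were highest at 50% seed head emergence for 44, at anthesis for 48, at 8 DAA for 32 and at 16 DAA for 50. As sets, 13 of the 16 families with at least 3 members moved on balance in a single direction in each ecotype by a rotation test (fry, adjusted p under 0.05). This test takes each family alone, and 77.0% of all A.10 genes tested changed between these stages. Camera asks another question, whether a family moved more than all other genes, with the correlation between its genes estimated. By camera 0 of 16 families passed in either ecotype, and the lowest in A.10 was adjusted p = 0.061, for starch branching enzymes and for ADP-glc PPase. Without adjustment 4 families passed camera in A.10 and 3 in ME034V. Below, an adjusted p with an estimated correlation is from camera.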

A comprehensive list of genes encoding enzymes and transporters in seed filling was collated to examine their expression at different stages of development in A.10 and ME034V ecotypes (Supplementary Dataset S2; Supplementary Figs S3, S10). From this, a subset of the most highly expressed genes was identified from the different gene families encoding sugar-related metabolism and transport proteins in the A.10 ecotype (Fig. 6). qPCR of *SvSWEET4a* was also carried out on leaf, stem, and seed head tissue alongside other *SWEET* genes to provide an overall view of the pattern of expression (Supplementary Fig. S11). These *SWEET* genes were chosen based on previous evidence for their expression in the leaf and/or sinks (Emms *et al.*, 2016; Martin *et al.*, 2016; L. Chen *et al.*, 2022).

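Fig. 6 shows 44 of the 174 genes, and each of the 44 ranks at the top of its family by the highest stage mean of log2 FPKM in A.10. By the mean over the 4 stages, 34 of the 44 do. The selection takes 10 of 28 aquaporins, 7 of 17 SWEETs, 5 of 36 glucosidases, 4 of 6 ADP-glc PPase genes, 3 of 15 HXTs and 2 of 19 invertases, and none of 7 α-amylases. Percentiles here and below are by mean log2 FPKM among the 23582 A.10 loci for which the authors give FPKM. Among the genes shown, the aquaporin *SvPIP1;2* stood at percentile 99.9 of these A.10 transcripts at 50% seed head emergence, with 1314 ± 51.9 CPM (SD, n = 4). The starch synthase *Sevir.4G021900* stood at percentile 17.0 at that stage, with 3.67 ± 2.69 CPM, and at 99.9 at 16 DAA, with 3894 ± 558 CPM. For *SvSWEET4c* the percentile went from 70.6 to 96.6 at 8 DAA, where it had 238 ± 13.1 CPM. From the early to the late stages, 24 of the 44 rose, 16 fell and 4 did not pass edgeR's test (the same when adjusted over the list alone). Because the genes were picked on these libraries, the tally describes the figure and is not independent evidence.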

**Fig. 6.**
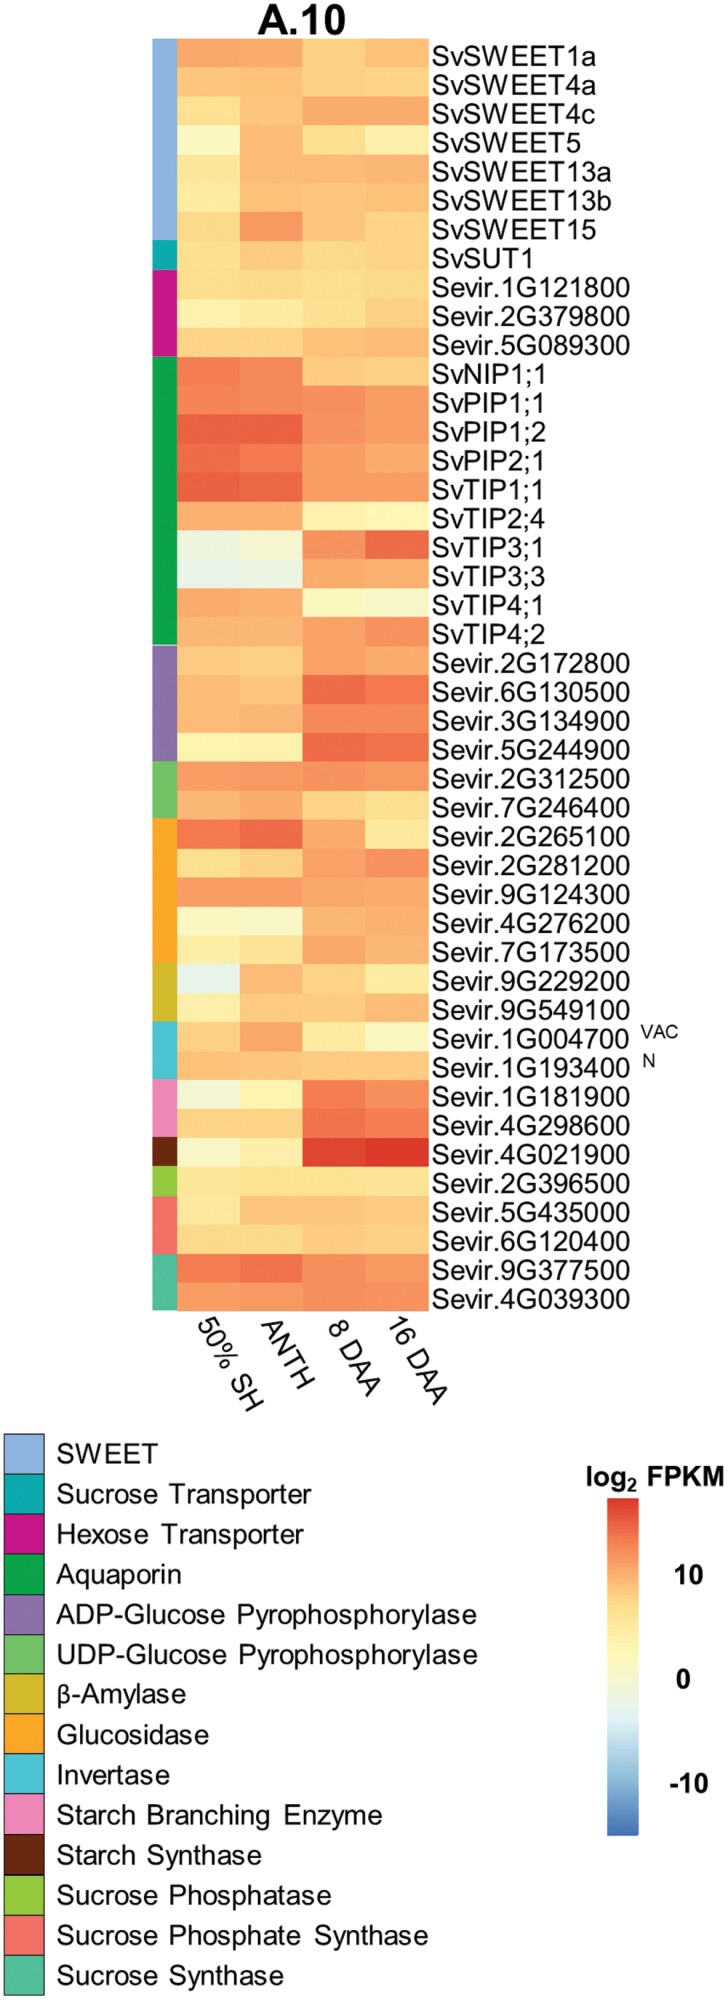
Expression of genes encoding sugar transporters and enzymes involved in sugar metabolism within *Setaria viridis* seed heads. Heatmaps displaying log_2_ FPKM values of select genes encoding proteins involved in sugar transport or metabolism in seed heads of *Setaria viridis* A.10. Whole seed heads were harvested at four stages of development: 50% seed head emergence (50% SH), anthesis (ANTH), 8 DAA, and 16 DAA. Values represent the mean from four biological replicates where each replicate is pooled from four plants. Row colours denote gene families. The different types of invertases are indicated beside their gene IDs: neutral (N), and vacuolar (VAC).

*SvSWEET1a* was expressed at higher levels during earlier stages of seed head development at 50% seed head emergence and anthesis. Conversely, *SvSWEET4c* was expressed more abundantly at 8 and 16 DAA. 

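*SvSWEET1a* (Sevir.5G408600), a member of the SWEET family of sugar transporters, lies on chromosome 5 from 42490014 to 42493865 of the v2.1 annotation. In A.10 its level was 5.85 ± 0.09 log2 FPKM (SD, n = 4) at 50% seed head emergence and 5.59 ± 0.08 at anthesis, then 4.25 ± 0.43 at 8 DAA and 4.74 ± 0.17 at 16 DAA. The fall came between anthesis and 8 DAA, with a log2 fold change of -1.29 (SE 0.15, edgeR adjusted p = 8.9e-07), and the change from the early to the late stages was -1.20 (SE 0.10, edgeR adjusted p = 9.9e-09). At 50% seed head emergence it was the highest of the 17 SWEETs, above *SvSWEET4a* by 1.26 ± 0.15 log2 FPKM (SD of the difference) in 4 of 4 libraries (exact two-sided paired sign-flip test, p = 0.125, the smallest that 4 libraries allow, so that it cannot pass 0.05). Its relative *SvSWEET1b* was lower throughout, with 0.95 ± 0.55 at 50% seed head emergence, and changed by -0.54 (SE 0.15, edgeR adjusted p = 0.004) from early to late, a call lost when counts are thinned to equal depth (-0.33, edgeR adjusted p = 0.14). From 8 to 16 DAA *SvSWEET1a* rose by 0.45 (SE 0.15, edgeR adjusted p = 0.035), a call that is lost when any of 5 single libraries is left out, A.10 8 DAA replicate 3 among them (0.34, edgeR adjusted p = 0.094).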

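*SvSWEET4c* (Sevir.1G134200), on chromosome 1 from 13250661 to 13255321, rose at each step up to 8 DAA in A.10. Its level went from 3.10 ± 0.09 log2 FPKM (SD, n = 4) at 50% seed head emergence to 4.52 ± 0.11 at anthesis, a log2 fold change of 1.42 (SE 0.11, edgeR adjusted p = 8.0e-08), and to 5.67 ± 0.08 at 8 DAA, a further 1.15 (SE 0.11, edgeR adjusted p = 5.1e-08). At 16 DAA it was 5.65 ± 0.28, with no detectable change from 8 DAA (-0.01, SE 0.10, edgeR adjusted p = 0.97). *SvSWEET4c* had the highest level of the SWEETs at both late stages, above *SvSWEET13a* by 0.65 ± 0.16 log2 FPKM at 8 DAA and 0.51 ± 0.26 at 16 DAA (SD of the difference), each in 4 of 4 libraries (exact two-sided paired test, p = 0.125, the smallest possible with 4). From the early to the late stages it rose by 1.86 (SE 0.08, edgeR adjusted p = 4.5e-13).

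**Figure D1:**
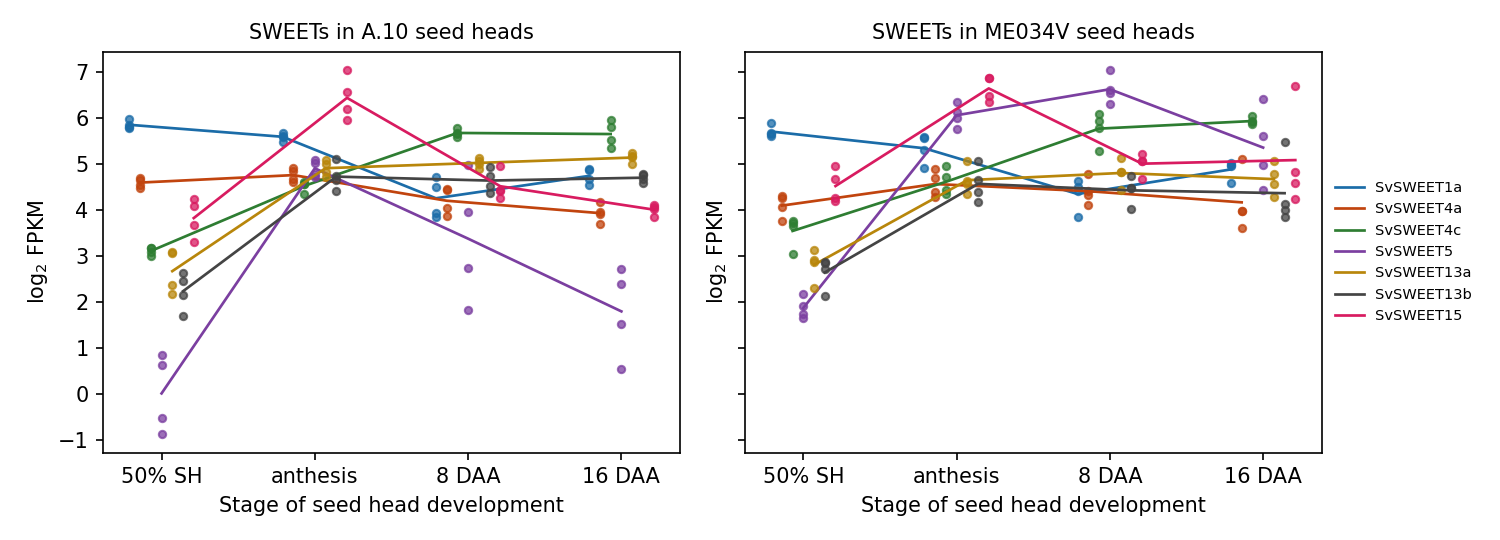
Log2 FPKM of 7 *SWEET* genes at 4 stages of seed head development in A.10 (left) and ME034V (right). Points are the 4 libraries of a stage and lines join their means, with *SvSWEET4c* in A.10 going from 3.10 at 50% seed head emergence to 5.67 at 8 DAA. FPKM were normalized separately for each ecotype.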

*SvSWEET4a*, which is homologous to *SvSWEET4c*, was generally expressed throughout seed head development. Similarly, in maize, the electronic Fluorescent Pictograph (eFP) expression atlas of *ZmSWEET4* homologues revealed similar results with relatively stable expression throughout seed development (Supplementary Fig. S12). 

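*SvSWEET4a* (Sevir.1G134500), of clade II of the SWEET family, lies on chromosome 1 from 13453004 to 13455752, 197682 bp from *SvSWEET4c* with 2 loci between them. In A.10 it was at 4.59 ± 0.10 log2 FPKM (SD, n = 4) at 50% seed head emergence, 4.76 ± 0.14 at anthesis, 4.20 ± 0.30 at 8 DAA and 3.93 ± 0.19 at 16 DAA. It fell from the early to the late stages, with a log2 fold change of -0.60 (SE 0.09, edgeR adjusted p = 7.5e-06), mostly between anthesis and 8 DAA (-0.55, SE 0.12, edgeR adjusted p = 1.0e-03). The level of *SvSWEET4a* was above that of *SvSWEET4c* by 1.49 ± 0.06 log2 FPKM at 50% seed head emergence and by 0.24 ± 0.08 at anthesis, in 4 of 4 libraries each. In CPM, which are not divided by locus length (2749 bp for *SvSWEET4a* and 4661 bp for *SvSWEET4c*, introns included), *SvSWEET4a* was the lower at anthesis, with 74.2 ± 7.29 against 107 ± 8.08. At 8 and 16 DAA the difference was -1.48 ± 0.33 and -1.72 ± 0.44, with *SvSWEET4a* lower in 4 of 4 (exact two-sided paired test, p = 0.125 at each stage, the least that 4 libraries give). Reads that match both homologues equally well were not counted, since the authors kept reads with a single mapping. In ME034V the change in *SvSWEET4a* from early to late was 0.01 (SE 0.18, edgeR adjusted p = 0.96), and the ecotypes differed in it by 0.62 (SE 0.21, edgeR adjusted p = 0.047), a call lost when any of 19 single libraries is left out, as without ME034V 16 DAA replicate 3 (0.41, edgeR adjusted p = 0.065).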

Observations of *SvSWEET4a* expression across the leaf, stem, and seed head highlighted its predominance in sinks (Supplementary Fig. S11). 

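*SvSWEET15* (Sevir.1G174400, chromosome 1 from 24616845 to 24619767) and *SvSWEET5* (Sevir.3G127400, chromosome 3 from 8464607 to 8466183) both rose from 50% seed head emergence to anthesis in A.10. The level of *SvSWEET15* went from 3.82 ± 0.42 to 6.44 ± 0.48 log2 FPKM (SD, n = 4), a log2 fold change of 2.62 (SE 0.23, edgeR adjusted p = 2.8e-07), and was 4.51 ± 0.31 at 8 DAA and 4.00 ± 0.12 at 16 DAA. It had the highest mean of the 17 SWEETs at anthesis, above *SvSWEET1a* by 0.85 ± 0.52 (SD of the difference) in 4 of 4 libraries. *SvSWEET5* went from 0.00 ± 0.85 to 4.90 ± 0.18 (4.68, SE 0.62, edgeR adjusted p = 1.6e-05), and then had 3.37 ± 1.38 at 8 DAA and 1.79 ± 0.97 at 16 DAA. At anthesis it ranked 4 of 17 by log2 FPKM, level with *SvSWEET13a* (4.91 ± 0.16), and 8 by CPM (47.2 ± 5.85), which are not divided by locus length. It differed from *SvSWEET1a* by -0.69 ± 0.13 log2 FPKM with a lower level in 4 of 4 libraries (exact two-sided paired test for both comparisons, p = 0.125, the smallest possible). From anthesis to 8 DAA *SvSWEET15* fell by 1.96 on the log2 scale (SE 0.22, edgeR adjusted p = 6.5e-07). For *SvSWEET5* this step was -1.06 (SE 0.45, edgeR adjusted p = 0.0499), and that call is lost when DESeq2 is used (-1.09, DESeq2 adjusted p = 0.13) or when A.10 50% SH replicate 1 is left out (-1.06, edgeR adjusted p = 0.058). The 4 A.10 libraries of 8 DAA were spread for *SvSWEET5*, with an SD larger than at any other stage.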

*SvSWEET5* and *SvSWEET15* were the most highly expressed of the *SWEET* gene family and were predominantly expressed during anthesis. *SvSWEET13a* and *SvSWEET13b* gene expression increased from anthesis onwards. 

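*SvSWEET13a* (Sevir.3G333000) and *SvSWEET13b* (Sevir.3G332800) lie near each other, on chromosome 3 from 38964038 to 38966552 and on chromosome 3 from 38910852 to 38913418, with 50619 bp and 1 locus between them. Both rose in A.10 between 50% seed head emergence and anthesis, *SvSWEET13a* from 2.67 ± 0.48 to 4.91 ± 0.16 log2 FPKM (SD, n = 4) and *SvSWEET13b* from 2.23 ± 0.40 to 4.72 ± 0.29. These are log2 fold changes of 2.14 (SE 0.15, edgeR adjusted p = 3.1e-08) and 2.44 (SE 0.17, edgeR adjusted p = 3.1e-08). From anthesis on *SvSWEET13a* had 5.02 ± 0.11 at 8 DAA and 5.14 ± 0.10 at 16 DAA, and neither later step passed the test, with 0.11 (SE 0.14, edgeR adjusted p = 0.5) and 0.12 (SE 0.14, edgeR adjusted p = 0.57). For *SvSWEET13b* the later levels were 4.64 ± 0.25 and 4.70 ± 0.09, with changes of -0.10 (SE 0.15, edgeR adjusted p = 0.6) and 0.05 (SE 0.15, edgeR adjusted p = 0.85). Reads shared by the pair are missing from both, as only reads with a single mapping were counted.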

*SvSUT1* transcript was present across all stages of development as were *HXT* transcripts. 

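*SvSUT1* (Sevir.9G528600, chromosome 9 from 52739469 to 52745432), a sucrose transporter, had 3.35 ± 0.20 log2 FPKM (SD, n = 4) at 50% seed head emergence in A.10, 4.34 ± 0.21 at anthesis, 3.68 ± 0.11 at 8 DAA and 3.88 ± 0.24 at 16 DAA. It rose to anthesis by 0.99 (SE 0.12, edgeR adjusted p = 1.0e-05) on the log2 scale, changed from anthesis to 8 DAA by -0.67 (SE 0.12, edgeR adjusted p = 1.4e-04), and did not differ detectably between early and late stages (-0.07, SE 0.09, edgeR adjusted p = 0.47). Of the 3 hexose transporters in Fig. 6, *Sevir.1G121800* (chromosome 1 from 10572317 to 10579709) kept between 3.62 ± 0.08 and 3.79 ± 0.07 at all stages. *Sevir.5G089300* (chromosome 5 from 7239670 to 7245544) was at 3.98 ± 0.09 at 50% seed head emergence and 5.00 ± 0.13 at 16 DAA, a rise from early to late of 0.92 (SE 0.06, edgeR adjusted p = 8.9e-11). The third, *Sevir.2G379800* (chromosome 2 from 43063401 to 43065847), went from 1.58 ± 0.60 to 4.27 ± 0.15 and rose by 1.86 (SE 0.17, edgeR adjusted p = 1.9e-08). The lowest stage total among these 4 genes was 309 counts over 4 libraries, for *Sevir.2G379800* at 50% seed head emergence.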

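Aquaporin genes of the NIP and TIP subfamilies, the latter named for the tonoplast, include steep falls in A.10 seed heads. *SvNIP1;1* (Sevir.1G025500, chromosome 1 from 2225491 to 2228268) stood at 7.35 ± 0.10 log2 FPKM (SD, n = 4) at 50% seed head emergence and 7.00 ± 0.10 at anthesis, and at 4.37 ± 0.38 and 4.28 ± 0.05 at 8 and 16 DAA. *SvTIP2;4* (Sevir.4G127600, chromosome 4 from 23337899 to 23339312) was at 5.49 ± 0.21 and 5.41 ± 0.25 in the early stages and 1.51 ± 1.00 and 0.96 ± 0.19 in the late ones. For *SvTIP4;1* (Sevir.5G007200, chromosome 5 from 548624 to 550555) the early levels were 5.64 ± 0.14 and 5.34 ± 0.23, and the late ones 0.32 ± 1.07 and -0.24 ± 0.48. From early to late stages the log2 fold changes were -2.83 (SE 0.10, edgeR adjusted p = 4.5e-14), -4.14 (SE 0.21, edgeR adjusted p = 5.6e-12) and -5.31 (SE 0.22, edgeR adjusted p = 3.8e-13). Between anthesis and 8 DAA alone the change was -2.59 (SE 0.14, edgeR adjusted p = 5.2e-11) for *SvNIP1;1* and -4.73 (SE 0.29, edgeR adjusted p = 3.9e-10) for *SvTIP4;1*. At 8 DAA the 4 libraries of *SvTIP2;4* and *SvTIP4;1* were spread more widely than at the other stages.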

Aquaporins, which are predominantly involved in the passive movement of water and other substrates (Patrick *et al.*, 2001), were highly expressed during earlier stages of Setaria seed head development (notably *SvNIP1;1*, *SvTIP2;4*, and *SvTIP4;1*). Putatively tonoplast-localized aquaporin genes *SvTIP3;1* and *SvTIP3;3* were expressed during later stages of development at 8 and 16 DAA. 

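*SvTIP3;1* (Sevir.9G207100, chromosome 9 from 14823166 to 14824535) and *SvTIP3;3* (Sevir.9G574900, chromosome 9 from 55786632 to 55788183) had few counts in the early stages. Over the 4 A.10 libraries of a stage, *SvTIP3;1* had 7 counts at 50% seed head emergence and 26 at anthesis, against 5094 at 8 DAA and 14547 at 16 DAA. Counts of *SvTIP3;3* were 4 and 9 in the early stages, then 2752 and 2748. At 8 DAA the levels were 6.65 ± 0.82 and 5.68 ± 0.15 log2 FPKM (SD, n = 4) for *SvTIP3;1* and *SvTIP3;3*, and at 16 DAA 8.15 ± 0.38 and 5.46 ± 0.23. From early to late, *SvTIP3;1* rose by 9.15 (SE 0.40, edgeR adjusted p = 1.0e-12) and *SvTIP3;3* by 8.52 (SE 0.26, edgeR adjusted p = 1.0e-14) on the log2 scale. The size of both changes rests on those few early counts. From 8 to 16 DAA *SvTIP3;1* rose by 1.37 (SE 0.30, edgeR adjusted p = 0.0034), which does not pass in DESeq2 (1.36, DESeq2 adjusted p = 0.11).

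**Figure D2:**
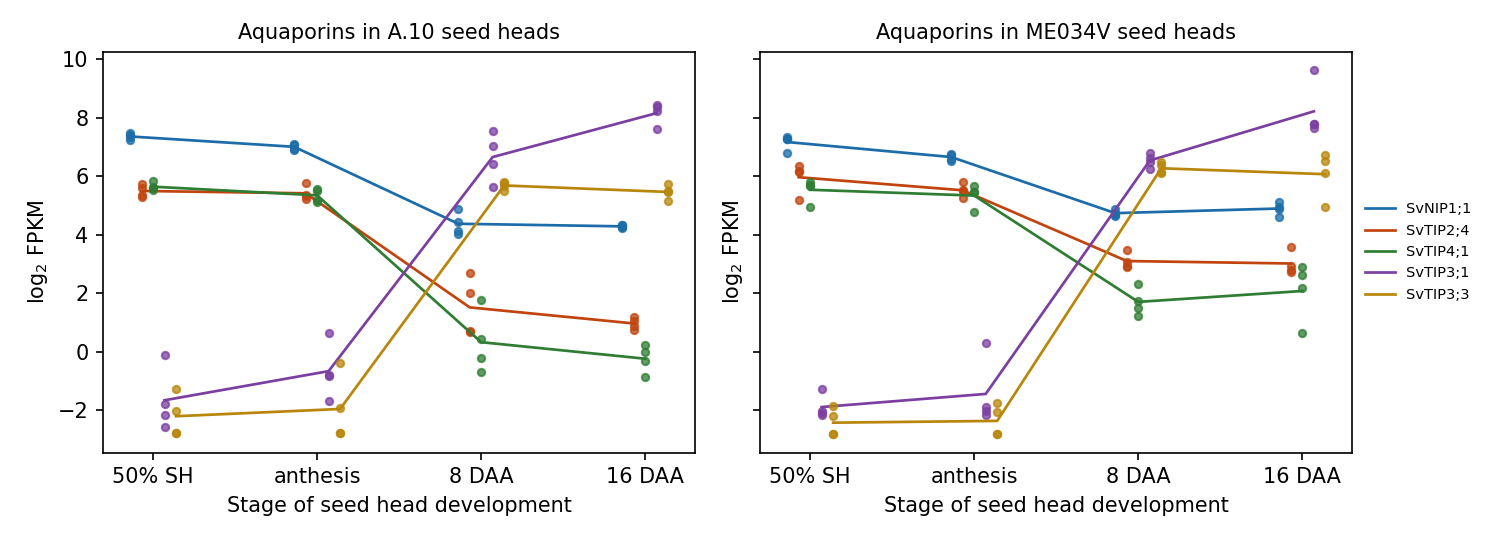
Log2 FPKM of 5 aquaporin genes at 4 stages of seed head development in A.10 (left) and ME034V (right). Points are the 4 libraries of a stage and lines join their means, which cross between anthesis and 8 DAA as *SvTIP3;1* and *SvTIP3;3* rise. FPKM were normalized separately for each ecotype.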

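*SvPIP1;2* (Sevir.1G269400, chromosome 1 from 33522898 to 33526361), an aquaporin of the plasma membrane subfamily, went from 8.57 ± 0.06 log2 FPKM (SD, n = 4) at 50% seed head emergence to 6.32 ± 0.13 at 16 DAA in A.10. *SvTIP1;1* (Sevir.9G545800, chromosome 9 from 53836151 to 53837997) went from 8.40 ± 0.20 to 6.28 ± 0.12 and *SvPIP2;1* (Sevir.2G128000, chromosome 2 from 13158643 to 13161916) from 7.99 ± 0.09 to 5.56 ± 0.08. From the early to the late stages these genes fell, with log2 fold changes of -2.05 (SE 0.08, edgeR adjusted p = 1.8e-13), -2.09 (SE 0.08, edgeR adjusted p = 2.2e-13) and -1.97 (SE 0.06, edgeR adjusted p = 2.6e-14). *SvPIP1;1* (Sevir.7G208600, chromosome 7 from 26190078 to 26192510) fell less, from 7.22 ± 0.07 to 6.14 ± 0.11 (-0.65, SE 0.06, edgeR adjusted p = 7.5e-09). Against these, *SvTIP4;2* (Sevir.3G084000, chromosome 3 from 5393312 to 5396784) rose by 1.12 (SE 0.13, edgeR adjusted p = 3.4e-07), from 5.22 ± 0.41 at 50% seed head emergence to 6.55 ± 0.21 at 16 DAA. At 16 DAA the 5 genes stood at percentiles of A.10 transcripts from 95.9 for *SvPIP2;1* to 98.3 for *SvTIP4;2*.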

All other aquaporins were expressed at high levels throughout development.

Invertases, involved in the breakdown of sucrose in sink tissues, were expressed at moderate to high levels throughout development. 

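Among the 19 invertase genes of Supplementary Dataset S2 in A.10, 3 of 8 neutral invertases rose from the early to the late stages and 5 fell, both vacuolar invertases fell, and 6 of 9 cell wall invertases rose and 1 fell. The smallest change among the neutral ones was also that of the highest gene, *Sevir.1G193400*, and the largest that of *Sevir.7G108800*, with a log2 fold change of -2.01 (SE 0.17, edgeR adjusted p = 9.3e-09). As a set the neutral invertases moved down in A.10 (fry, adjusted p = 0.012; adjusted p = 0.92 with an estimated correlation) and did not pass in ME034V (fry, adjusted p = 0.61). In A.10 the vacuolar invertase *Sevir.7G191000* (chromosome 7 from 24988229 to 24993497), at 3.09 ± 0.20 log2 FPKM (SD, n = 4) at anthesis, was at 1.22 ± 0.34 at 16 DAA and changed by -1.33 (SE 0.12, edgeR adjusted p = 1.1e-08). Counts by type were the same when adjusted over the list alone.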

Genes encoding a vacuolar invertase (*Sevir.1G004700*) were abundant at anthesis. 

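*Sevir.1G004700*, a vacuolar invertase gene on chromosome 1 from 288057 to 291620, had its highest level at anthesis in A.10, 5.91 ± 0.13 log2 FPKM (SD, n = 4). Before that, at 50% seed head emergence, it was at 4.21 ± 0.24, and afterwards at 2.33 ± 1.04 at 8 DAA and 0.09 ± 0.52 at 16 DAA. The rise to anthesis was a log2 fold change of 1.68 (SE 0.31, edgeR adjusted p = 4.6e-04), and the steps that followed were -3.27 (SE 0.34, edgeR adjusted p = 2.5e-07) and -2.59 (SE 0.44, edgeR adjusted p = 3.8e-04). Counts over the 4 libraries went from 6414 at anthesis to 144 at 16 DAA. The 4 libraries of 8 DAA lay far apart for this gene. Over the 17132 genes above a floor of mean CPM, they were also the A.10 group spread most widely along the change from 8 to 16 DAA seen in ME034V. Their range of slopes was 1.09, against at most 0.305 in the other A.10 groups.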

Neutral invertase (*Sevir.1G193400*) was expressed throughout development. 

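*Sevir.1G193400*, a neutral invertase gene on chromosome 1 from 27053067 to 27057044, stayed within a narrow range in A.10. Its levels were 4.79 ± 0.02 log2 FPKM (SD, n = 4) at 50% seed head emergence, 4.57 ± 0.06 at anthesis, 4.39 ± 0.07 at 8 DAA and 4.40 ± 0.06 at 16 DAA. The gene fell slightly from the early to the late stages, with a log2 fold change of -0.29 (SE 0.04, edgeR adjusted p = 1.8e-06). From 8 to 16 DAA it did not change detectably (0.02, SE 0.05, edgeR adjusted p = 0.86). In ME034V the change from early to late was -0.05 (SE 0.08, edgeR adjusted p = 0.62), and the difference between the ecotypes was 0.25 (SE 0.09, edgeR adjusted p = 0.061), which does not pass here and passes with DESeq2 (0.28, DESeq2 adjusted p = 0.021).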

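Sucrose synthase (SuSy) cleaves sucrose to UDP-glucose and fructose, and both SuSy genes of Fig. 6 were high at all 4 stages in A.10. *Sevir.9G377500* (chromosome 9 from 41498234 to 41504812) was at 7.46 ± 0.15 log2 FPKM (SD, n = 4) at 50% seed head emergence, 7.83 ± 0.11 at anthesis, 6.86 ± 0.34 at 8 DAA and 6.36 ± 0.10 at 16 DAA. It fell from the early to the late stages, with a log2 fold change of -1.02 (SE 0.09, edgeR adjusted p = 1.9e-08). *Sevir.4G039300* (chromosome 4 from 2931809 to 2940497) was at 6.16 ± 0.05, 6.42 ± 0.12, 6.87 ± 0.13 and 6.57 ± 0.07 at the same stages and rose by 0.43 (SE 0.06, edgeR adjusted p = 1.5e-06). At 8 DAA both genes stood at percentile 99.0 of A.10 transcripts, with 783 ± 179.8 CPM for *Sevir.9G377500* and 1018 ± 87.8 CPM for *Sevir.4G039300*.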

Expression of SuSy, one of the most common sink-localized, cytosolic sucrolytic enzymes (Weber *et al.*, 1997b), was highly expressed from 8 DAA. 

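*Sevir.2G312500*, which encodes a UDP-glc PPase and lies on chromosome 2 from 38338303 to 38343871, kept a level between 6.21 ± 0.13 and 6.59 ± 0.09 log2 FPKM (SD, n = 4) in A.10, and rose slightly from early to late (0.24, SE 0.06, edgeR adjusted p = 0.0015). The other UDP-glc PPase gene of Fig. 6, *Sevir.7G246400* (chromosome 7 from 28921541 to 28926387), went from 5.71 ± 0.10 at anthesis to 3.47 ± 0.23 at 16 DAA and fell from early to late by 1.72 on the log2 scale (SE 0.10, edgeR adjusted p = 2.6e-11). *Sevir.2G396500* (chromosome 2 from 44150125 to 44154723), for sucrose phosphatase (SPP), had levels from 2.82 ± 0.15 to 3.22 ± 0.14, with no detectable change from early to late (0.01, SE 0.06, edgeR adjusted p = 0.89). Of the sucrose phosphate synthase (SPS) genes, *Sevir.6G120400* (chromosome 6 from 17685308 to 17696189) was at 3.81 ± 0.05 at 50% seed head emergence and 4.47 ± 0.09 at 8 DAA and rose by 0.49 (SE 0.04, edgeR adjusted p = 7.0e-09). *Sevir.5G435000* (chromosome 5 from 44248029 to 44254216) rose between 50% seed head emergence and anthesis, from 2.59 ± 0.59 to 4.64 ± 0.07 (1.93, SE 0.19, edgeR adjusted p = 6.9e-07), and was at 4.40 ± 0.09 at 16 DAA.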

Genes encoding proteins involved in sucrose synthesis, UDP-glucose pyrophosphorylase (UDP-glc PPase), sucrose phosphatase (SPP), and sucrose phosphate synthase (SPS), were generally ubiquitously expressed throughout development. 

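Of 21 genes for starch synthesis in A.10, 16 rose between anthesis and 8 DAA, 11 of them by at least 2-fold, 3 fell and 2 did not pass edgeR's test. *Sevir.4G021900* (chromosome 4 from 1568433 to 1572763), for starch synthase (SS), went from 1.70 ± 1.20 log2 FPKM (SD, n = 4) at anthesis to 9.54 ± 0.32 at 8 DAA and 9.80 ± 0.21 at 16 DAA, the highest level of any gene in Fig. 6. For starch branching enzyme (SBE), *Sevir.1G181900* (chromosome 1 from 25711046 to 25720943) went from 1.23 ± 0.65 to 7.50 ± 0.32 and *Sevir.4G298600* (chromosome 4 from 39160757 to 39167130) from 4.06 ± 0.20 to 7.93 ± 0.19. Among ADP-glc PPase genes, whose product supplies the glucosyl donor of starch, *Sevir.5G244900* (chromosome 5 from 29607165 to 29612234) went from 1.44 ± 0.60 to 8.05 ± 0.25 and *Sevir.6G130500* (chromosome 6 from 21576952 to 21583578) from 4.54 ± 0.14 to 8.02 ± 0.22. Log2 fold changes from the early to the late stages were 8.84 (SE 0.41, edgeR adjusted p = 2.1e-12) for the SS gene, 7.05 (SE 0.20, edgeR adjusted p = 6.1e-15) and 3.67 (SE 0.08, edgeR adjusted p = 6.1e-16) for the SBE genes, and 6.47 (SE 0.18, edgeR adjusted p = 6.2e-15) and 3.08 (SE 0.08, edgeR adjusted p = 2.6e-15) for the ADP-glc PPase genes. *Sevir.3G134900* and *Sevir.2G172800*, also for ADP-glc PPase, rose by 1.96 (SE 0.05, edgeR adjusted p = 4.5e-15) and 1.38 (SE 0.06, edgeR adjusted p = 6.6e-13). *Sevir.6G130500* and *Sevir.2G172800* each overlap a gene on the other strand, and the counts do not tell strands apart.

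**Figure D3:**
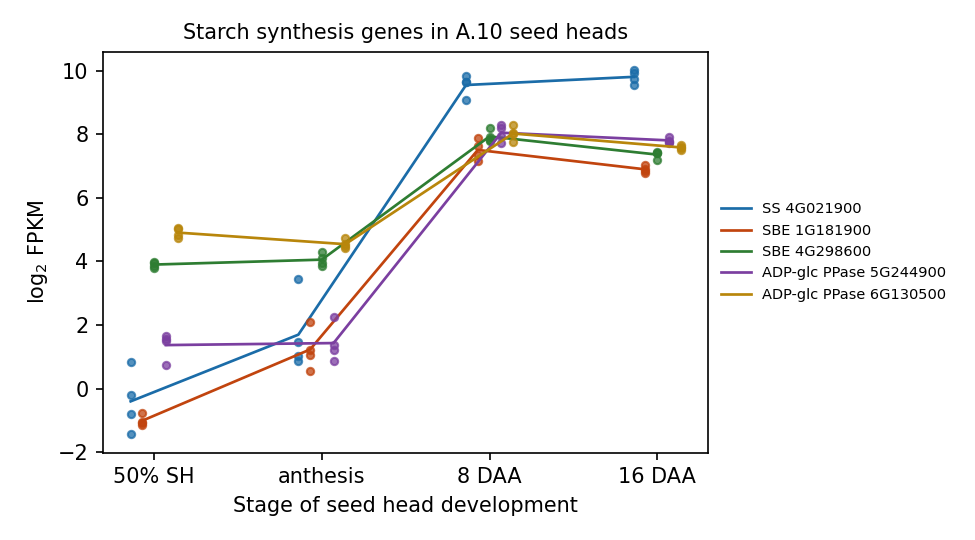
Log2 FPKM of 5 genes for starch synthase (SS), starch branching enzyme (SBE) and ADP-glucose pyrophosphorylase (ADP-glc PPase) at 4 stages of seed head development in A.10. Points are the 4 libraries of a stage and lines join their means, all of which are higher at 8 DAA than at anthesis, and *Sevir.4G021900* reaches 9.54 there.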

The most abundantly expressed genes encoded ADP-glc PPase, starch synthase (SS), and starch branching enzyme (SBE), all of which are involved in starch synthesis, and up-regulated during maturation stages from 8 DAA. Notably, genes encoding the starch degradation enzyme glucosidase was expressed at the earlier stages (*Sevir.2G265100*) or throughout development (*Sevir9G124300*).

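*Sevir.2G265100* (chromosome 2 from 34538350 to 34541193), for a glucosidase, was at 7.73 ± 0.21 log2 FPKM (SD, n = 4) at 50% seed head emergence and 8.13 ± 0.18 at anthesis in A.10, at 5.55 ± 1.16 at 8 DAA and at 2.48 ± 0.41 at 16 DAA. It fell from the early to the late stages, with a log2 fold change of -3.76 (SE 0.29, edgeR adjusted p = 2.0e-09). *Sevir.9G124300* (chromosome 9 from 7776936 to 7780918) was at 6.26 ± 0.04 and 6.31 ± 0.22 in the early stages and 5.89 ± 0.27 and 5.55 ± 0.09 in the late ones, a smaller change of -0.56 (SE 0.08, edgeR adjusted p = 7.9e-06). It overlaps the locus *Sevir.9G124200* on the same strand. The other 3 glucosidase genes of Fig. 6 rose, *Sevir.4G276200* (chromosome 4 from 37408438 to 37413474) by 5.29 (SE 0.18, edgeR adjusted p = 5.5e-14), *Sevir.7G173500* (chromosome 7 from 23845642 to 23850051) by 3.04 (SE 0.07, edgeR adjusted p = 6.1e-16) and *Sevir.2G281200* (chromosome 2 from 35947185 to 35954524) by 2.69 (SE 0.17, edgeR adjusted p = 1.0e-10). At 16 DAA these were at 5.32 ± 0.22, 5.25 ± 0.11 and 6.70 ± 0.08. For *Sevir.2G265100* the 4 libraries of 8 DAA were the most widely spread of the 4 stages.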

## Discussion

Phloem unloading and the capacity of the post-phloem transport pathway for photoassimilates are major determinants of yield in many cereal crops which are harvested for their grains and/or stems (Braun *et al.*, 2014). In many cereals, it has been established that SUT1 is integral to apoplastic phloem unloading in seeds (Weschke *et al.*, 2000; Furbank *et al.*, 2001; Aoki *et al.*, 2004). Thus far, there has been some evidence for the role of SWEETs in seed filling in maize (Sosso *et al.*, 2015) and rice (Sosso *et al.*, 2015; Ma *et al.*, 2017; Yang *et al.*, 2018; Fei *et al.*, 2021; Li *et al.*, 2022). In maize, *zmsweet4c* and *miniature1* mutants have both been shown to exhibit an impaired seed filling phenotype and lack a fully differentiated basal endosperm transfer layer (BETL), the latter of which has a gene knockout that usually encodes a cell wall invertase specific to the endosperm (Cheng *et al.*, 1996; Sosso *et al.*, 2015). Mutational analysis commonly produces developmental disruptions resulting in aberrant tissue structures, confounding the interpretation of the phenotypes observed because the lack of gene expression could have disrupted transport at any stage of development. Thus, genetic studies provide limited developmental stage-specific information on the role of SWEETs in grain development and do not provide the spatial information on the physical location of these proteins within the reproductive structures needed to support a model of sugar movement. The broad developmental expression of ZmSWEET4 orthologues (Supplementary Fig. S12) makes this issue even more important as a knockout could have a multitude of effects during development at any stage from fertilization to grain filling.

In our study, we produced a number of transgenic Setaria RNAi lines targeting SvSWEET4 but were unable to regenerate plants with a visible phenotype or with a detectable reduction in SWEET4 transcript levels (Supplementary Fig. S13). This could reflect a role for this SWEET in the regeneration and tissue culture process or species-specific functional redundancy, which has been highlighted in previous studies (Chen *et al.*, 2015; Bezrutczyk *et al.*, 2018). Nevertheless, the analysis of the CDS of the three SvSWEET4 isoforms highlighted that the high similarity between them would not enable specific regions of each to be targeted for individual gene knockdowns or knockouts (Supplementary Fig. S5E). Investigation of the functions of SWEETs has so far not been expanded outside a small subset of cultivated cereals and represents a large gap in our knowledge considering that inflorescence and seed/grain anatomy can differ drastically across C_4_ grasses unlike in the commonly studied C_4_ crops sorghum and maize (Zee and O’Brien, 1970; Rost, 1973; Rost *et al*., 1984, 1990; Evers and Millar, 2002; Wang *et al.*, 2012). Here, we expand upon those results for the C_4_ monocot *S. viridis*, likely to be pertinent to the anatomically similar grain of *S. italica* and other related millet crops (Rost and Lersten, 1970; Rost, 1973).

### SWEET4 is a high-capacity transporter and localized to the seed and stem tissues

SWEET4 homologues have been implicated in the phloem unloading and post-phloem sugar transport pathway of sink tissues where they are generally highly expressed compared with source tissues (Supplementary Fig. S11) (Sosso *et al.*, 2015; Martin *et al.*, 2016; Mizuno *et al.*, 2016; Hu *et al.*, 2018). The knockout lines *zmsweet4c* and *ossweet4* had previously been shown to have impaired seed filling (Sosso *et al.*, 2015). This work analysed the transport properties and localization of SWEET4 and suggests a role in the pathway of sugar movement in C_4_ grasses.

The antisera detected a strong band at ~20 kDa in lysate of oocytes expressing SvSWEET4 not present in non-expressing oocytes (Fig. 1). As the predicted size of the SvSWEET4 monomer is ~27 kDa, this difference in apparent molecular mass may be attributable to varying post-translational modifications in each system (Niittylä *et al.*, 2007; Q. Chen *et al.*, 2022). Notably, SvSWEET4 proteins were present as dimers in plant extracts despite using denaturing conditions (Fig. 1). It is possible that the oocyte protein translation machinery formed weaker bonds during oligomerization of SvSWEET4 than in plants, and that sample preparation of oocyte lysates is sufficient to break these bonds. Previous studies have shown that the stronger bonds formed in plant-derived oligomers appeared not to be broken by standard denaturing treatments, suggesting that a covalent linkage occurs during extraction or assembly to the membrane (L. Chen *et al.*, 2022). SWEETs are functional as a dimer to form the necessary pore size required to accommodate substrates (Xuan *et al.*, 2013).

Using immunolocalization, SvSWEET4 was detected at the maternal–filial and filial–filial cell interfaces of the Setaria seed. Previously, it has been shown that SUT1 functions during the grain filling process of rice and wheat, and is usually found at the interface between the maternal and filial cells (Bagnall *et al.*, 2000; Furbank *et al.*, 2001). Since SWEETs and SUTs are often co-expressed in the same or adjacent cells (Hu *et al.*, 2021), it is unsurprising that SvSWEET4 was also found at similar interfaces (Fig. 2). Presumably in Setaria, photoassimilates that reach the placental vascular bundle through the symplast must be exported into the apoplast, which we propose is mediated by SvSWEET4 (Fig. 2E, F). The placental pad, where the symplastic barrier between maternal and filial tissues probably occurs in Setaria, and in all species examined thus far, is then the site for the majority of sugar flux out of maternal tissues into filial tissues across the highly invaginated transfer aleurone layer (Pate and Gunning, 1972). Once photoassimilates reach the placental pad cells, they could move freely from cell to cell symplastically and subsequently into the apoplast at the filial interface. The cells within the placental pad are thought to be senescent and have been observed to contain plasmodesmatal pits, probably suggesting there are symplastic connections between these cells (Zee and O’Brien, 1971; Rost, 1973; Rost *et al.*, 1984).

Highly invaginated transfer cells, indicative of a region where a high level of nutrient flux must occur, are almost always seen in the filial tissues at the maternal–filial interface, and these are present in Setaria seeds (Fig. 2E, F, I; Supplementary Fig. S8A). SWEET4 protein abundantly decorated the membranes of these cells, suggestive of a role in high-capacity transport of glucose and/or sucrose at this interface to support the growing embryo and starchy endosperm of cereals (Rost and Lersten, 1970; Zee and O’Brien, 1971; Pate and Gunning, 1972; Maness and McBee, 1986). It was not possible to determine any ‘sidedness’ of expression which would help to determine whether SWEET4 was importing sugar into these cells down a gradient from the placental pad apoplast or facilitating transport between transfer cells and the underlying filial cell layers (Fig. 7D). In species such as wheat, barley, and rice, uptake of sucrose from the apoplast by the aleurone/modified aleurone layer is catalysed by the active transporter SUT1 during grain filling (Weschke *et al.*, 2000; Furbank *et al.*, 2001; Aoki *et al.*, 2004), suggesting that the latter option may be the case. Since SWEET4 can transport both glucose and sucrose, cell-specific sugar composition and sugar gradient measurements would be useful in delineating the mechanism of post-phloem sugar transport in this seed. Unfortunately, literature is scarce on carbohydrates measured within specific structures of the seed. Where there is a marked endosperm cavity, such as wheat, careful and laborious use of aphid stylet exudates (Fisher and Gifford, 1986) suggested that the major sugar in this tissue is sucrose and there is a 10-fold gradient from the phloem sieve tubes to the endosperm cavity. However, in the placental sac of sorghum, it was shown that hexoses would reach up to 40 g l^–1^ in different varieties of sorghum with <10 g l^–1^ of sucrose (Maness and McBee, 1986). These sugar amounts equate to sugar concentrations of ~220 mM for glucose and 30 mM for sucrose; *K*_m_ values obtained here for SWEET4 were 366 mM for glucose and 1.4 M for sucrose, considerably higher than the sugar content reported in the sorghum placental sac. Higher amounts of hexoses within the placental pad, well below the *K*_m_ of SWEET4 for glucose, and the affinity for sucrose relative to measured amount might suggest that SvSWEET4a predominantly exports hexoses at the transfer aleurone interface for it to reach the endosperm.

**Fig. 7.**
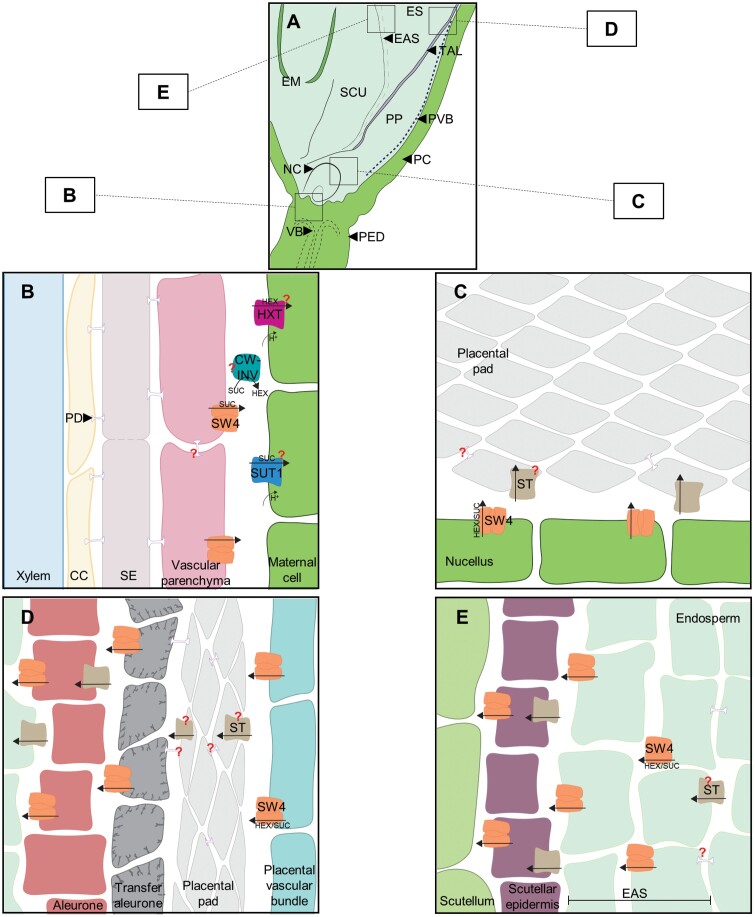
Hypothetical model for the movement of photoassimilates within the Setaria seed. A simplified longitudinal section of the mature Setaria seed (A). Symplastic phloem unloading of sucrose (SUC) via plasmodesmata (PD) from the sieve element–companion cell (SE–CC) complex can be moved into the vascular parenchyma (VP) where SvSWEET4 (SW4; orange) exports it into the apoplast within the vascular bundle (VB) (B). Once in the apoplast, cell wall invertase (CW-INV; teal) may hydrolyse SUC into hexoses (HEX) for import by hexose transporters (HXT; magenta) into other maternal cells (MCs) such as the adjacent sclerenchyma cells or nucellus (NC). Alternatively, if SUC is not broken down, it is imported by SUT1 into the MCs. Photoassimilates that reach the nucellus are exported by SvSWEET4 and could be imported by a sugar transporter (e.g. HXT, SUT, or possibly a SWEET) (ST; beige) into the placental pad (PP) (C). Sugars that have reached the placental vascular bundle (PVB) are exported by SvSWEET4 into the apoplast and possibly taken up into the adjacent PP cells by an ST (D). Sugars move either sympastically or apoplastically into the highly invaginated transfer aleurone cells (TAL), exported by SvSWEET4, and then imported into the cuboidal aleurone cells (AL) to be again exported by SvSWEET4. As sugars cross the endosperm (ES) they reach the endosperm adjacent to scutellum (EAS) layer, exported by SvSWEET4, and imported into the scutellar epithelium (SCE) lining the scutellum (SCU) and ES interface where they are exported by SvSWEET4 again (E). PD connections between filial and maternal cells are not well understood in cereal seeds. Pedicel (PED); pericarp (PC).

SvSWEET4 protein was also present at high levels in the EAS layer; tissue recently named in maize (Fig. 2A, E, H; Supplementary Fig. S8A) (Doll *et al.*, 2020). Previous transcriptional studies on maize have implicated SWEETs at the EAS layer and BETL (Sosso *et al.*, 2015; Doll *et al.*, 2020). While these studies only presented transcriptional data on SWEETs, immunodetection of SvSWEET4 protein carried out on equivalent structures in the Setaria seed confirm a role in these tissues. The presence of high-capacity SWEETs at the TAL and EAS is consistent with a physiological role in transporting large amounts of sugars into the endosperm down a concentration gradient during seed filling to support the high flux of sugars necessary for starch synthesis and embryo development (Figs 4C, D, 5). Moreover, it is interesting to note that the estimated *K*_m_ and *V*_max_ values of SvSWEET4a are much higher than previously published values (Chen *et al*., 2010, 2012; Chong *et al.*, 2014; Breia *et al.*, 2020; L. Chen *et al.*, 2022). A high transport capacity was also observed from SWEETs found in the source leaf of Setaria (L. Chen *et al.*, 2022). This might collectively indicate that SWEETs from C_4_ cereals can accommodate higher fluxes compared with C_3_ orthologues. Alternatively, SWEETs that predominate in sinks can reach high transport capacities to support growth and development, at least for SvSWEET4a (Fig. 4C, D). These results provide a foundation for further exploration of how the localization of SWEETs is linked with biochemistry. Nonetheless, given the promiscuity of some SWEETs, SvSWEET4a could equally transport sucrose down a sugar gradient generated by invertase activity. Such activity would subsequently build up a hexose gradient for ongoing transport of reduced sugars via SvSWEET4a to adjacent cells for rapid metabolic consumption (Fig. 7). This could be confirmed by immunolocalization of specific invertase isoforms to individual cell types within the seed structure at different stages of development.

### A role for SvSWEET4 in the vasculature of Setaria sinks

SvSWEET4 protein was also present in maternal tissues along the vascular transport pathway such as the terminal vascular bundles of the pedicel (Figs 2, 3). This suggests that SWEET4 participates early in the phloem unloading pathway or in the immediate steps in the post-phloem pathway (Figs 2A, D, G; 3A; Supplementary Fig. S7). These cells in the vasculature are likely to be parenchyma cells, as was observed in the stem, where localization appeared to be more specifically at the xylem parenchyma (Fig. 3C–E). Prior to the discovery of SWEETs, it was shown in the maize pedicel tissue that photoassimilates were exported from the cells into the apoplast but it was unknown how this occurred (Porter *et al.*, 1985). Solutes might move symplastically down a concentration gradient into parenchyma cells and subsequently be unloaded into the apoplast by SvSWEET4 (Fig. 7B). This would be consistent with the high *K*_m_ of SvSWEET4a for sucrose reported here, which is of the same order as the sucrose concentration present in the phloem (~1 M) (Winter *et al.*, 1992). Sugars can then be utilized for storage elsewhere or used in synthesis of structural carbohydrates, for example in sclerenchyma cells immediately adjacent to the site of unloading (Figs 2G, 3A–E; Supplementary Fig. S7A–E). Interestingly, the localization pattern of SvSWEET4 in the xylem parenchyma was atypical of localization to the plasma membrane and possibly more reminiscent of detection in the endoplasmic reticulum (ER) or Golgi body. These organelles are essential for facilitating the transfer of sugars to proteins, lipids, proteoglycans, and polysaccharides of the plant cell wall (Niemann and Werner, 2015). Consequently, SvSWEET4 could aid in this process given it was found in highly lignified tissue structures of the stem and pedicel (Figs 2, 3). In legumes, xylem parenchyma transfer cells have been observed within the stem, so there is a possibility that SvSWEET4 is located on highly invaginated transfer cells of the stem and pedicel where large fluxes of solutes must occur (Kuo *et al.*, 1980). In Arabidopsis, AtSWEET9 has previously been shown to localize to the plasma membrane, the *trans*-Golgi apparatus, and multivesicular bodies, using green fluorescent protein (GFP)–SWEET fusions (Lin *et al.*, 2014). SvSWEET4 could load vesicles with sugars for exo- or endocytosis or export sugars from the vesicles depending on the sugar gradient. In the rice leaf blade, vesicles have been observed within the xylem parenchyma cells where endocytosis might occur for xylem sap retrieval from the apoplast (Botha *et al.*, 2008). In plants it has been postulated that photoassimilate uptake can also be mediated by endocytosis and is perhaps sucrose induced, although this has not yet been shown *in planta* (Etxeberria *et al*., 2005a, b; Baroja-Fernandez *et al.*, 2006; Aoki *et al.*, 2012; van Bel, 2021). The immunodetection pattern of SvSWEET4 in the xylem parenchyma of stems might provide the first line of evidence for this within the plant.

### Carbohydrate and transcriptional changes of Setaria seed heads

Changes in the glucose:sucrose ratio are important for the development of both dicot and monocot seeds (Weschke *et al*., 2000, 2003; Tiessen and Padilla-Chacon, 2013). In many grasses, glucose is proposed to be produced in the apoplast from the action of cell wall invertase on sucrose leaving the phloem, and this glucose is then imported into the dividing cells of the endosperm by HUTs (Cheng *et al.*, 1996; Cheng and Chourey, 1999; Weschke *et al.*, 2003). After cell division is complete, SuSy is highly expressed in the endosperm tissue, and sucrose itself is transported by SUTs across the aleurone and subaleurone layers of the endosperm to fuel starch synthesis. Thus, by comparing temporal expression patterns of genes encoding enzymes in carbohydrate metabolism with those for sugar transporters, insights into the post-phloem transport process can be derived (Figs 5, 6). In the A.10 ecotype of Setaria studied here, there was no clear transition in sugar composition observed across the developmental stages examined, although there was a significant decrease in the hexose:sucrose ratio from anthesis to 8 DAA, but this increased again at 16 DAA as total soluble sugars decreased, and starch content increased (Fig. 5C, D). However, the ratio was still >1, indicating that there were still higher amounts of glucose at 8 and 16 DAA, and consequently developmental shifts were not a result of the perception of changes in sucrose level (Fig. 5B). This suggests that the developmental shift to starch accumulation post-anthesis in Setaria may not be a direct response to sugar or hormonal signals as in other reports and that a marked shift from hexose to sucrose transport across filial tissues may not occur. These results were similarly mirrored in the ME034V ecotype except there was a significant decrease in glucose from anthesis to 8 DAA. This ecotype was included in this study as focus has shifted in recent literature to this variety in genetic transformation studies (Van Eck *et al.*, 2017; Thielen *et al.*, 2020). Sampling across more stages of development and beyond 16 DAA might serve to clarify this difference as the duration of seed development may differ between ecotypes. Moreover, the sampling of whole seed heads instead of seeds (necessary given the small seed size) may dampen hexose:sucrose shifts and relative transcript abundance. 

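Of the 36 SWEET, HXT and SUT genes listed for A.10, 15 rose from the early to the late stages, 14 fell and 7 did not pass the test (the same counts when adjusted over the list alone). In the SWEET family, which moves sugars across membranes, 9 rose and 7 fell, in the hexose transporters 5 rose and 7 fell, and of the sucrose transporters *SvSUT4* alone rose (0.32, SE 0.06, edgeR adjusted p = 7.8e-05). By at least 2-fold 11 of them rose and 3 fell, and the median size of the 36 changes was a log2 fold change of 0.87. Examples are *SvSWEET11a* at 1.23 (SE 0.14, edgeR adjusted p = 2.1e-07), *SvSWEET16* at 1.05 (SE 0.09, edgeR adjusted p = 4.2e-09) and *SvSWEET2b* at -0.82 (SE 0.09, edgeR adjusted p = 1.8e-07). Of 21 genes for ADP-glc PPase, SS and SBE, 16 rose and 4 fell, 10 and 1 of them by at least 2-fold, while the SBE gene *Sevir.7G096400* did not pass (-0.03, SE 0.06, edgeR adjusted p = 0.66) and the SS gene *Sevir.7G255700* fell (-0.29, SE 0.08, edgeR adjusted p = 0.0023). As sets, the SWEETs moved up on balance in A.10 (fry, adjusted p = 3.9e-08; adjusted p = 0.3 with an estimated correlation), and the HXTs and SUTs did not pass (fry, adjusted p = 0.68 and 0.46). In ME034V the HXTs and SUTs moved up (fry, adjusted p = 0.0012 and 0.0043; 0.77 and 0.80 with an estimated correlation). ADP-glc PPase and SS genes moved up in A.10, with adjusted p = 2.5e-12 and 4.4e-11 from fry, and with an estimated correlation adjusted p = 0.061 and 0.092. Over all genes tested in A.10, 77.0% changed between the early and late stages.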

*SWEET*, *HXT*, and *SUT* genes were predominantly stable in their expression levels during seed development, despite the appearance of transcripts encoding metabolic enzymes involved in carbohydrate synthesis increasing with developmental age as expected (Figs 5, 6; Supplementary Figs S9, S10). The transcript abundance of *AQP* genes is consistent with the large flux of photoassimilates and hence water that would be required for seed filling (Figs 5, 6). 

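Of 28 aquaporin genes in A.10, 10 rose from the early to the late stages, 17 fell and 1 did not pass edgeR's test (the same counts when adjusted over the list alone). The gene that did not pass was *SvTIP1;2* (chromosome 5 from 46597046 to 46597897), with a log2 fold change of 0.05 (SE 0.20, edgeR adjusted p = 0.82). As a set, aquaporins moved down on balance in A.10 (fry, adjusted p = 1.1e-08; adjusted p = 0.3 with an estimated correlation) and did not pass in ME034V (fry, adjusted p = 0.78). In A.10, transcripts of *SvPIP1;2* made up the highest mean CPM of the family, 1195 ± 23.5 at anthesis and 276 ± 24.1 at 16 DAA (SD, n = 4). Levels of *SvTIP3;1* were 0.802 ± 0.756 CPM at anthesis and 399 ± 92.1 CPM at 16 DAA, and of *SvTIP1;1* 554 ± 42.8 and 143 ± 11.6 CPM.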

Interestingly, *SPP* and *SPS* genes encoding key proteins required for sucrose synthesis were only moderately expressed throughout development (Fig. 6). This is consistent with lower amounts of sucrose observed compared with hexoses (Fig. 5).

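In percentiles of the A.10 loci with FPKM, the SPP gene *Sevir.2G396500* lay between 65.2 and 72.7, with 32.4 ± 3.33 CPM (SD, n = 4) at 50% seed head emergence and 42.7 ± 4.39 CPM at anthesis. The SPS gene *Sevir.6G120400* lay between 82.2 and 90.1, with 242 ± 15.7 CPM at 8 DAA, and *Sevir.5G435000* between 61.0 and 91.4. Of the 3 SPP genes 2 rose from the early to the late stages and 1 did not pass edgeR's test, the largest change being that of *Sevir.3G060400* (0.97, SE 0.12, edgeR adjusted p = 1.3e-06). Of 5 SPS genes 3 rose and 2 fell, the smallest change being that of *Sevir.1G059500* (-0.15, SE 0.04, edgeR adjusted p = 0.0036) and the largest that of *Sevir.4G301100* on chromosome 4 from 39312283 to 39316648 (-3.38, SE 0.15, edgeR adjusted p = 1.1e-12). As a set, SPS genes did not move on balance in a single direction (fry, adjusted p = 0.19), and SPP genes moved up (fry, adjusted p = 2.8e-06, and adjusted p = 0.58 with an estimated correlation). Both tallies are the same when adjusted over the list alone.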

*SuSy* was constantly expressed at high levels, and a peak in expression was not evident coincident with the breakdown of sucrose within filial cells to fuel starch biosynthesis. 

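Of 4 SuSy genes in A.10, 2 rose from the early to the late stages, 1 fell and 1 did not pass edgeR's test, also when adjusted over the list alone. The largest change was that of *Sevir.9G414900* (chromosome 9 from 44480174 to 44486245), which is not in Fig. 6. It went from 0.76 ± 0.28 log2 FPKM (SD, n = 4) at 50% seed head emergence to 2.60 ± 0.08 at anthesis, 4.26 ± 0.23 at 8 DAA and 4.80 ± 0.06 at 16 DAA, a log2 fold change from early to late of 2.84 (SE 0.09, edgeR adjusted p = 1.0e-14). In CPM it reached 169.5 ± 6.44 at 16 DAA, where *Sevir.9G377500* had 540.3 ± 39.4 and *Sevir.4G039300* 828 ± 37.6. *Sevir.1G385300* was low at all stages, with 9.99 ± 0.579 CPM at 50% seed head emergence, and did not pass (-0.08, SE 0.12, edgeR adjusted p = 0.56). As a set the 4 genes moved up on balance (fry, adjusted p = 4.0e-10; adjusted p = 0.3 with an estimated correlation).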

Genes of cell wall invertase were expressed at moderate levels throughout development (Supplementary Fig. S10). 

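Of 9 cell wall invertase genes, whose products cleave sucrose in the apoplast, 6 rose from the early to the late stages in A.10, 1 fell and 2 did not pass edgeR's test, and in ME034V 7 rose and 2 fell (the same when adjusted over the list alone). *Sevir.3G029300* (chromosome 3 from 1892740 to 1895768), the highest on average in A.10, went from 2.21 ± 0.25 log2 FPKM (SD, n = 4) at 50% seed head emergence to 4.07 ± 0.05 at 16 DAA and rose by 1.46 (SE 0.08, edgeR adjusted p = 3.9e-11). *Sevir.7G099100* (chromosome 7 from 18574696 to 18577859) had 3 and 7 counts over the 4 libraries of the early stages and 1934 and 1751 in the late stages, where its level was 4.15 ± 0.13 at 8 DAA. Its neighbour *Sevir.7G099200* (chromosome 7 from 18586801 to 18590881) was at 1.70 ± 0.13 at 50% seed head emergence and 2.98 ± 0.15 at anthesis and did not pass from early to late (0.16, SE 0.09, edgeR adjusted p = 0.13), but passes without A.10 16 DAA replicate 3 (0.22, edgeR adjusted p = 0.018). Counts of *Sevir.3G029100* came almost all from 16 DAA, 808 over 4 libraries against 19 at 8 DAA and 1 at 50% seed head emergence. The set moved up on balance (fry, adjusted p = 1.6e-10 in A.10 and 1.8e-09 in ME034V; adjusted p = 0.097 and 0.061 with an estimated correlation).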

Apart from sampling effects, the stable expression of these genes could also be related to different post-translational regulation compared with cereals such as maize where these changes are more marked. Transcripts encoding a vacuolar invertase (*Sevir.1G004700*) were also detected at relatively high levels, presumably catalysing sucrose breakdown for temporary vacuolar storage (Fig. 6). This gene might also be a sucrose:(sucrose/fructan) 6-fructosyltransferase (SST or SFT), which is involved in the transferal of a fructosyl group from sucrose to various acceptors in fructan synthesis (Wagner *et al.*, 1983). 

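At anthesis *Sevir.1G004700* had 214 ± 19.9 CPM (SD, n = 4) in A.10 (percentile 97.2 of the A.10 loci with FPKM). At 50% seed head emergence it had 66.2 ± 11.0 CPM (percentile 87.0), at 8 DAA 21.7 ± 16.8 CPM (percentile 55.7) and at 16 DAA 3.76 ± 1.60 CPM (percentile 19.1). From the early to the late stages this vacuolar invertase gene fell, with a log2 fold change of -3.73 (SE 0.27, edgeR adjusted p = 7.3e-10). *Sevir.7G191000*, the other vacuolar invertase gene, had 44.9 ± 6.55 CPM at anthesis and 12.3 ± 2.91 CPM at 16 DAA.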

The nucleotide sequence similarity between invertases and SST/SFTs makes it difficult to distinguish the two. Phyre2 homology-based protein modelling (Kelley *et al.*, 2015) suggested that the Setaria sequence probably encoded an SST or SFT. This would correlate with the unexpected accumulation of fructans within the seed head at all stages sampled (Fig. 5A). The accumulation of fructans in Setaria might be physiologically relevant for maintaining a concentration gradient of sucrose between the phloem and sink tissue while minimizing the accumulation of osmotically active solutes for development and starch accumulation (Fig. 5D) (Peukert *et al.*, 2014).

Collectively, these results from Setaria are not consistent with the maize model of seed filling. SuSy activity in maize increases during seed maturation as rates of carbohydrate accumulation peak (Chourey and Nelson, 1976). This was not apparent in Setaria where *SuSy* transcripts remained relatively high and unchanged throughout development (Fig. 6). 

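Step by step in A.10, the SuSy gene *Sevir.9G377500* had a log2 fold change of 0.36 (SE 0.13, edgeR adjusted p = 0.041) from 50% seed head emergence to anthesis, -0.93 (SE 0.13, edgeR adjusted p = 9.2e-06) from anthesis to 8 DAA and -0.53 (SE 0.13, edgeR adjusted p = 0.0068) from 8 to 16 DAA. The first of these is lost when single libraries are left out, as without A.10 50% SH replicate 1 (0.36, edgeR adjusted p = 0.079). *Sevir.4G039300* changed by 0.26 (SE 0.08, edgeR adjusted p = 0.014), 0.45 (SE 0.08, edgeR adjusted p = 8.9e-05) and -0.30 (SE 0.08, edgeR adjusted p = 0.01) over the same steps, of which the earliest and the last do not pass in the joint fit over 32 libraries (0.27, edgeR adjusted p = 0.14, and -0.30, edgeR adjusted p = 0.11), nor the earliest without A.10 anthesis replicate 4 (0.22, edgeR adjusted p = 0.052). *Sevir.9G414900* rose at each step, by 1.79 (SE 0.13, edgeR adjusted p = 3.6e-08), 1.67 (SE 0.11, edgeR adjusted p = 1.1e-09) and 0.54 (SE 0.11, edgeR adjusted p = 0.0013). In CPM, *Sevir.9G377500* had 1163 ± 121 (SD, n = 4) at 50% seed head emergence and 1494 ± 115 at anthesis, and *Sevir.4G039300* 621 ± 21.3 and 746 ± 62.6.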

In maize, mutants with defective SuSy and cell wall invertase were shown to have a shrunken seed phenotype (Chourey and Nelson, 1976; Chourey, 1981; Miller and Chourey, 1992; Chourey *et al.*, 1998). Cell wall invertase has been thought to be important for mitotic cell division whilst SuSy breaks down sucrose to provide the substrates necessary for starch synthesis. In these mutational studies, the possibility that both these enzymes are important at all stages of seed development cannot be ruled out as the proteins are absent from all tissue types in the seed of these mutants from germination to desiccation and the phenotype in both cases is shrunken, unfilled seeds. In rice and barley, both C_3_ grasses, cell wall invertase is also expressed early in seed development and proposed to be important for establishing a high hexose:sucrose ratio, promoting cell division (Weber *et al.*, 1995; Weschke *et al.*, 2003). Setaria seed did not exhibit these correlations between sugar species, sucrolytic enzyme levels, and patterns of development, which might indicate that this sugar signal is not integral to the control of seed development in this plant species.

SWEETs play a role in transmembrane sugar movement within sink tissue of Setaria, specifically in the post-phloem transport of sugars in the seed. A model is proposed for their function in seeds in Fig. 7. The relatively stable hexose:sucrose ratio throughout grain development, and the unremarkable changes in developmental expression of genes encoding SWEETs, HXTs, or SUTs together suggest that the post-phloem pathway is uncharacteristic of other cereals. 

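Several transporter genes outside Fig. 6 changed strongly in A.10. *SvSWEET14a* (Sevir.8G137700, chromosome 8 from 24588148 to 24590611) had 3 and 8 counts over the 4 libraries of the early stages and 723 and 745 in the late ones, when it reached 3.10 ± 0.23 log2 FPKM (SD, n = 4) at 8 DAA. The hexose transporter *Sevir.3G015500* (chromosome 3 from 883790 to 886509) fell from 1.08 ± 0.25 at anthesis to -2.71 ± 0.61 at 8 DAA, and from early to late by 4.28 on the log2 scale (SE 0.24, edgeR adjusted p = 2.2e-11). *SvSWEET3a* (chromosome 3 from 5072849 to 5075519) rose from 0.83 ± 0.18 at 50% seed head emergence to 4.23 ± 0.42 at 16 DAA, by 3.11 (SE 0.20, edgeR adjusted p = 1.5e-10) from early to late. *SvSUT3* and *SvSUT5* did not pass, with -2.26 (SE 1.70, edgeR adjusted p = 0.24) and -0.07 (SE 0.10, edgeR adjusted p = 0.53). *SvSUT3* had 154 counts at anthesis and 0 at 16 DAA over 4 libraries, and its change passes with DESeq2 (-1.99, DESeq2 adjusted p = 0.032).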

The predominant expression of SWEET4 in sinks rather than source tissue of Setaria (see L. Chen *et al.*, 2022) supports a role for this transporter in these pathways of monocots. Localization of SvSWEET4 proteins to a range of symplastically isolated filial cells, the vasculature of the seed, and xylem parenchyma of the stem supports this hypothesis. Moreover, the demonstration that SvSWEET4a is an exceptionally high-capacity, low-affinity transporter of glucose and sucrose is consistent with the high sugar fluxes required to support accumulation of carbohydrate in seed and stem tissues of cereals. These findings presented in *S. viridis* on SWEET4 highlight the need to expand research into cereal crops beyond maize and rice to better understand the post-phloem pathway influencing sink capacity and yield.

## Supplementary data

The following supplementary data are available at *JXB* online.

Fig. S1. Developmental stages of *Setaria viridis*.

Fig. S2. Optimization of the expression and functional assay conditions for the characterization of SvSWEET4a in Xenopus oocytes.

Fig. S3. 3D multidimensional analysis of *Setaria viridis* seed head gene expression profiles.

Fig. S4. Protein alignments of SvSWEETs against SvSWEET4a epitope regions.

Fig. S5. Phylogeny and alignments of SWEET4 homologues.

Fig. S6. Uncropped image of validation of SvSWEET4 antiserum using immunoblotting.

Fig. S7. Immunolocalization of SvSWEET4 to the vascular bundles of mature *Setaria viridis* (A.10) seeds.

Fig. S8. Immunolocalization of SvSWEET4 on transverse *Setaria viridis* (A.10) seeds.

Fig. S9. Major carbohydrates of *Setaria viridis* (ME034V) seed heads at different developmental stages.

Fig. S10. Expression of genes encoding sugar transporters, aquaporins, and enzymes involved in sugar metabolism within *Setaria viridis* seed heads.

Fig. S11. Relative expression of a subset of *Setaria viridis* SWEETs using qPCR.

Fig. S12. Electronic Fluorescent Pictograph (eFP) of *ZmSWEET4* orthologues.

Fig. S13. Expression analysis of *SvSWEET4a* targeted by RNAi in T_2_*Setaria viridis* plants.

Table S1. List of primers used for qPCR of reference genes and SvSWEETs.

Dataset S1. Summary of RNAseq seed head transcriptome read coverage (related to Fig. 6).

Dataset S2. Log_2_ FPKM values (related to Fig. 6).

erad076_suppl_Supplementary_Table_S1_and_Figures

erad076_suppl_Supplementary_Datasets

## Data Availability

All codes used for analyses are available at GitHub (https://github.com/dtrain16/NGS-scripts). All sequencing data generated for this study are accessible at the NCBI’s Gene Expression Omnibus (Edgar *et al.*, 2002) through GEO Series accession number GSE131540 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131540). A summary of read coverage can be found in Supplementary Dataset S1.

## Abbreviations

DAA: days after anthesis
SUT: sucrose transporter
SWEET: Sugars Will Eventually be Exported Transporter

# Supplementary material for: The role of SWEET4 proteins in the post-phloem sugar transport pathway of Setaria viridis sink tissues
**Source:** J Exp Bot. 2023 Mar 8;74(10):2968–86. doi: 10.1093/jxb/erad076
**Supplement:** erad076_suppl_Supplementary_Table_S1_and_Figures

Supplementary Files

A.10

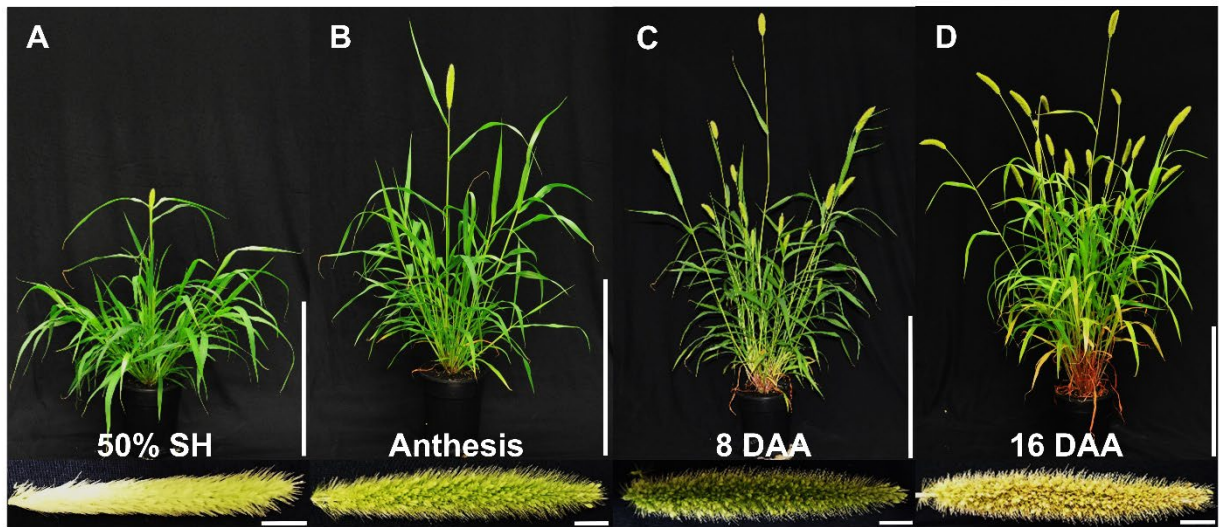

ME034V

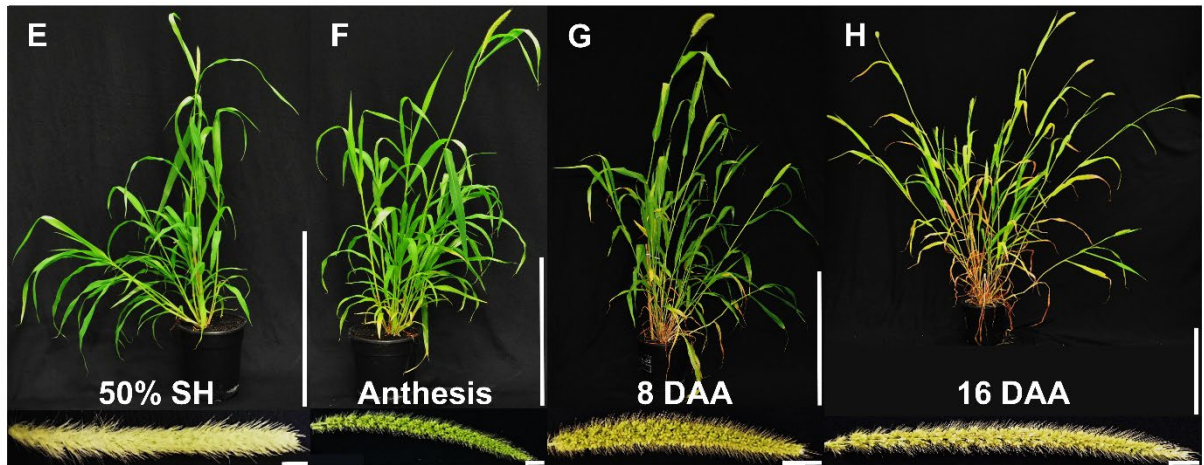

Fig. S1 Developmental stages of *Setaria viridis*.

Whole seed heads were harvested from different developmental stages of A.10 (A-D) and ME034V (E-H) ecotypes. Four stages included: 50% seed head (50% SH) emergence (A,E); anthesis (B,F); 8 days after anthesis (DAA) (C,G); and 16 DAA (D,H). Scale bars represent 30 cm for the whole plant and 1 cm for the seed head in A-H.

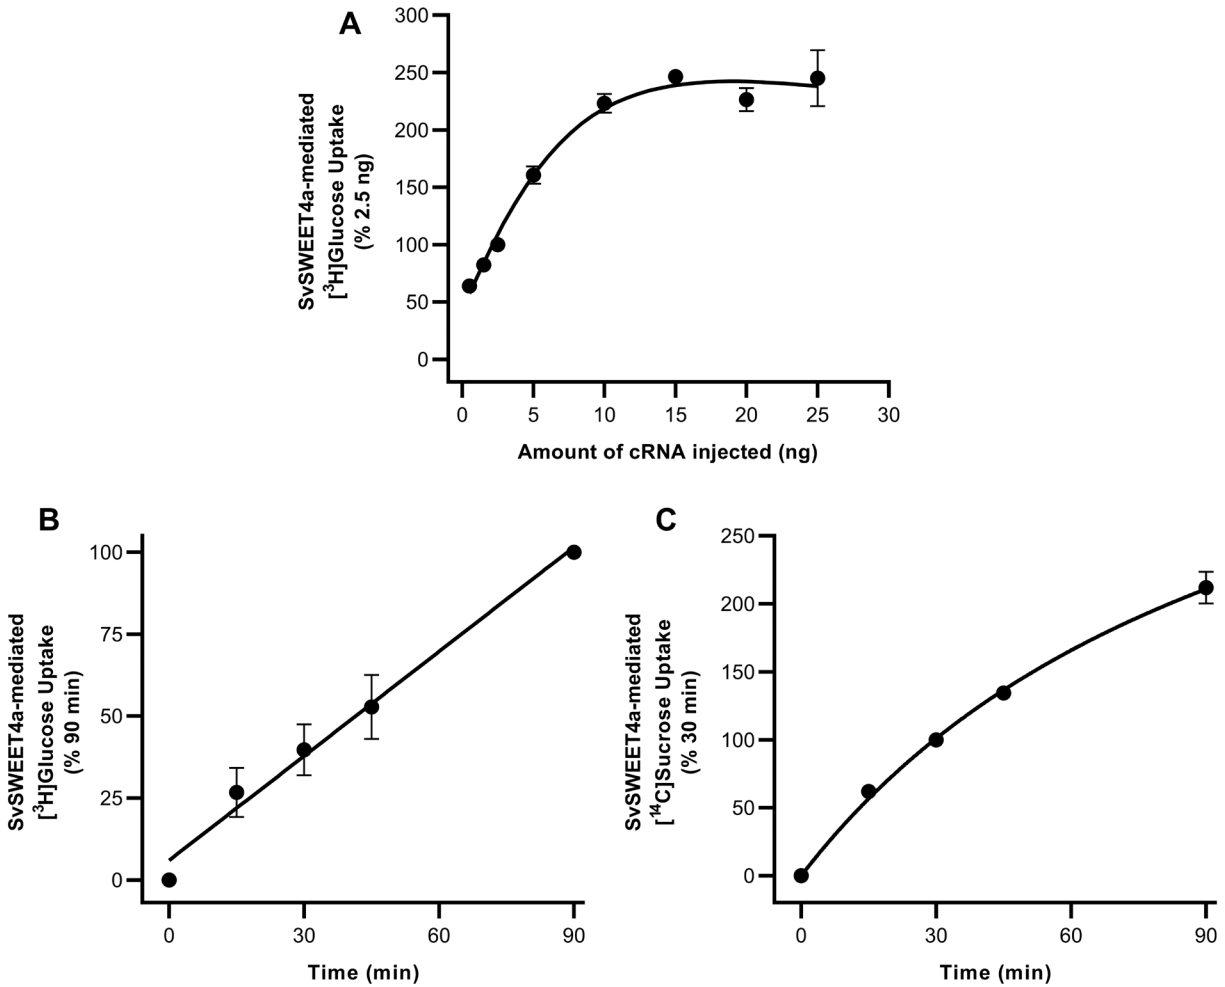

Fig. S2 Optimisation of the expression and functional assay conditions for the characterisation of SvSWEET4a in *Xenopus* oocytes.

The relationship between the quantity of SvSWEET4a cRNA microinjected into the oocyte and the level of SvSWEET-mediated sucrose transport measured indicated that 15 ng was the highest concentration of cRNA within the linear phase (A). Thus, 15 ng of cRNA was used in all subsequent experiments. The transport of [³H]glucose via SvSWEET4a (B) is approximately linear with time until 90 minutes. The transport of [¹⁴C]sucrose via SvSWEET4a (C) is approximately linear with time for at least 30 minutes. Uptake concentrations used were a total of 1 mM for glucose and sucrose,

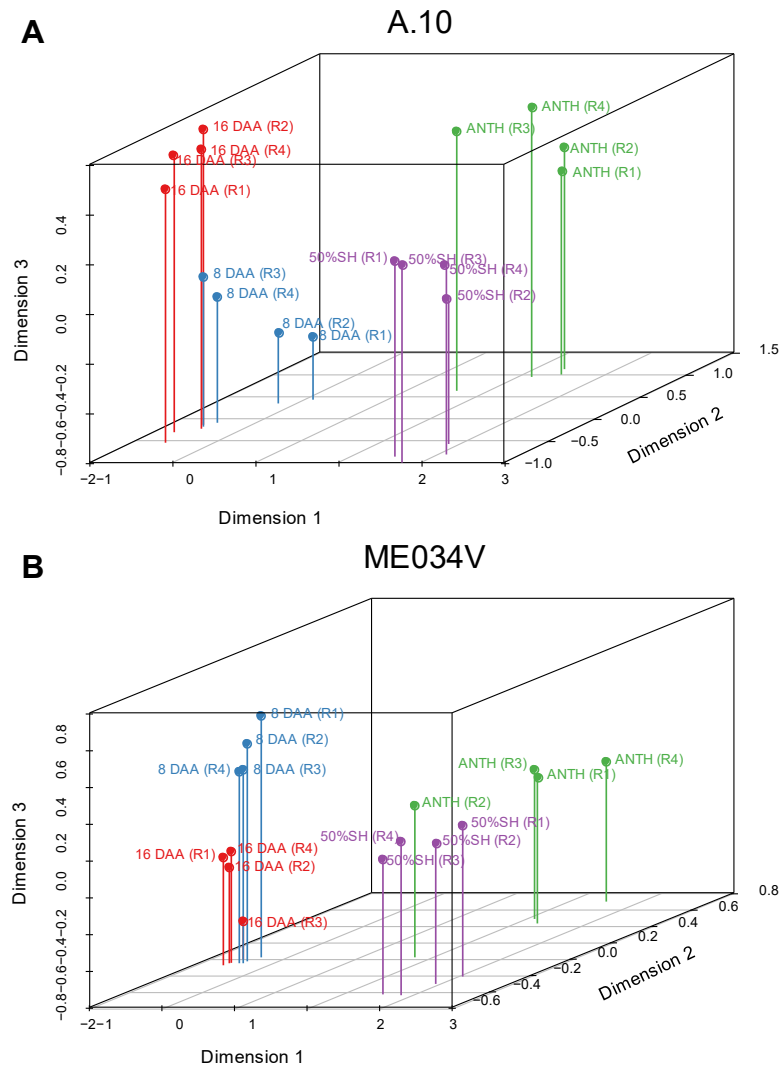

Fig. S3 3D multidimensional analysis of *Setaria viridis* seed head gene expression profiles.

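Distances between libraries were computed here as root-mean-square log2 differences over the most variable genes, a measure other than the biological coefficient of variation of the paper's plot. By this measure A.10 libraries of 8 and 16 DAA lay 2.09 apart on average and those of 50% seed head emergence and anthesis 2.79 apart. Between anthesis and 8 DAA the mean distance was 5.71, and between 50% seed head emergence and 16 DAA 7.06. For ME034V these distances were 1.76, 3.39, 5.25 and 6.98. Replicates of a stage lay 0.650 to 1.44 apart on average in A.10, with 8 DAA the most spread, and 0.666 to 1.04 in ME034V. Along this development the starch synthase gene *Sevir.4G021900* rose and the aquaporin gene *SvTIP4;1* fell in both ecotypes.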

Multidimensional scaling plots of samples harvested at 50% seed head emergence (50% SH; purple), anthesis (ANTH; green), 8 days after anthesis (DAA; blue) and 16 DAA (red) from ecotypes A.10 (A) and ME034V (B). Plot represents the distance between gene expression profiles, based on the biological coefficient of variation calculated on the 500 genes with largest biological variation.

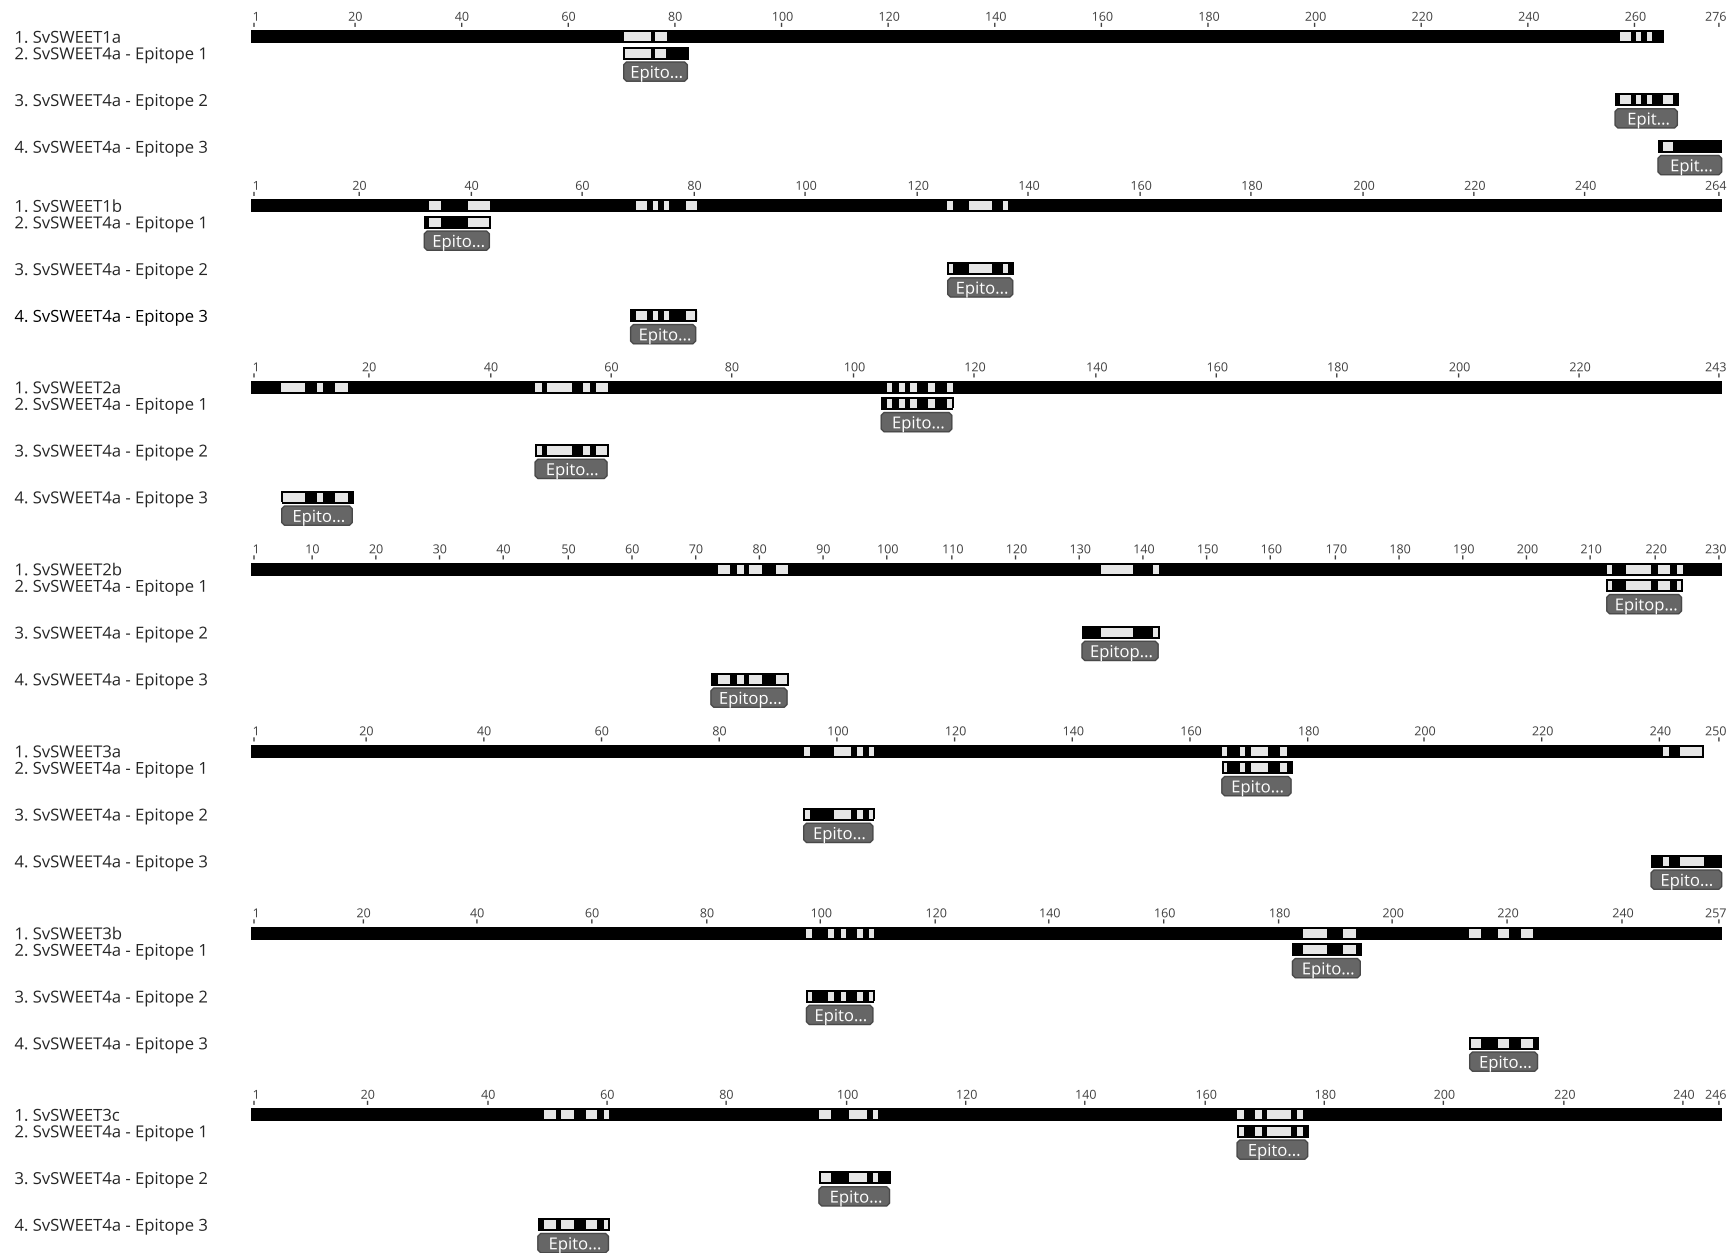

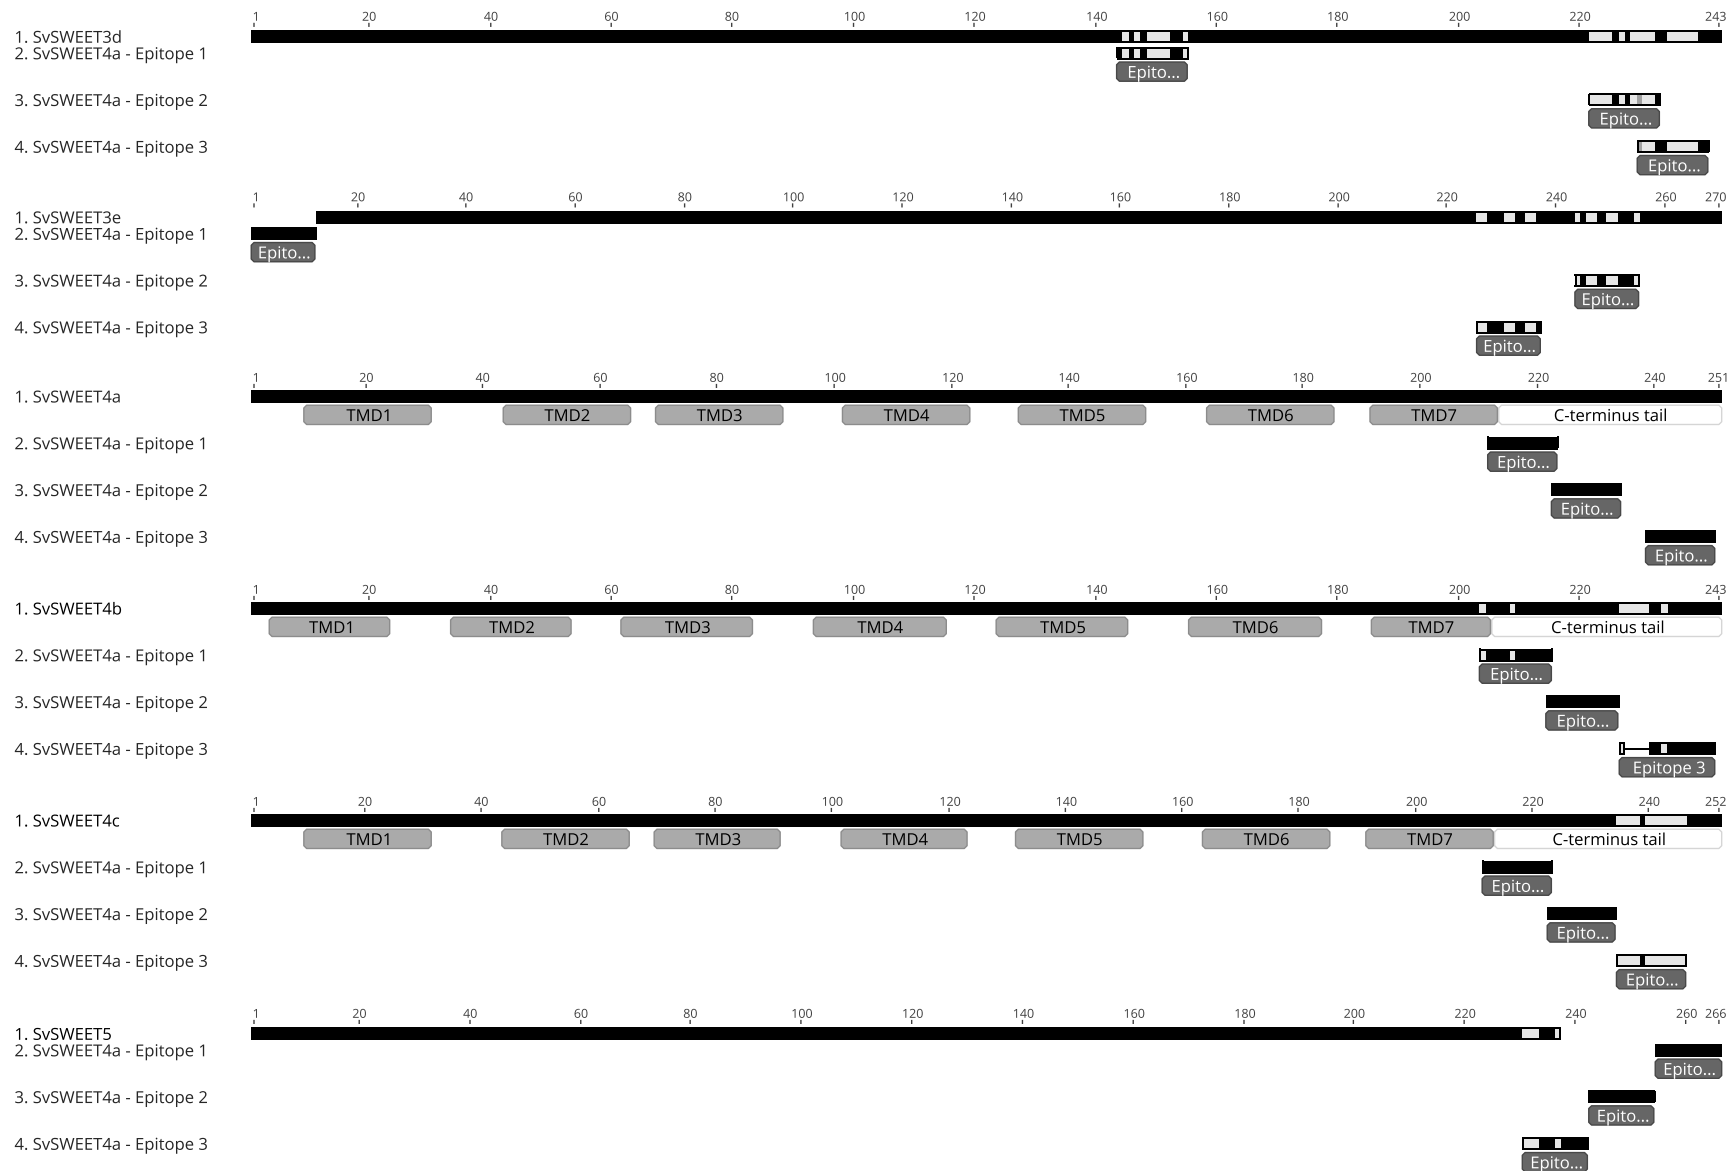

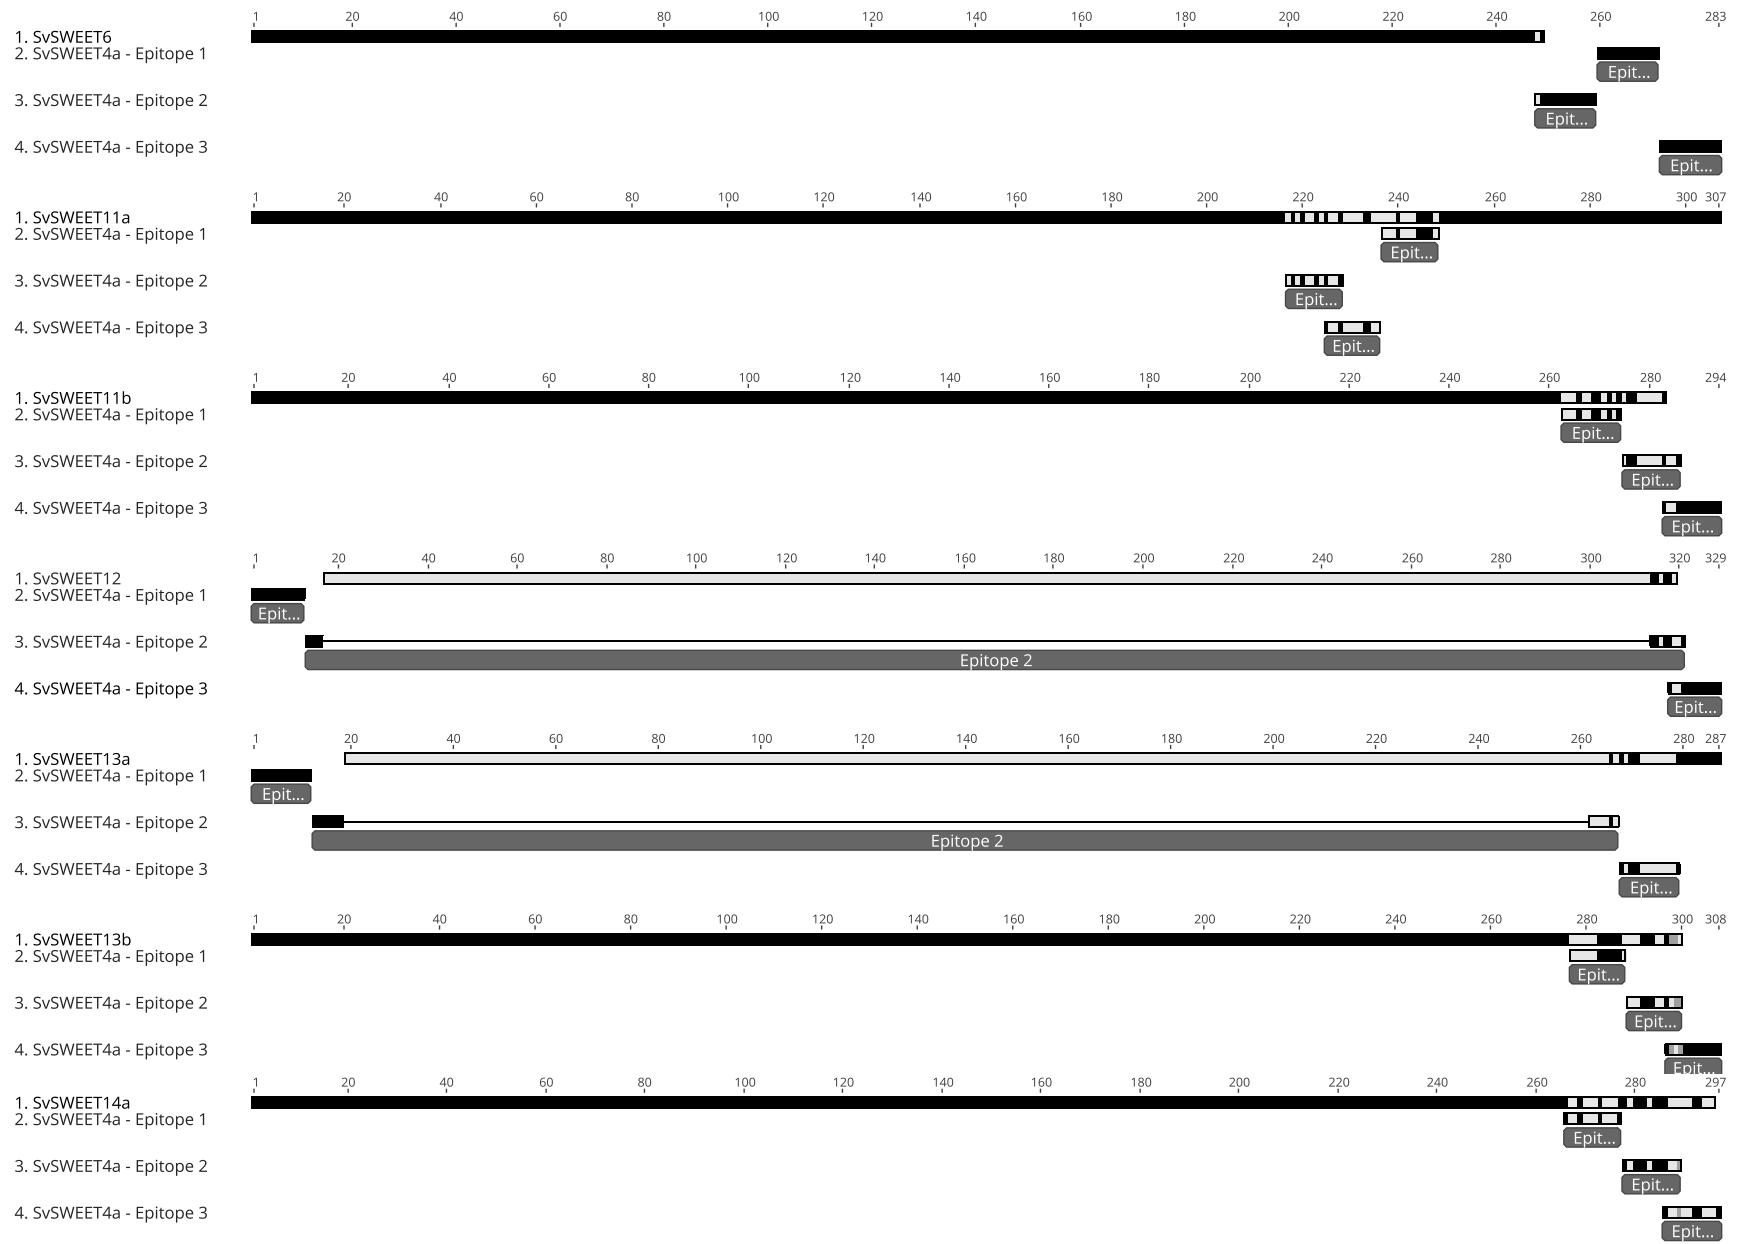

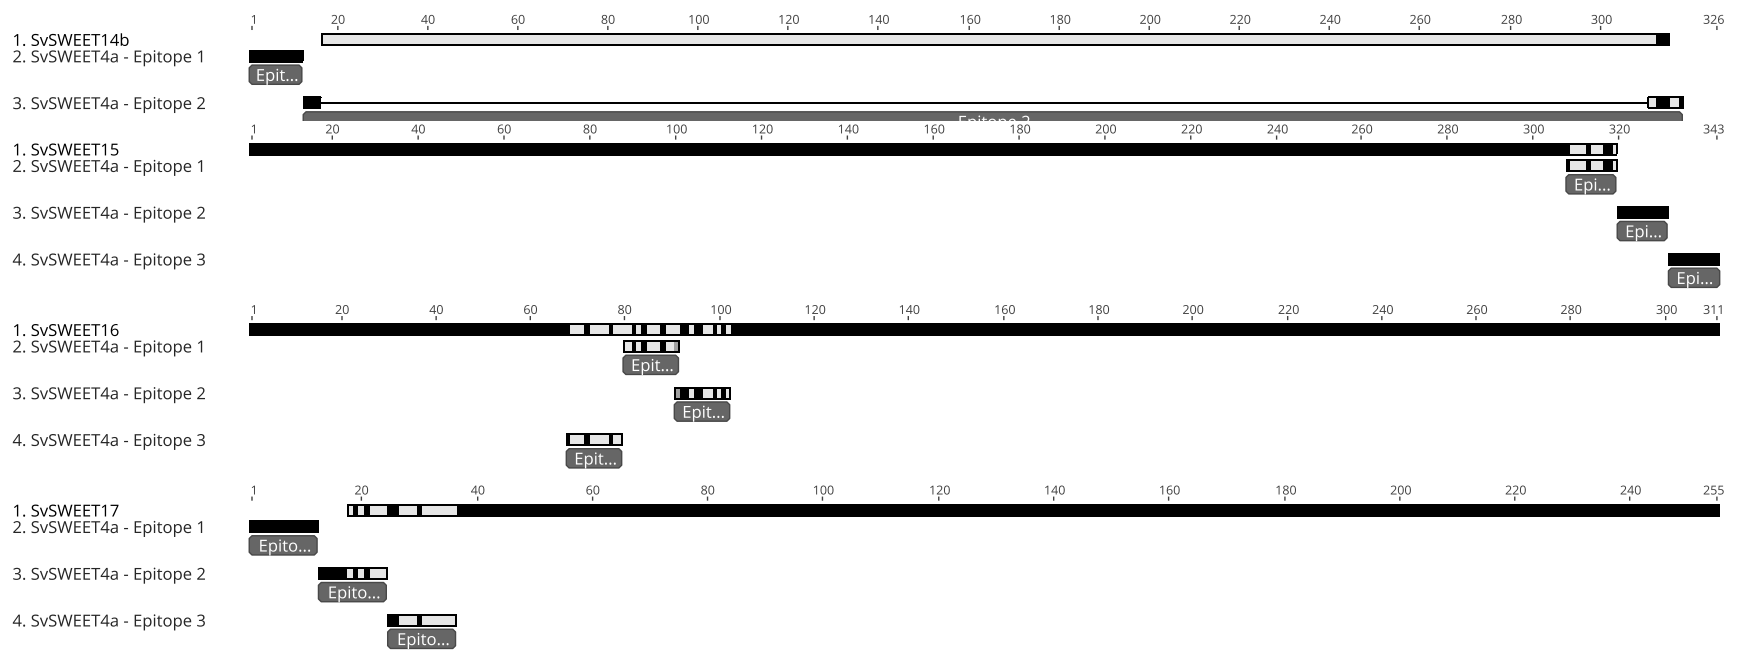

Fig. S4 Protein alignments of SvSWEETs against SvSWEET4a epitope regions.

Three epitope regions were chosen for optimal antigenicity within the C-terminus tail of SvSWEET4a. These regions were aligned with other SWEETs from *Setaria viridis*.

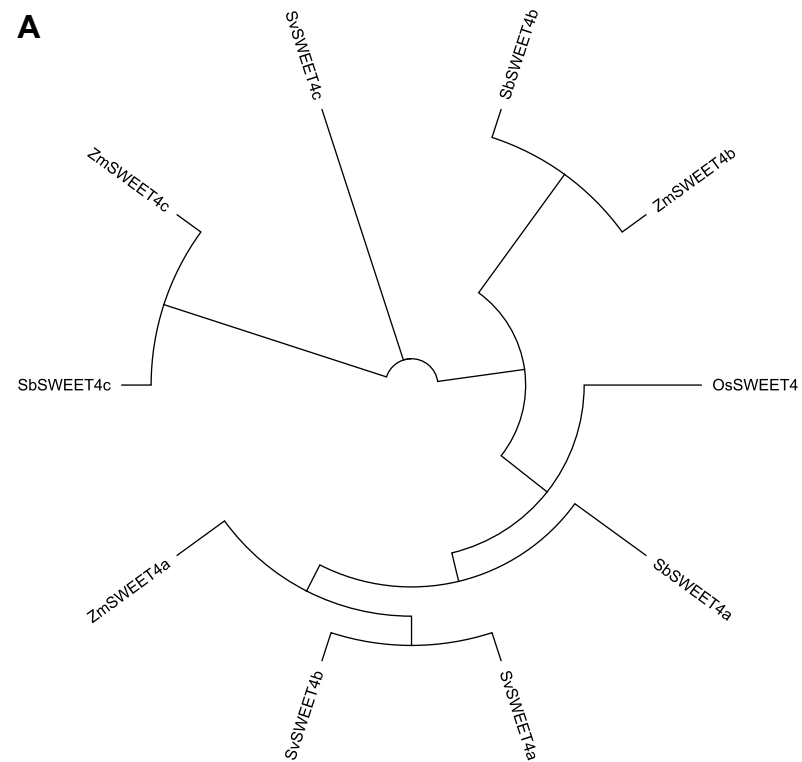

B

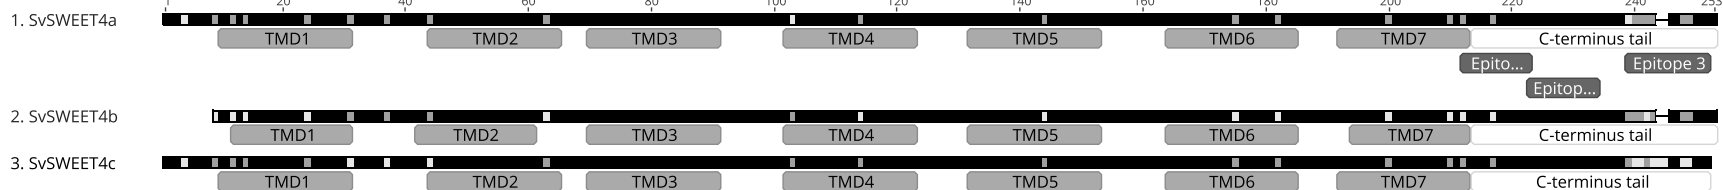

C

D

E

1. SvSWEET4a
2. SvSWEET4b
3. SvSWEET4c

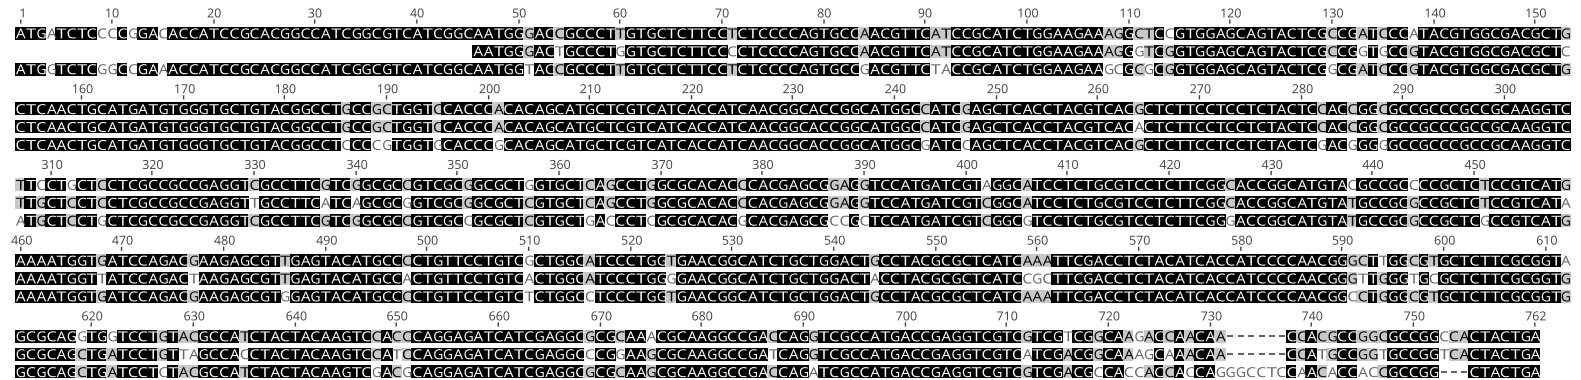

Fig. S5 Phylogeny and alignments of SWEET4 homologues.

Phylogenetic tree of SWEET4 homologues from *Setaria viridis*, *Sorghum bicolor*, *Zea mays* and *Oryza sativa* (A). Protein alignments of SWEET4a-c in *S. viridis* (B), *S. bicolor* (C) and *Z. mays* (D). CDS alignment of SvSWEET4a-c (E). Black denotes 100% sequence similarity.

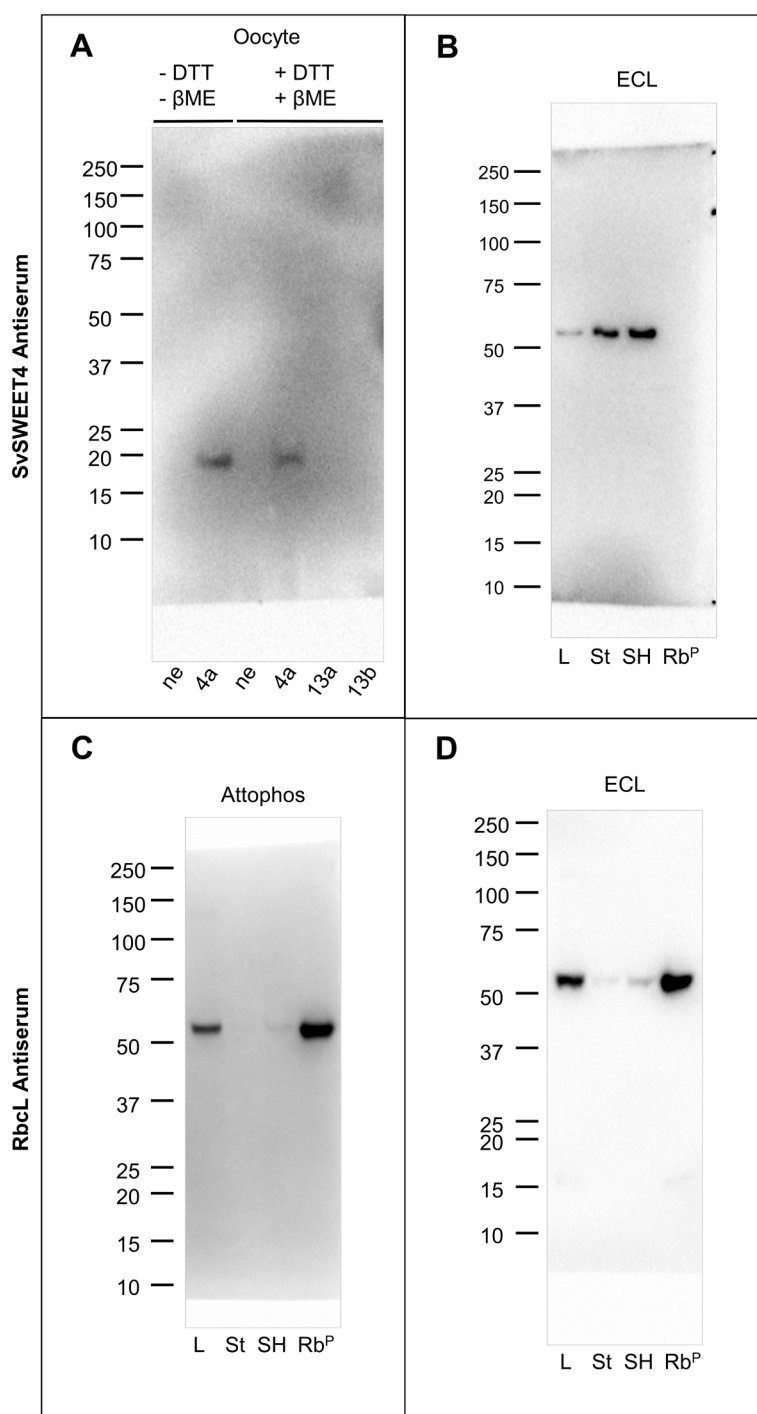

Fig. S6 Uncropped image of validation of SvSWEET4 antiserum using immunoblotting.

Commercially generated affinity-purified antiserum was raised against peptides derived from the SvSWEET4a protein isoform (see Figure S4). This was tested for specificity to SvSWEET4 against total protein extracts from *Xenopus* oocytes expressing SvSWEET4a, SvSWEET13a or SvSWEET13b (A) and total plant protein extracts from

Setaria (B-D). In A the exclusion or addition (-/+) of reducing agents dithiothreitol (DTT) and β -mercaptoethanol (β ME) is indicated above the blot. The lysates from non-expressing (ne), SvSWEET13a- and SvSWEET13b-expressing oocytes were used as negative controls. Recombinant protein was isolated and loaded from 20 *Xenopus* oocytes. Total plant extracts from the leaf (L); stem (St); and seed head (SH) were pooled from 12 *Setaria* plants harvested at 50% seed head emergence stage and 10 μ g of protein was loaded. Purified Rubisco large subunit (Rb^P) from rice was used as a control and 4 μ g was loaded. A, B and D used electrochemiluminescence (ECL) to detect the horseradish peroxidase (HRP) secondary antibody conjugate. C shows the membrane from B probed for the Rubisco large subunit (RbcL) using antiserum derived from tobacco RbcL peptides and the use of the AttoPhos substrate system to detect alkaline phosphatase (AP) secondary antibody conjugate. RbcL was probed for using a separate membrane in D using the same method as B. Molecular weight standards (kDa) are indicated to the left of each blot.

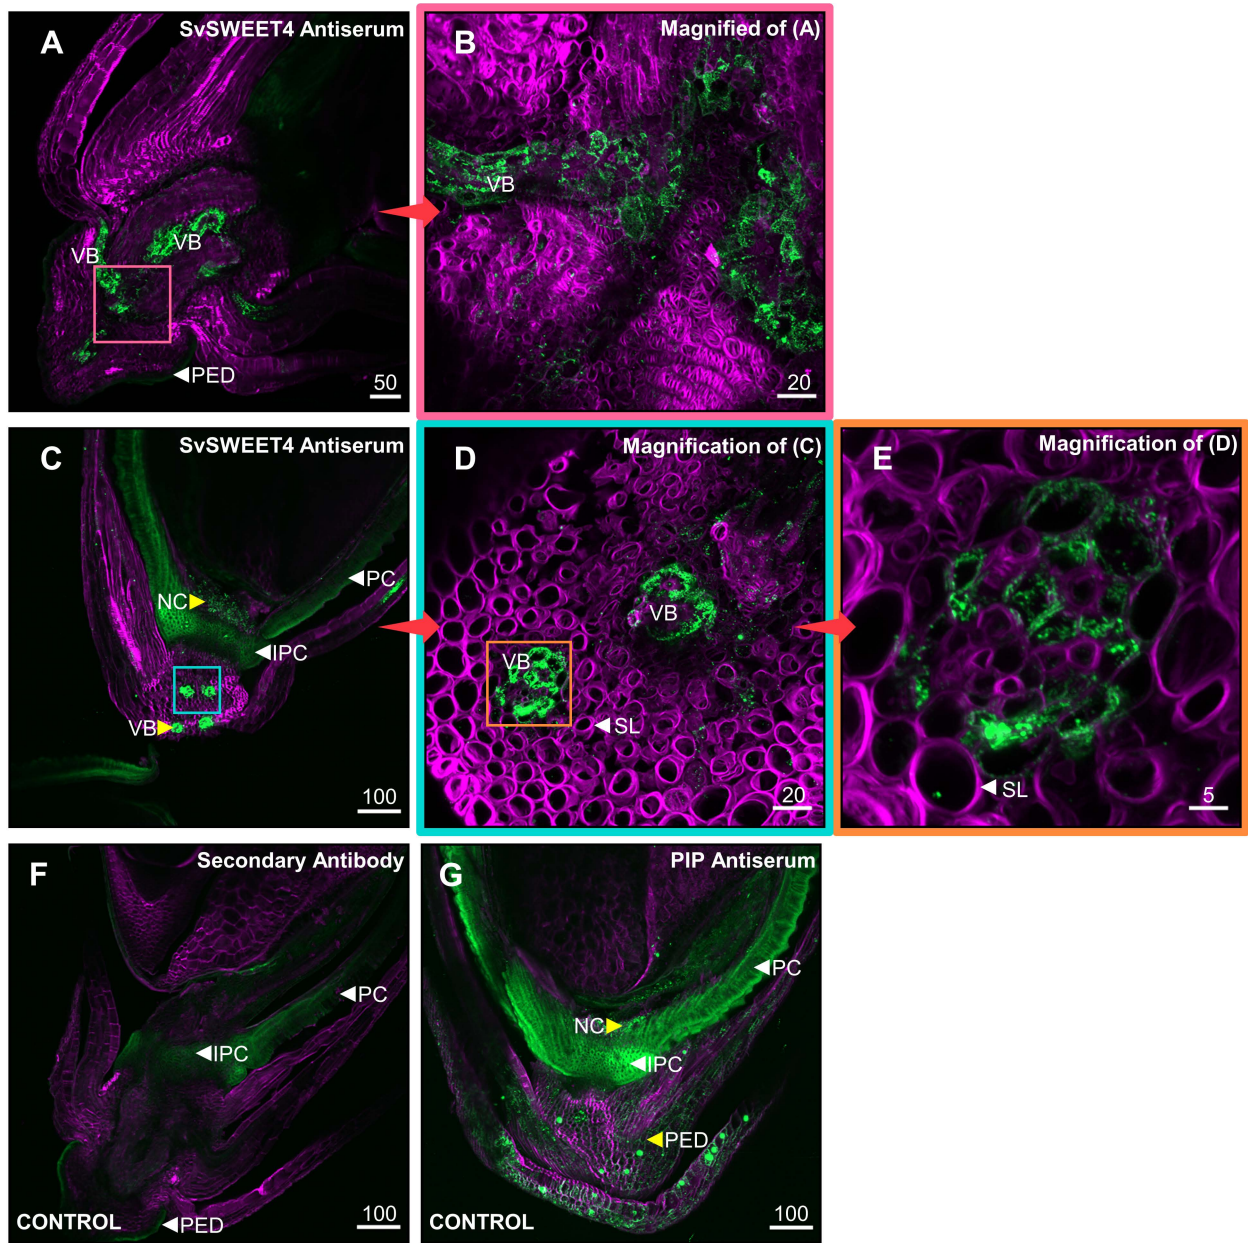

Fig. S7 Immunolocalisation of SvSWEET4 to the vascular bundles of mature *Setaria viridis* (A.10) seeds.

Immunodetection of SvSWEET4 (A-E) to the vascular bundles (VB) was observed within the pedicel (PED). A and C shows two different sections of SvSWEET4 immunolabelling (yellow darts) to VBs. Micrograph B is a magnified region of A, with micrographs D and E being magnifications of C as indicated by arrows and coloured boxes. Autofluorescence of the PED; pericarp (PC) and inner pericarp (IPC) is indicated by white darts in A, C, F and G. Secondary antibody-only treated F and PIP G antiserum seed sections were used as controls. PIP was immunolabelled to the nucellus (NC) and PED, indicated by yellow darts in G. Sclerenchyma (SL). Fluorescence signals are pseudo-coloured: green - protein of interest labelled with secondary antibodies conjugated with Alexa Fluor 488 (excitation: 493 nm; emission: 517 nm); magenta - cell walls (excitation: 254 nm; emission: 432 nm). Scale bars represent microns (μM).

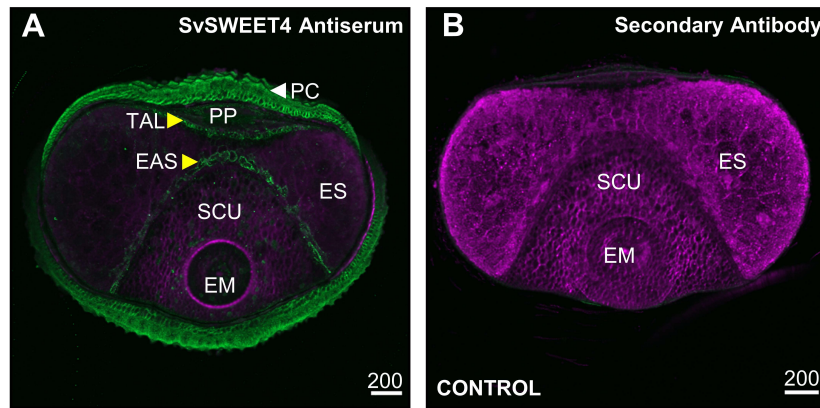

Fig. S8 Immunolocalisation of SvSWEET4 on transverse *Setaria viridis* (A.10) seeds.

Immunodetection of SvSWEET4 (A) was contrasted with secondary antibody-only treated (B) transverse seed sections. SvSWEET4 immunolabelled to the transfer aleurone (TAL) and endosperm adjacent to scutellum (EAS) layer as indicated by yellow darts. Autofluorescence of the pericarp (PC) is indicated by white darts in A. The PC was absent in B from the handling of seed sections, however, the autofluorescence is observed in the main image presented in Figure 5. Embryo (EM), scutellum (SCU), endosperm (ES). Fluorescence signals are pseudo-coloured: green - protein of interest labelled with secondary antibodies conjugated with Alexa Fluor 488 (excitation: 493 nm; emission: 517 nm); magenta - cell walls (excitation: 254 nm; emission: 432 nm). Scale bars represent microns (μM).

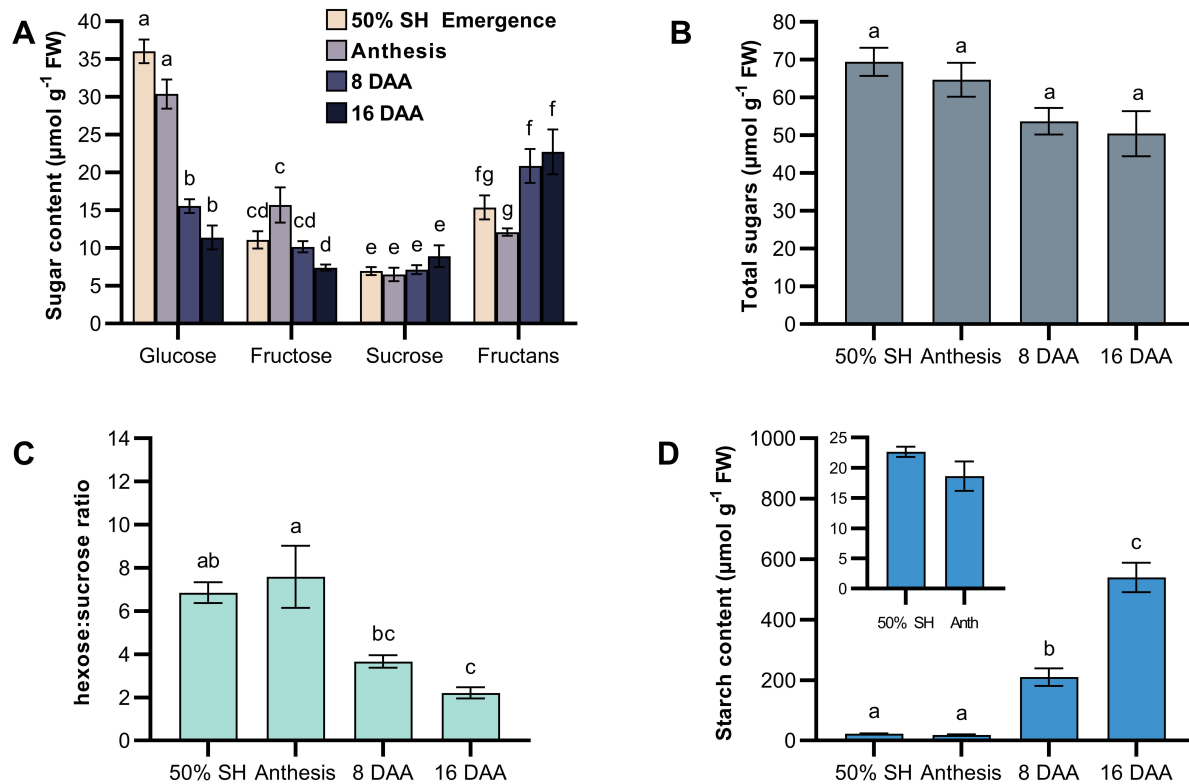

Fig. S9 Major carbohydrates of *Setaria viridis* (ME034V) seed heads at different developmental stages.

Plants harvested at 50% seed head emergence (50% SH), anthesis, 8 days after anthesis (DAA) and 16 DAA for carbohydrate analysis (A-D). Soluble sugars (A), total sugars (B), glucose:sucrose ratio (C) and starch (D) are displayed. For (d) the inset shows starch values at 50% SH emergence and anthesis that are not distinguishable. Bars represent the mean of four biological replicates, where each replicate was pooled from four plants. Error bars denote SEM. Letters denote significance (adjusted $p < 0.05$) between developmental stages for each carbohydrate as determined using a one-way ANOVA with Tukey's post-hoc for multiple comparisons.

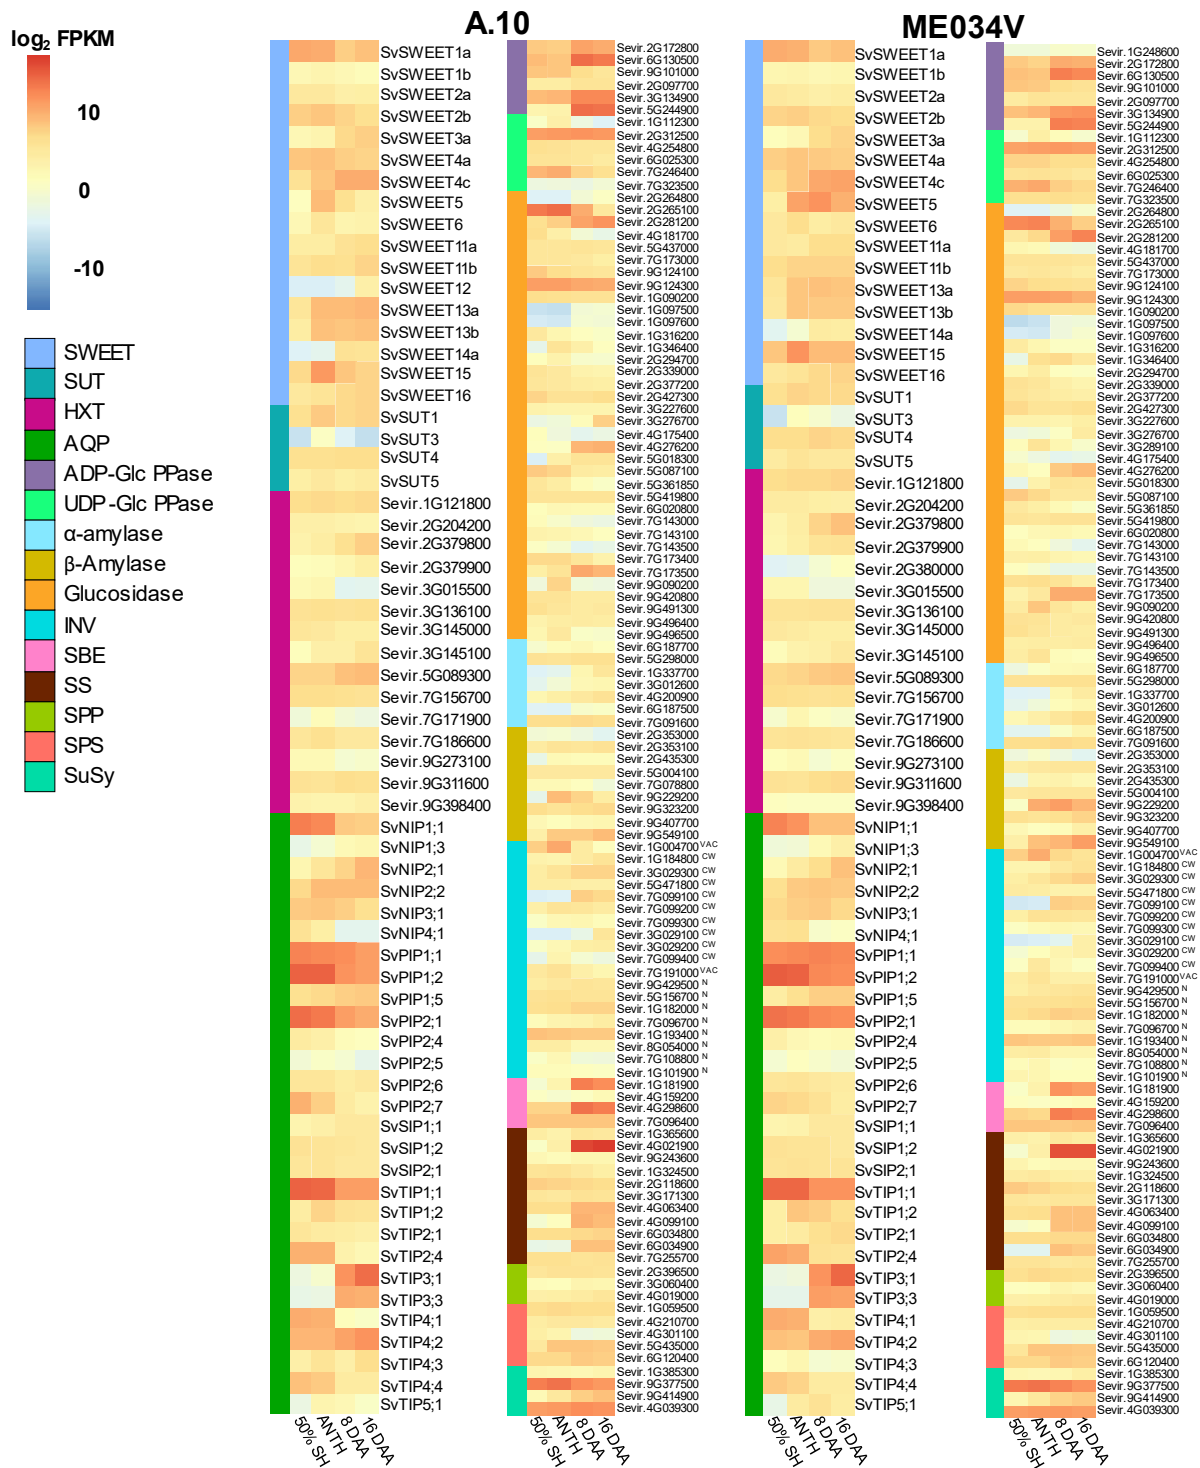

Fig. S10 Expression of genes encoding sugar transporters, aquaporins and enzymes involved in sugar metabolism within *Setaria viridis* seed heads.

Heatmaps displaying log₂ FPKM values of select genes encoding proteins involved in sugar transport or metabolism in seed heads of *Setaria viridis* ecotypes A.10 and ME034V. 

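In ME034V, *SvSWEET5* had its highest mean at 8 DAA, 6.63 ± 0.30 log2 FPKM (SD, n = 4), after 1.86 ± 0.22 at 50% seed head emergence and 6.06 ± 0.24 at anthesis, and was at 5.36 ± 0.85 at 16 DAA. At 8 DAA it was the highest of the SWEETs by log2 FPKM, above *SvSWEET4c* by 0.86 ± 0.19 in 4 of 4 libraries (exact two-sided paired test, p = 0.125, the smallest that 4 libraries allow). In CPM, without division by locus length, *SvSWEET4c* was the higher, with 259 ± 56.9 against 158 ± 34.7. Over the 4 stages *SvSWEET5* was higher in ME034V than in A.10 by a log2 fold change of 2.21 (SE 0.24, edgeR adjusted p = 1.0e-08), and its change from early to late was larger by 1.78 (SE 0.51, edgeR adjusted p = 0.018), both from counts in edgeR's joint fit, the latter a call lost without A.10 50% SH replicate 1 (1.70, edgeR adjusted p = 0.055) or replicate 2 (1.63, edgeR adjusted p = 0.064). *SvSWEET4c* rose from 3.54 ± 0.34 to 5.93 ± 0.08 between 50% seed head emergence and 16 DAA, by 1.77 (SE 0.13, edgeR adjusted p = 2.2e-09) from early to late, and the ecotypes did not differ detectably in this change (-0.08, SE 0.15, edgeR adjusted p = 0.79). *SvSWEET15* was highest at anthesis (6.64 ± 0.27) and had 5.08 ± 1.10 at 16 DAA, with a change from early to late of -0.37 (SE 0.28, edgeR adjusted p = 0.24). ME034V 16 DAA replicate 3 stands apart from the other libraries of its stage, by 2.15 log2 FPKM for *SvSWEET15* and 1.40 for *SvSWEET5*. Without it the fall of *SvSWEET15* passes (-0.81, edgeR adjusted p = 3.4e-05).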

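Among aquaporins, 12 of 28 changed from early to late more positively in ME034V than in A.10 and 1 more negatively in the test of the difference. *SvPIP2;1* changed by -0.89 (SE 0.11, edgeR adjusted p = 2.6e-06) in ME034V, a difference from A.10 of 1.09 (SE 0.13, edgeR adjusted p = 1.1e-06), and *SvTIP4;1* by -3.48 (SE 0.25, edgeR adjusted p = 1.7e-09), a difference of 1.86 (SE 0.37, edgeR adjusted p = 9.2e-04). The vacuolar invertase gene *Sevir.1G004700* fell by less in ME034V (-1.52, SE 0.21, edgeR adjusted p = 7.6e-06), a difference of 2.21 (SE 0.36, edgeR adjusted p = 1.0e-04). Of 22 genes of starch synthesis in ME034V 14 rose from early to late, 4 fell and 4 did not pass, with rises of the SS gene *Sevir.4G021900* by 8.60 (SE 0.33, edgeR adjusted p = 8.5e-13) and the SBE gene *Sevir.1G181900* by 5.85 (SE 0.24, edgeR adjusted p = 1.8e-12), the latter with a difference from A.10 of -1.20 (SE 0.29, edgeR adjusted p = 0.0052). In ME034V 16 DAA replicate 3, levels of *Sevir.1G181900*, *Sevir.4G021900* and *Sevir.6G130500* differed from the mean of the other 3 libraries by -1.48, -1.06 and -1.62 log2 FPKM. Of 11 SS genes 7 were lower in ME034V than in A.10 over the 4 stages and none was higher, from counts aligned to the A.10 reference. Seed heads of ME034V had 23 of the 44 Fig. 6 genes rise from early to late, 12 fall and 9 not pass.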

Whole seed heads were harvested at four stages of development: 50% seed head emergence, anthesis (ANTH), 8 days after anthesis (DAA) and 16 DAA. Values represent the mean from four biological replicates where each replicate is pooled from four plants. Row colours denote gene families. The different types of invertases are indicated beside their gene IDs: neutral (N), cell wall (CW) and vacuolar (VAC). Sucrose transporter (SUT), hexose transporter (HXT), aquaporin (AQP), ADP- and UDP-glucose pyrophosphorylase (ADP- and UDP-Glc PPase), invertase (INV), starch branching enzyme (SBE), starch synthase (SS), sucrose phosphatase (SPP), sucrose phosphate synthase (SPS) and sucrose synthase (SuSy).

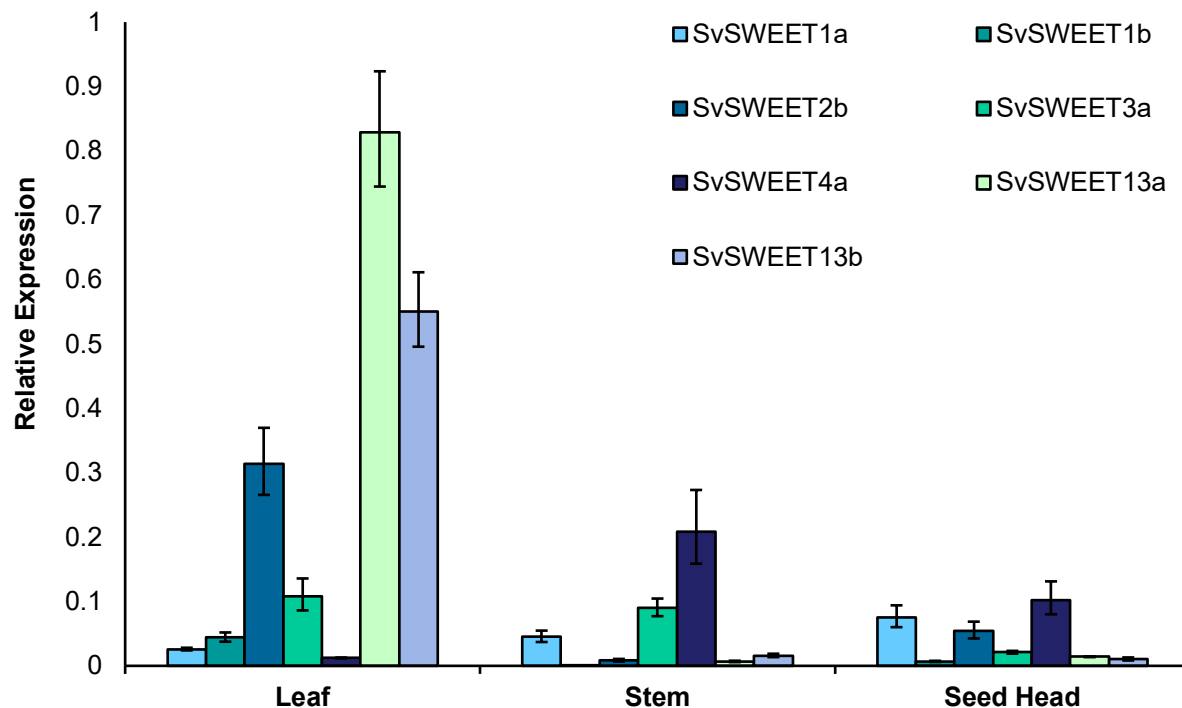

Fig. S11 Relative expression of a subset of *Setaria viridis* SWEETs using qPCR.

Relative expression of *SvSWEET1a*, *1b*, *2b*, *3a*, *4a*, *13a* and *13b* was measured compared to geometric means of reference genes *elongation factor 1- α* and *translation factor*. Leaf, stem and seed head tissues were harvested from *Setaria* plants at 50% seed head emergence. Bars represent the mean from four biological replicates where each replicate was pooled from three plants. Error bars represent SEM.

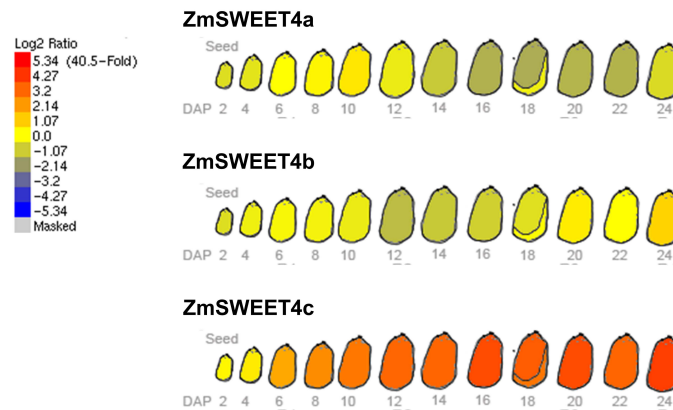

Fig. S12 Electronic fluorescent pictograph (eFP) of ZmSWEET4 orthologues.

The eFP depicts relative expression ($\log_2$ ratio) of *ZmSWEET4a*, *ZmSWEET4b* and *ZmSWEET4c* in the maize seed development across days after pollination (DAP). This eFP was generated from <http://bar.utoronto.ca/> (Winter *et al.*, 2007; Sekhon *et al.*, 2011).

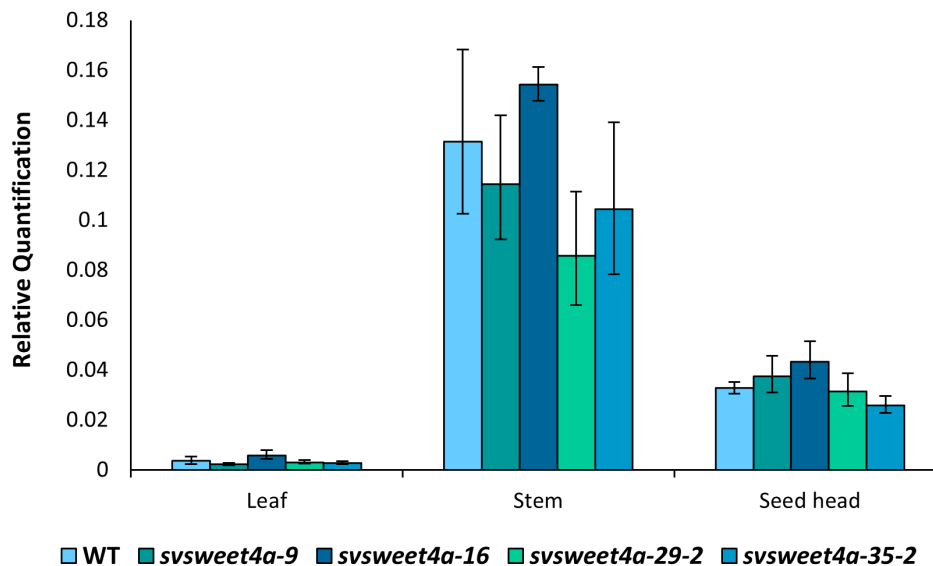

Figure S13 Expression analysis of SvSWEET4a targeted by RNAi in T2 *Setaria viridis* plants.

Expression analysis of SWEET genes targeted by RNAi in T2 *S. viridis* plants. The youngest fully expanded leaf, elongating internode of stem and whole seed head samples were harvested at 50% seed head emergence. Mean $\pm$ SEM, $n = 3-4$. Relative transcript levels of SvSWEET4a between wild type (WT) and *svsweet4a* knockdown lines. No significant reduction in target SWEET transcript abundances were observed in other lines compared to the WT.

Table S1 List of primers used for qPCR of reference genes and SvSWEETs.

**Gene**	**Forward Primer 5' - 3'**	**Reverse Primer 5' - 3'**
<i>SvSWEET1a</i>	CCGCGACCCCTTCATC<br>ATTAT	CCCTTGTTCTTCCGGTA<br>CATGG
<i>SvSWEET1b</i>	TCGCCGCTCTCCATCA<br>TG	CGAGCAGGCCGTAGAC<br>AAA
<i>SvSWEET2b</i>	GTCCCTCTCCACCTTC<br>CTCA	GCATTGCTCCCAGGAT<br>GACT
<i>SvSWEET3a</i>	TGCCTTTCTACTTGTCG<br>CTGT	GTTAAACACCCGACGC<br>TGTT
<i>SvSWEET4a</i>	CGCGCTCATCAAATTC<br>GACC	GTAGATGGCGTACAGG<br>ACCAC
<i>SvSWEET13a</i>	TCACGCTGGGCTGGAT<br>CT	AGAGGGAGAGGGAGAA<br>TGGC
<i>SvSWEET13b</i>	GGGTGGCCTAGACGAC<br>TCAA	CGCCATCGTTGCTCAT<br>GAC
<i>Elongation Factor 1-α</i><br>(Sevir.3G271600)	CCACACCTCCCACATA<br>GCTG	CCAGCATCACCGTTCTT<br>CAGG
<i>Translation Factor</i><br>(Sevir.5G315700)	CAATGTGAAAGCGAAG<br>ATCCAGG	CCTTCTGAATGTTGTAG<br>TCTGCC

References

Sekhon RS, Lin H, Childs KL, Hansey CN, Robin Buell C, De Leon N, Kaeppler SM. 2011. Genome-wide atlas of transcription during maize development. *The Plant Journal* **66**, 553–563.

Winter D, Vinegar B, Nahal H, Ammar R, Wilson G V., Provart NJ. 2007. An “Electronic Fluorescent Pictograph” browser for exploring and analyzing large-scale biological data sets (I Baxter, Ed.). *PLoS ONE* **2**, e718.

How the deposited data were processed for this re-analysis (not part of the article)

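The authors extracted RNA from frozen whole seed heads, made poly(A)-enriched libraries and sequenced them as paired reads of 125 bp. They trimmed reads with Trim Galore, mapped them with Subjunc (Subread 1.6.2) and kept those with a single mapping. The deposited count files give reads per locus for 38334 loci of the *S. viridis* v2.1 annotation, which the authors made with featureCounts without strand (1.5.0-p1 per the file headers). The deposited log2 FPKM tables, 1 per ecotype, were made by the authors with edgeR from TMM-scaled counts and a gene length from start to end of the locus. Log2 FPKM recomputed from the counts differ from the deposited ones by at most 0.0156.

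All 32 libraries were used, 4 for each of 4 stages in 2 ecotypes, each from a pool of 4 plants. Total counts ran from 4557079 to 21175874 with a median of 8178992 and equal the genic reads the paper lists in 32 of 32 libraries. The lowest group median was 6490330.5 (A.10 anthesis) and the highest 9037912.5 (A.10 8 DAA). No 2 replicates of a group hold identical counts. Counts were tested with edgeR 4.0.16 (quasi-likelihood, TMM) in R 4.3.3, with 16 libraries per ecotype and all 32 for differences between ecotypes. Loci had CPM above 1 in at least 3 libraries, and p-values were adjusted by Benjamini-Hochberg over all loci tested. Gene families were tested with fry and camera of limma 3.58.1. Levels of SWEET genes within a stage were compared by exact paired sign-flip tests over 4 libraries in 39 comparisons, where the smallest p-value they can give is 0.125.

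Alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter or a stricter filter of CPM above 5 in at least 4 libraries, a block for the replicate number, counts thinned to equal depth, a test against a log2 fold change of 1, limma on log2 FPKM and on log2(FPKM + 1), the 8 libraries of a step alone, a joint fit, and each library left out. On simulated counts with 200 genes changed, edgeR recovered at log2 fold changes of 1 and 2 80% and 97% (A.10, 16 vs 8 DAA), 87% and 98% (A.10, late vs early), 67% and 95% (ME034V, 16 vs 8 DAA), 89% and 99% (ME034V, late vs early), 92% and 98% (ecotypes) and 67% and 92% (ecotype difference in the change), with 6, 6, 4, 9, 14 and 11 false calls. A family shifted in simulated data was found by fry and camera in both ecotypes, with 1 other family called by fry in ME034V. Simulated genes were drawn independently of each other from a trended dispersion, and fewer changed than in the real data. These rates need not hold for the real libraries. Named genes are those of Fig. 6 and of the paper's text, whose stage means in Supplementary Dataset S2 had been seen, the largest and smallest change and the highest mean of each family, the qPCR reference genes, and at most 2 rising and 2 falling loci per comparison among the 10 largest changes. Those largest changes were ranked among genes with a mean of at least 10 CPM in the higher group and no overlap between the libraries compared. Lists of marker genes of other cell types by description were not used, since the RefSeq table pairs 0 of the locus identifiers with a name. GC content was not analysed here.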

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

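The tests of sequencing depth and of other splits of the libraries were set before the data were examined, and the other tests of the 3 patterns weighed here were chosen only after their results were seen. Among 376 groups of 4 libraries, 1 for each measure of a stage in an ecotype, 32 hold a library far from the other 3, where chance gives about 1 in 20, or 18.8. ME034V 16 DAA holds 13 of them, ME034V 50% SH 7 and ME034V anthesis 5, with 2.35 by chance in each.

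In ME034V 16 DAA replicate 3, these log2 FPKM lie far from those of the other libraries: *Sevir.1G121800* 4.61 (others 3.65 to 3.69), *Sevir.2G379800* 3.78 (others 5.08 to 5.21), *SvTIP3;1* 9.63 (others 7.65 to 7.80), *Sevir.6G130500* 5.77 (others 7.25 to 7.51), *Sevir.3G134900* 6.40 (others 6.80 to 6.82), *Sevir.5G244900* 6.04 (others 7.48 to 7.65), *Sevir.9G124300* 4.58 (others 5.64 to 5.77), *Sevir.1G181900* 5.09 (others 6.43 to 6.67), *Sevir.4G298600* 6.30 (others 7.25 to 7.41), *Sevir.4G021900* 8.37 (others 9.40 to 9.45), *Sevir.9G377500* 5.72 (others 6.90 to 7.08). In replicate 4 of that group it is *Sevir.2G265100* 4.80 (others 3.85 to 3.93), and in replicate 2 *Sevir.6G120400* 4.34 (others 4.20 to 4.21). Over the 17132 genes above a floor of mean CPM, 332 lie apart in replicate 3 against at most 104 in any other library. Apart means above or below every other library of the group by a set gap in log2 CPM. Over the same genes, the root-mean-square log2 distance of replicate 3 from its group is 0.632 against at most 0.509 in the other 31 libraries. Against a label from another of the 8 groups, its distance to the nearest of them, ME034V 8 DAA, is 0.712, and against depth, 84.3% of the genes apart remain so after thinning. On a pool further along from 8 to 16 DAA the values are split. Genes that rise more than 2-fold at that step in A.10 have a median deviation of 0.89, the direction of a later pool. Genes that fall there have a median deviation of 0.51, above 0, where a later pool alone would put them below. A later pool in part, a sample from outside the 8 groups or a difference between plants stays open.

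In ME034V 50% SH replicate 1 the values far from the others are *SvSWEET4c* 3.03 (others 3.65 to 3.76), *SvNIP1;1* 6.79 (others 7.26 to 7.33), *SvPIP1;1* 6.25 (others 7.09 to 7.16), *SvPIP2;1* 7.34 (others 8.04 to 8.11), *SvTIP2;4* 5.18 (others 6.15 to 6.33), *SvTIP4;1* 4.93 (others 5.68 to 5.81) and *Sevir.4G276200* 0.00233 (others 1.09 to 1.18). At ME034V anthesis they are, in replicate 4, *Sevir.5G089300* 4.25 (others 3.84 to 3.89), *SvTIP1;1* 7.94 (others 8.40 to 8.46) and the total count of 21175874 (others 6036241 to 7866466), and in replicate 2 *SvTIP3;1* 0.29 (others -2.17 to -1.88), *Sevir.5G435000* 5.01 (others 4.55 to 4.61). At ME034V 8 DAA it is *SvPIP2;1* 7.25 (others 6.85 to 6.91) in replicate 4. In A.10 they are *Sevir.5G244900* 0.73 (others 1.52 to 1.66) in 50% SH replicate 4, *SvPIP1;2* 8.39 (others 8.44 to 8.45) in anthesis replicate 2, *Sevir.1G004700* 6.10 (others 5.83 to 5.85) in anthesis replicate 3, *SvPIP1;2* 6.95 (others 6.35 to 6.45) in 8 DAA replicate 1, *Sevir.4G298600* 7.18 (others 7.41 to 7.42) in 16 DAA replicate 2, and the total count of 19063647 (others 7720828 to 9075031) in 16 DAA replicate 4.

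The A.10 8 DAA libraries spread along the change from 8 to 16 DAA, measured as a slope on that change in ME034V. Their slopes span 1.09, against at most 0.305 in the other A.10 groups. Libraries of ME034V were measured on the change in A.10 instead, where the slopes of a group span at most 0.467. The axes differ, so the spans of the ecotypes are not on the same scale. Pools of slightly different age could give such a spread. Against a label swapped with an anthesis library, the slope on the step from anthesis to 8 DAA farthest from 0 is -0.23, against a swap with a 16 DAA library, which would give a slope near 1, the highest on the step from 8 to 16 DAA is 0.44, and against depth, the span after thinning is 1.04. As the age was tested on the data that raised it, it remains a hypothesis.

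The change from early to late differs between the ecotypes by edgeR's test of the difference (ME034V minus A.10, log2) for *Sevir.1G004700* 2.21 (SE 0.36, edgeR adjusted p = 1.0e-04), *SvNIP1;1* 0.74 (SE 0.13, edgeR adjusted p = 2.7e-04), *SvSWEET4a* 0.62 (SE 0.21, edgeR adjusted p = 0.047), *Sevir.1G181900* -1.20 (SE 0.29, edgeR adjusted p = 0.0052), *SvPIP1;2* 0.43 (SE 0.12, edgeR adjusted p = 0.015), *SvPIP2;1* 1.09 (SE 0.13, edgeR adjusted p = 1.1e-06), *Sevir.2G265100* 1.38 (SE 0.34, edgeR adjusted p = 0.0066), *Sevir.2G281200* 0.92 (SE 0.22, edgeR adjusted p = 0.0046), *Sevir.2G379800* 0.86 (SE 0.28, edgeR adjusted p = 0.038). It also differs for *SvSWEET5* 1.78 (SE 0.51, edgeR adjusted p = 0.018), *Sevir.3G134900* -0.39 (SE 0.10, edgeR adjusted p = 0.0092), *Sevir.4G039300* -0.41 (SE 0.13, edgeR adjusted p = 0.035), *SvTIP2;4* 1.45 (SE 0.29, edgeR adjusted p = 0.001), *Sevir.4G276200* -1.04 (SE 0.28, edgeR adjusted p = 0.013), *SvTIP4;1* 1.86 (SE 0.37, edgeR adjusted p = 9.2e-04), *Sevir.7G173500* 0.51 (SE 0.11, edgeR adjusted p = 0.002), *SvPIP1;1* 0.85 (SE 0.17, edgeR adjusted p = 0.0013), *Sevir.9G549100* 0.97 (SE 0.33, edgeR adjusted p = 0.045). The calls of *SvSWEET4a*, *Sevir.2G379800*, *Sevir.4G039300* and *Sevir.9G549100* are lost with 19, 15, 10 and 20 of the 32 libraries left out singly, and also with both deepest libraries left out, an alternative chosen after the data were seen (0.64, edgeR adjusted p = 0.063, 0.81, edgeR adjusted p = 0.079, -0.38, edgeR adjusted p = 0.075, 0.93, edgeR adjusted p = 0.091). That of *SvSWEET5* is lost without A.10 50% SH replicate 1 (1.70, edgeR adjusted p = 0.055) and without A.10 50% SH replicate 2 (1.63, edgeR adjusted p = 0.064), and those of the other 13 pass without any single library.

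Where a fall through development differs between the ecotypes, it is mostly smaller in ME034V: of 3956 genes that fell by more than 2-fold on average over both ecotypes, 834 fell less in ME034V by the test of the difference and 46 more, the remainder not passing it, while of 3819 rises chosen alike 402 were smaller and 253 larger. Without ME034V 16 DAA replicate 3 the falls are 1033 against 54, and with DESeq2 size factors 905 against 39. Variants of ME034V that lose a constant share of reads on the A.10 reference cancel in a fold change. The 94.0% of differing falls that are smaller among genes with no difference in level is therefore no test of them. A shift in scaling would move falling and rising genes alike, and their medians differ by 0.36. This argues against scaling as the only cause, while a part played by it stays open. Whether ME034V lies behind A.10 in development at the same days cannot be told apart here: the shares of falls and of rises that are smaller differ by 33.4 percentage points, but rises may level off before 8 DAA.

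Genes outside those the paper discusses take a large part of the late libraries. At 16 DAA *Sevir.9G410150* (chromosome 9 from 44204634 to 44205543) holds 3.68% of all counts and *Sevir.9G410100* (chromosome 9 from 44194828 to 44195472) 2.19%, averaged over both ecotypes, against 0.00344% and 0.00246% at 50% SH in A.10.

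Other splits of the same libraries into groups of the same sizes were compared with the real split. A mixed split turns a difference between groups into spread within them, so it tends to give few calls wherever the groups differ. The comparison therefore shows that differences go with the labels, and says nothing of their size or of single genes. Where 80 splits are given, the others were drawn at random. In each case the real split alone gives a count as large. For the steps of A.10, in order of development, it is 1 of 35 splits each, with 8275, 15019 and 6171 genes against at most 0, 0 and 1 in the others, and for those of ME034V 1 of 35, with 4465, 11257 and 1619 against at most 233, 0 and 12. Between early and late stages it is 1 of 80, with 18476 genes against 14079 in A.10 and 16085 against 11386 in ME034V, and with 13 gene families against 11 in each ecotype, where the highest other splits kept 14 of 16 libraries on their side. The families are those called by fry, which takes each family alone. With camera, which compares a family with all other genes, 0 of 16 pass in either ecotype (4 in A.10 and 3 in ME034V at an unadjusted p under 0.05). For ME034V against A.10 it is 1 of 80 with 9420 against 27, and for the ecotype difference in the change 1 of 80 with 3506 against 4.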

How the results depend on the processing

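Leaving out both of the deepest libraries together was chosen only after the data were seen, and the other alternatives were planned. Genes tested against a log2 fold change of 1 (glmTreat) are fewer because the threshold is higher: in A.10 1174, 4345 and 347 over the steps and 6037 from early to late, in ME034V 949, 3069, 120 and 5275, 1684 between ecotypes and 256 for the ecotype difference in the change. With camera, which compares a family with all other genes and allows for the correlation within it, 0 sugar gene families pass in A.10 and 0 in ME034V (4 and 3 at an unadjusted p under 0.05), where fry calls 13 and 13. The ME034V count for 16 vs 8 DAA, 1619, is 745 with the 8 libraries of both stages alone (fewer libraries) and 2668 in the joint fit, and the cause of the latter was not tested. Leaving out each library gives 828 to 1831 for it, with 828 without ME034V 8 DAA replicate 1 and 1029 without ME034V 8 DAA replicate 2, and 3300 to 5850, 9978 to 12449 and 15464 to 16237 for the other ME034V counts. In A.10 these ranges are 7136 to 8552, 14057 to 15014, 4579 to 6457 and 18026 to 18406, between ecotypes 8928 to 10223, for the difference in the change 3002 to 4292, and for families 13 to 14 in each ecotype. *SvSUT3* reversed in ME034V from early to late with limma on log2(FPKM + 1), at -0.12 (adjusted p = 0.162), against 1.53 in edgeR, and its alternatives range from -0.12 to 1.77 (adjusted p from 0.0014 to 0.162). The cause was not tested. Of the 686 gene results per setting, DESeq2 keeps 666 on their side of the threshold in the same direction, its size factors 680, no filter 677, the replicate block 670 and thinning to equal depth 659. The test against a log2 fold change of 1, with its higher threshold, keeps 479 of 686 and loses 207. The 8 libraries of a step alone keep 366 of 395, and limma on log2(FPKM + 1) 534 of 548. A stricter filter keeps 676 of 682, the joint fit 510 of 548, limma on log2 FPKM 534 of 548, and both deepest libraries left out 129 of 138, with 9014 and 2858 genes for the ecotypes and their difference in the change. Over all single libraries left out it is 12777 of 13184. No scaling tried moves the median log2 fold change of all genes by more than 0.1. DESeq2 splits the ecotype difference in the change into 2581 higher and 1385 lower, where edgeR gives 1925 and 1581. With the replicate number as a block the counts are 8045, 14931, 5799 and 18406 in A.10 and 4191, 11027, 1434 and 15838 in ME034V, 9456 between ecotypes, 3531 for the difference in the change, and 13 families in each ecotype. Correlations across stages within a number run from -0.221 to 0.277, with 6 of 48 above 0.1. The own number is the best in 18 of 48 comparisons, where chance gives about 1 in 4, and in 4 of 4 between A.10 anthesis and 16 DAA, so a weak pairing is not excluded. Of the 44 Fig. 6 genes 22 have their highest mean at 8 or 16 DAA in A.10, and 21 to 25 without a replicate. *SvSWEET5* ranks 4 among SWEETs at anthesis by FPKM, 3 without replicate 3 and 8 by CPM, with or without the filter. CPM does not divide by gene length. Depth limits fold changes of genes with few early counts, such as *SvTIP3;3* with 4 and 9 over the libraries of the early stages in A.10, and thinning to equal depth loses 18 calls and gains 9. In counts simulated at the depth and trended dispersion of these libraries, edgeR recovers 80% of 2-fold changes at 16 vs 8 DAA in A.10 and 67% in ME034V. Only 200 genes changed in the simulation, fewer than in the real steps, so recovery in the real data may differ.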

Differences from the paper's values

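The color scale of the paper's Fig. 6 gives higher log2 FPKM than the deposited values for the same genes. For *Sevir.4G021900* at 16 DAA the paper's value is about 17 (Fig. 6, read by eye) and the value here 9.80, for *SvSWEET4c* at 8 DAA about 10 (Fig. 6, read by eye) against 5.67, and for *SvSWEET15* at anthesis about 12 (Fig. 6, read by eye) against 6.44. The difference holds under each of the alternatives set before the data were examined, the mean of linear FPKM, log2(FPKM + 1) and leaving out each replicate, and the paper's 3 values are higher by close to a single factor, which a change between ln, log2 and log10 does not give. The means that the paper lists in Supplementary Dataset S2 equal those here to within 5.0e-06.

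The paper gives a filter of CPM above 1 in at least 3 libraries, which keeps 23984 loci in A.10 and 24144 in ME034V. The deposited tables hold 23582 and 23713, which are the loci that pass in at least 4.

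The paper ranks *SvSWEET5* and *SvSWEET15* at the top of the SWEETs, mainly at anthesis. Of 17 SWEETs in A.10 at anthesis *SvSWEET15* ranks 1 and *SvSWEET5* 4, and *SvSWEET1a* is the highest at 50% SH and *SvSWEET4c* at 8 and 16 DAA. In ME034V *SvSWEET5* ranks 2 of 16 at anthesis and 1 at 8 DAA, where its mean is highest, and *SvSWEET15* ranks 1 at anthesis. By CPM, which does not divide by locus length, *SvSWEET5* ranks 8 of 17 at anthesis in A.10, and in ME034V 4 of 16 at anthesis and 2 at 8 DAA, where *SvSWEET4c* ranks 1. For *SvSWEET13a* and *SvSWEET13b* the paper states an increase from anthesis on. Here both rise up to anthesis and neither changes detectably after it. The values differ from the paper only if a further rise after anthesis is meant, and not if higher levels from anthesis on are meant. The paper states high levels throughout for the remaining aquaporins. Of the 5 others in Fig. 6, *SvPIP1;2*, *SvPIP2;1* and *SvTIP1;1* fall with log2 fold changes of -2.05 (SE 0.08), -1.97 (SE 0.06) and -2.09 (SE 0.08), though all 5 remain at percentile 95.9 or higher at 16 DAA.

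For SuSy the paper states in its Results high expression starting at 8 DAA. Its Discussion describes transcripts as relatively high and unchanged, without an evident peak. Of 4 SuSy genes 2 rise, 1 falls and 1 does not pass: *Sevir.9G377500*, the highest on average, falls with -1.02 (SE 0.09), and *Sevir.9G414900* rises by 2.84 (SE 0.09). The paper states moderate levels of cell wall invertase genes throughout. Of 9 in A.10, 6 rise and 1 falls, 5 and 0 of them by at least 2-fold. The paper finds no marked changes in the expression of SWEET, HXT and SUT genes. Of 36 in A.10, 29 pass the test for a change from early to late, 14 of them by at least 2-fold, and 7 do not pass. Over all 23984 genes tested in A.10, 77.0% pass, and 3711 rise and 4058 fall by at least 2-fold. Such changes were thus common among all genes, and these counts do not set the transporters apart.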

Other observations

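The reference genes of the paper's qPCR, whose samples all came from 50% seed head emergence, are *Sevir.3G271600* and *Sevir.5G315700*. From early to late stages *Sevir.3G271600* rose in A.10 by a log2 fold change of 0.84 (SE 0.04, edgeR adjusted p = 1.6e-12) and in ME034V by 0.62 (SE 0.07, edgeR adjusted p = 5.3e-07). *Sevir.5G315700* rose in A.10 by 0.26 (SE 0.04, edgeR adjusted p = 1.6e-05), a call lost in the joint fit (0.24, edgeR adjusted p = 0.1), and its change in ME034V, 0.06 (SE 0.18, edgeR adjusted p = 0.8), did not pass. Its log2 fold change between ME034V and A.10 over the 4 stages was -0.84 (SE 0.10, edgeR adjusted p = 2.0e-08). These tests set 8 early against 8 late libraries, or 16 against 16 of the ecotypes. The α-amylase gene *Sevir.1G337700*, the largest change of its family in A.10, had 1 and 5 counts over the 4 libraries of each early stage and 165 and 587 at 8 and 16 DAA, and in ME034V 1, 3, 157 and 382. *SvSWEET12*, a SWEET gene, had 0 counts at both early stages in A.10, 7 at 8 DAA and 303 at 16 DAA.

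*SvSWEET6* was higher in ME034V than in A.10 over the 4 stages by 1.09 (SE 0.13, edgeR adjusted p = 8.3e-08), and *SvSWEET3a* lower, with -0.40 (SE 0.13, edgeR adjusted p = 0.015), a call lost with both deepest libraries left out, an alternative chosen after the data were seen (-0.32, edgeR adjusted p = 0.054). The rise of *SvSWEET14a* from early to late differed between the ecotypes by -2.39 (SE 0.48, edgeR adjusted p = 9.9e-04), with 6.90 (SE 0.21, edgeR adjusted p = 1.2e-14) in A.10 and 4.52 (SE 0.22, edgeR adjusted p = 1.6e-11) in ME034V. Of the 177 genes of the paper's Supplementary Dataset S2 that were tested, 38 were higher in ME034V and 38 lower, and the counts are the same when p-values are adjusted over that list alone.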
